# PRAME Is a Novel Target of Tumor-Intrinsic Gas6/Axl Activation and Promotes Cancer Cell Invasion in Hepatocellular Carcinoma

**DOI:** 10.3390/cancers15092415

**Published:** 2023-04-22

**Authors:** Viola Hedrich, Kristina Breitenecker, Gregor Ortmayr, Franziska Pupp, Heidemarie Huber, Doris Chen, Sarthak Sahoo, Mohit Kumar Jolly, Wolfgang Mikulits

**Keywords:** HCC, Axl, Gas6, PRAME, EMT, invasion, dedifferentiation, immunotherapy

## Abstract

**Simple Summary:**

The receptor tyrosine kinase Axl is upregulated in up to 40% of hepatocellular carcinoma (HCC) cases correlating with an unfavorable prognosis. It is an open issue how Axl and its ligand Gas6 drive disease development at a molecular level. The aim of this study was to identify target genes of Gas6/Axl and to assess their contribution to HCC progression. One of the targets is the cancer-testis antigen PRAME (preferentially expressed antigen in melanoma), which is currently exploited for its capacity in T cell-based immunotherapy. We show that PRAME induces hepatic dedifferentiation, epithelial-to-mesenchymal transition and invasiveness in liver cancer cells. Together, these data provide evidence that PRAME is induced by the Gas6/Axl/Mek/Erk1/2 signaling axis and exerts pro-oncogenic functions in HCC.

**Abstract:**

(1) Background: Activation of the receptor tyrosine kinase Axl by Gas6 fosters oncogenic effects in hepatocellular carcinoma (HCC), associating with increased mortality of patients. The impact of Gas6/Axl signaling on the induction of individual target genes in HCC and its consequences is an open issue. (2) Methods: RNA-seq analysis of Gas6-stimulated Axl-proficient or Axl-deficient HCC cells was used to identify Gas6/Axl targets. Gain- and loss-of-function studies as well as proteomics were employed to characterize the role of PRAME (preferentially expressed antigen in melanoma). Expression of Axl/PRAME was assessed in publicly available HCC patient datasets and in 133 HCC cases. (3) Results: Exploitation of well-characterized HCC models expressing Axl or devoid of Axl allowed the identification of target genes including PRAME. Intervention with Axl signaling or MAPK/ERK1/2 resulted in reduced PRAME expression. PRAME levels were associated with a mesenchymal-like phenotype augmenting 2D cell migration and 3D cell invasion. Interactions with pro-oncogenic proteins such as CCAR1 suggested further tumor-promoting functions of PRAME in HCC. Moreover, PRAME showed elevated expression in Axl-stratified HCC patients, which correlates with vascular invasion and lowered patient survival. (4) Conclusions: PRAME is a bona fide target of Gas6/Axl/ERK signaling linked to EMT and cancer cell invasion in HCC.

## 1. Introduction

Hepatocellular carcinoma (HCC) is a devastating disease accounting for 75–90% of liver cancer patients [1,2]. It is frequently diagnosed at advanced stages due to lack of symptoms and insufficient screening of patients with premalignant chronic liver diseases, resulting in limited therapeutic options [3,4]. As HCC is a heterogeneous disease at the molecular and cellular level, these treatment options have modest effects on patient survival [5]. In order to develop patient-tailored therapy strategies to better meet the needs of those affected, a more detailed understanding of the molecular mechanisms underlying HCC is required.

Upregulation of the receptor tyrosine kinase Axl, a member of the TAM receptor family together with Tyro3 and MerTK, associates with poor prognosis of HCC patients [6]. Nuclear serine/threonine kinases NUAK1/2, signal transducer and activator of transcription 3, yes-associated protein 1 and frizzled-2 are capable of inducing Axl expression in about 40% of HCC cases [6,7,8,9]. Axl can signal via MAPK, PI3K/Akt or Src among others favoring cell survival, proliferation, angiogenesis, epithelial-to-mesenchymal transition (EMT), cell invasion and drug resistance [10]. HCC cells frequently upregulate the expression of the EMT transcription factors (EMT-TFs) Snail, Slug, Twist and Zeb1/2 resulting in reprogramming to mesenchymal gene expression [7,11,12]. Axl is an important mediator of EMT in various malignancies associating with the expression of genes regulating stemness and metastasis [13,14]. In HCC, it is poorly understood how the activation of Axl selectively induces a gene expression program driving tumor progression and metastasis.

PRAME (preferentially expressed antigen in melanoma) has been identified as an antigen recognized by cytotoxic T lymphocytes, which is currently exploited for CAR-T cell therapy [15,16,17,18]. High expression of PRAME is restricted to testis in adult tissues, while it is frequently augmented in malignant settings including melanoma or lung cancer, which adds PRAME to the family of cancer-testis antigens (CTAs) [19,20]. Interestingly, tumor-promoting functions were identified for some CTAs including e.g., HORMAD1 and NANOS3, which foster lung cancer invasion by EMT [21,22]. PRAME represses retinoic acid receptor (RAR) signaling by binding to RAR and hampering retinoic acid (RA)-induced receptor activation and target gene transcription [16]. Thereby PRAME rescues melanoma cells from RA-mediated anti-proliferative effects [16]. Additional functions of PRAME are suggested as reduced PRAME expression interferes with melanoma cell proliferation even in the absence of RA [16]. In accordance, PRAME expression is significantly upregulated in breast cancer where it favors EMT and immunosuppression [23,24]. In a cellular model of laryngeal squamous cell carcinoma, PRAME promotes proliferation, EMT and invasion [25].

In this study, we identified target genes of Gas6/Axl signaling, which revealed PRAME as an oncogenic driver in HCC cells. PRAME expression induced by Gas6/Axl/MAPK promotes EMT-associated gene expression, cell motility and RA-independent interaction with nuclear proteins, suggesting a novel molecular link between Gas6/Axl signaling and PRAME.

## 2. Materials and Methods

### 2.1. Cell Culture

The human liver cancer cell lines HLF, HLE cells were propagated in DMEM supplemented with 10% fetal calf serum (FCS) while SNU475 were cultured in RPMI-1640 plus 10% FCS. HepG2 as well as Hep3B cells received EMEM plus 10% FCS. HepG2, Hep3B and SNU475 were purchased from ATCC (Manassas, VA, USA), while HLF and HLE cells were kindly provided by Dr. Steven Dooley (University of Heidelberg, Germany). Axl signaling was induced by administration of 500 ng/mL recombinant Gas6 (R&D Systems, Minneapolis, MN, USA) or by Axl-agonistic antibody AF154 (R&D Systems, Minneapolis, MN, USA). Inhibition of Axl was performed by 1–10 µM Cabozantinib (Eubio, Atlanta, GA, USA) by incubation between 15 min to 48 h [26,27]. The Mek inhibitors Trametinib (SelleckChem, Houston, TX, USA) and U0126 (Thermofisher, Waltham, MA, USA) were used to interfere with MAPK signaling. KX-391 (SelleckChem, Houston, TX, USA) was employed to inhibit Src. HepG2 and Hep3B cells were lentivirally transfected with particles containing the pWPI vectors with green fluorescent protein (GFP) or PRAME-GFP. GFP-positive cells were enriched via cell sorting. The Axl locus was disrupted as described previously [28]. For generation of PRAME-knockout (KO) cell lines, small guide (sg)RNAs were cloned into the pSpCas9(BB)-2A-Puro V2.0 vector (Addgene, Watertown, MA, USA) and hepatoma cells were transfected with the plasmids using Lipofectamine 2000 (Thermofisher, Waltham, MA, USA) as described [29]. Cells were selected using 1.5 mg/mL (HLF) or 1 mg/mL (HLE) puromycin (Merck, Darmstadt, Germany) for 48 h. Surviving cells were expanded and clonal lines were isolated and propagated. All cells were propagated under standard cell culture conditions of 37 °C and 5% CO_2._ Cell line identity was validated via short tandem repeat analysis and the absence of mycoplasma was ensured by routine testing.

### 2.2. Knockdown by RNA Interference

Interference studies were performed as described recently [6,30]. In brief, cells were seeded in 96-well, 12-well or 6-well plates and either transfected with 50 nM of on-target^plus^ non-targeting pool small interfering (si)RNA or with 50 nM on-target^plus^ SMARTpool siRNA targeting human PRAME (Dharmacon, Lafayette, CO, USA) using Oligofectamine (Thermofisher, Waltham, MA, USA) according to the manufacturer’s protocol. Cells were cultivated in presence of siRNA between 24 and 96 h and further processed.

### 2.3. 2D Wound Healing Assay

7.5 × 10^5^ cells were seeded in 6-well plates to study two-dimensional (2D) cell migration. Cell layers were scratched with pipette tips to introduce artificial wounds. Plates were washed to remove detached cells and images were immediately taken by a phase contrast microscope (Nikon, Tokyo, Japan) and 48 h after scratching. Quantification of the migrated cells was performed by ImageJ software (https://imagej.nih.gov/ij/). Three independent experiments were conducted for each analysis.

### 2.4. 3D Invasion Assay

For studying three-dimensional (3D) cell invasion, the protocol from Osswald et al. was adapted [31]. In brief, 1 × 10^3^ cells were seeded in cell-repellent U-bottom 96-well plates (Greiner Bio-One, Kremsmünster, Austria) for 72 h to form spheres. Spheres were embedded in a 1.5 mg/mL rat-tail collagen I solution supplemented with 0.125% sodium bicarbonate, 15 mM HEPES and 2% FCS. Polymerization was induced by adding NaOH and incubation at 37 °C in 5% CO_2_ for 1.5 h. Collagen gels were overlayed with 100 µL culture medium and images were taken by phase contrast microscopy (Nikon, Tokyo, Japan) 24 and 48 h post embedding. Quantification of invaded cells into the gel was performed by ImageJ software (https://imagej.nih.gov/ij/) [32]. Three independent experiments were conducted for each analysis.

### 2.5. Clonogenic Survival Assay

1 × 10^3^ cells were seeded in 6-well plates and incubated for 10 days at 37 °C and 5% CO_2_. Colonies were fixed with methanol/acetic acid (3:1) (Lactan, Graz, Austria/VWR, Radnor, PA, USA), stained with 0.25% crystal violet (Merck, Darmstadt, Germany) and counted. Three independent experiments were conducted for each analysis.

### 2.6. Proliferation Kinetics

1 × 10^4^ cells were seeded in 12-well plates and cell numbers were determined every second to third day for up to 144 h using the cell analyzer CASY (Schärfe Systems, Reutlingen, Germany). Three independent approaches were conducted for each analysis.

### 2.7. Transcriptome Profiling by RNA-seq

HLF, HLF-nickase, HLF-Axl-KO and HLF-Axl-KO-wt-Axl cells were stimulated with 500 ng/mL Gas6 and total RNA was isolated using the Monarch total RNA miniprep kit (New England Biolabs, Ipswich, MA, USA) in three independent experiments. Isolated RNA was quantified via Nanodrop (Thermofisher, Waltham, MA, USA) and the quality was checked. Each RNA sample was divided into three aliquots: one for QuantSeq 3′ mRNA-seq, one for validation of sequencing results and one as a backup which was snap frozen and stored at −80 °C. Library preparation and sequencing were performed by Lexogen (Greenland, NH, USA). In brief, quality controlled and quantified RNA was used to prepare a QuantSeq 3′ mRNA-seq (fwd) library suitable for Illumina sequencing, containing Unique Molecular Identifiers (UMIs). Library preparation was followed by another quality control. The QuantSeq 3′ (fwd) library was subsequently subjected to SR76 high output QuantSeq 3′ mRNA-sequencing via Illumina NextSeq 500, followed by lane mix quality control and demultiplexing. Spike-In RNA Variant Controls (SIRVs)—which are synthetic, unique RNA transcripts—were included as controls for RNA-sequencing.

If not stated otherwise, analyses were performed with the help of custom R (v. 4.0.0) scripts and RStudio. Trimming of poly-As from the 3′-ends of the 76 bp long reads was performed by cutadapt (v. 1.12; with options -O 3 -e 0.10 -m 20 --max-n 2), retaining reads with at least 20 bp. Alignments to the human reference genome GRCh38.p13 (GCA_000001405.28) and the corresponding Gencode gene annotation Release 33 were conducted using STAR 2.7.3a [33], with up to 1000 hits, a maximum error rate of 5% and counts per gene as output.

For visualizing potential batch effects, normalized samples were clustered hierarchically (R hclust, stats package), or analyzed by principal component analysis and pairwise plotting of the first five principal components (PCA, package FactoMineR).

For pair-wise differential expression analyses, DESeq2 [34] was used. Genes with less than three counts in more than three samples were removed. Moreover, duplicate gene symbols were filtered based on expression level, resulting in a final set of 15,063 genes. Default parameters were selected except for the dispersion model fitting, which was chosen to be local. Since PCA showed that the preparation date contributed to the sample variance, preparation dates were included in the design formula. To obtain batch-corrected results, limma batch correction was performed. For visualization of significantly differentially expressed genes in heat maps, expression values were furthermore log-vst transformed. All reported p-values, including cut-offs, refer to (Benjamini–Hochberg) multiple-test corrected q-values. 

The RNA-seq data are available at GEO database under GSE229731.

Gene set enrichment analyses were performed with the command-line version 4.1.0 of the UCSD/BROAD GSEA tool [35]. Signal2Noise ranking as well as gene set permutation were selected, when more than six samples existed per group, otherwise phenotype permutation was performed. Gene sets Hallmark (H), BioCarta, KEGG, PID, Reactome (CP), and GO (C5) were downloaded from the Molecular Signatures Database (MSigDB) and filtered for a set size of 30–500 genes were queried.

Venn diagrams were generated with the help of Ghent University online resources available at Bioinformatics and Evolutionary Genomics (Van de Peer Lab; https://bioinformatics.psb.ugent.be/webtools/Venn/). Axl targets were defined as differentially expressed genes between Axl-proficient and Axl-deficient cells. Comparisons between (i) parental and CRISPR control cell line (only transfected with enzyme but no sgRNAs) and (ii) parental and rescue cell line served as controls. 

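The 2 control comparisons differed widely in size. Between wt and nick, which both express Axl, 15 genes were called differentially expressed, 14 of them higher in wt and 1 lower, against 98 without the replicate block and 5 by the authors' p-values. By the authors' deposited table the largest of these was LUZP2 with a log2-fold change of 3.48, and AK4, an adenylate kinase of the mitochondrial matrix, was among the 5 largest with 3.32, whereas CNKSR2, the only lower gene, had -1.98 with an adjusted p of 0.216 there. AXL itself differed by -0.02 on the log2 scale of the library values between wt and nick (standard error 0.04, adjusted p = 0.935 from limma, n = 3 libraries each). Between wt and Axl-KO-wt-Axl, 775 genes were called, 431 higher in wt and 344 lower. The authors' deposited table gives log2-fold changes of 11.04 for COL11A1, a fibrillar collagen chain, 8.23 for MGMT, a DNA repair enzyme, and -7.72 for GALNT16 in wt relative to Axl-KO-wt-Axl. AXL was higher in wt than in Axl-KO-wt-Axl by 1.18 (standard error 0.06, adjusted p = 4.36e-08 from limma). The tags lie near the end of the transcript, and whether the introduced AXL carries the native end was not tested. A gene was called at an adjusted p under 0.05 from limma and an absolute log2-fold change above 1 in the authors' deposited table. With any replicate left out, which leaves 1 residual degree of freedom, no gene passed limma in any of the 5 comparisons, AXL included. The numbers at an unadjusted p under 0.05 were then 554 to 618 between wt and nick, where chance gives 681, and 2548 to 2784 between wt and Axl-KO-wt-Axl, where chance gives 688.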

Significantly differentially expressed genes (*p*-value < 0.05 and absolute log2-fold change > +1.0) of selected pairwise comparisons were used to generate Venn diagrams.

### 2.8. Reverse Transcription, Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was isolated using Monarch total RNA miniprep kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s protocol. Isolated RNA was quantified by Nanodrop (Thermofisher, Waltham, MA, USA) and cDNA was generated by reverse transcription via the iScript cDNA synthesis kit (Biorad, Neuried, Germany). cDNA was subsequently used as an input for qPCR applying the Luna universal qPCR master mix (New England Biolabs, Ipswich, MA, USA). qPCR was performed on the CFX connect real-time PCR system (Biorad, Neuried, Germany) and quantified via the CFX Maestro Software version 4.0.2325.0418 (Biorad, Neuried, Germany). The following primers were used: PRAME: forward: 5′-GTGACCTGTGAACAGCAACT-3′, reverse: 5′-CCACGCACGTCTGAGAGTAAT-3′; RPL41: forward: 5′-CAAGTGGAGGAAGAAGCGA-3′, reverse: 5′-TTACTTGGACCTCTGCCTC-3′; TWIST: forward: 5′-TTCTCGGTCTGGAGGATGGA-3′, reverse: 5′-AATGACATCTAGGTCTCCGGC-3′; SNAI1: forward: 5′-GTAATGGCTGTCACTTGTCG-3′, reverse: 5′-TGTAAACATCTTCCTCCCAGG-3′.

### 2.9. Western Blotting

Immunoblotting was performed as described previously [30]. The primary antibodies were used at a dilution of 1:1000 if not indicated otherwise: anti-phospho-Axl (#5724), anti-phospho-Erk1/2 (#9101), anti-Erk1/2 (#4695), anti-phospho-Src (#6943) and anti-Src (#2109) were purchased from Cell Signaling (Danvers, MA, USA). Anti-Axl (#AF154) and anti-PRAME (#ab219650) were obtained from R&D Systems (Minneapolis, MN, USA) and Abcam (Cambridge, England, UK), respectively. Anti-actin (#A2206, Merck, Darmstadt, Germany) was applied at 1:5000 as a loading control. Horseradish peroxidase-conjugated secondary antibodies (Vector Laboratories, Newark, CA, USA) were diluted 1:10.000. Abundance of proteins was quantified via densitometry using ImageJ software (https://imagej.nih.gov/ij/). Peak areas were quantified and normalized to the actin loading control. For the control versus the treatment experiments, the abundance of proteins upon interference was set relative to the control.

### 2.10. Immunoprecipitation (IP)

500 µg of HLF lysate was mixed with anti-PRAME antibody (#ab219650, Abcam, Cambridge, England, UK) as indicated by the manufacturer and incubated overnight at 4 °C. Subsequently, 50 μL of protein G-coated magnetic beads (Mag Sepharose™ Xtra; Merck, Darmstadt, Germany) was added and incubated for 1 h at 4 °C. The IP complexes were washed with PBS. For mass spectrometry, samples were delivered “on-beads” on ice and immediately processed. For immunoblotting, proteins were eluted in 30 μL sodium dodecyl sulfate (SDS) polyacrylamide gel electrophoresis sample buffer containing 100 mM Tris/HCl pH 7.4, 5% SDS, 5 mM DTT and 70 mM β-mercaptoethanol. Samples were either analyzed immediately or stored at −20 °C.

### 2.11. Mass Spectrometry Analyses of IPs

IP proteomics were performed by the Mass Spectrometry Facility of the Max Perutz Labs (MPL, Vienna, Austria) using the Vienna Biocenter Core Facility instrument pool. For data processing, a database search was performed with MaxQuant 2.1.4.0. Search parameters: standard, trypsin/P, with oxidation(M), protein N-term acetylation as variable and carbamidomethylation (C) as fixed modification. All data were filtered at 1% PSM + protein + site false discovery rate and reverse hits were removed. Missing label-free quantification values were imputed into log space by drawing random values from a normal distribution (estimated from sample label-free quantification intensity distribution and shifted by −1.8 standard deviations with a width of 0.3 standard deviations) after filtering out contaminants and proteins with less than two razors and unique peptides. For pairwise comparison, the log_2_ fold change and mean label-free quantification were calculated and plotted against each other (MAplot).

### 2.12. Correlation Analysis

To plot the correlation heat map of PRAME-associated transcription factors, the top correlated transcription factors based on the comparison of their RNA expression levels with that of PRAME were identified. Next, the correlations were calculated for liver cancer cell lines based on the Cancer Cell Line Encyclopaedia (CCLE) data and only those transcription factors were considered whose Spearman correlations coefficient was either greater than 0.55 or lesser than −0.55. This yielded a list of 35 positively correlated and 5 negatively correlated transcription factors. A gene–gene correlation matrix with gene-wise hierarchical clustering of these 40 genes and PRAME was plotted to highlight the positive and negative gene-gene correlations. A comparable mode was used to generate a gene-gene correlation matrix with gene-wise hierarchical clustering of PRAME and its interaction partners identified by IP-mass spectrometry. Spearman correlation coefficient was calculated to construct the correlation matrix.

### 2.13. In Silico Analysis

The Cancer Genome Atlas (TCGA) liver cancer (LIHC) data were assessed via the open-source resources cBioPortal and Xenabrowser for analysis and visualization [36,37,38]. Sample information regarding sample type (“solid tissue normal”, “primary tumor” and “recurrent tumor”) and histological grade (G1-G4) was obtained via Xenabrowser. Additionally, transcript expression of *AXL*, *PRAME*, *TWIST* and *SNAI1* was retrieved in log_2_(fpkm-uq + 1). PRAME expression was plotted against sample type, histological grade or in *AXL*-stratified samples (*AXL*^high^ = 75% quartile, *AXL*^low^ = 25% quartile). cBioPortal allowing a more general approach was used to stratify total gene expression of TCGA LIHC data depending on *PRAME* expression to identify overall differentially expressed transcripts between *PRAME*^high^ (=75% quartile) and *PRAME*^low^ (=25% quartile) samples. Furthermore, *PRAME* expression was correlated with histological grade and occurrence of vascular invasion. Kaplan–Meier plots were generated applying the Kaplan–Meier plotter (https://kmplot.com/analysis/) [39]. For network analysis, the STRING database was used (https://string-db.org/).

### 2.14. Immunohistochemistry of Primary HCC Patient Samples

PRAME expression was assessed by immunohistochemical staining of 4 µm thick paraffin-embedded tumor samples collected from 133 HCC patients with anti-PRAME antibody (#ab219650, Abcam, Cambridge, UK). All patients received orthotopic liver transplantation at the Department of Transplantational Surgery, Medical University of Vienna, between 1982 and 2002 as described previously [6,30]. Two individual certified pathologists performed grading and histological assessment. Samples were present in triplicates from each case on tissue microarray slides. Anti-Axl staining (#AF154, R&D Systems, Minneapolis, MN, USA) was performed previously in this cohort [6]. PRAME assessment was performed in this study [6]. In brief, anti-PRAME antibody was used at a dilution of 1:500 and incubated overnight at 4 °C. Secondary antibodies were applied as recommended by the manufacturer’s protocol (Vector Laboratories, USA). The Vectrastain ABC kit (Vector Laboratories, Newark, CA, USA) was employed using diaminobenzidine (“DAB”) as a substrate for visualization. Counterstaining was performed with Gill’s hematoxylin solution No. 3 (Carl Roth, Karlsruhe, Germany). Tissue Studio v4.4.1 image analysis software (Definiens, Munich, Germany) was applied for the assessment of immunohistochemical staining. Samples were grouped depending on positive or negative PRAME expression and correlated with available clinical data.

### 2.15. Statistical Analysis

Data were expressed as means ± standard deviation (SD). Statistical significance was assessed by unpaired Student’s *t*-test for continuous data. For categorical data, Fisher’s exact test was employed. Log-rank tests were performed for the analysis of Kaplan–Meier survival curves using GraphPad Prism v5.01 (GraphPad Software Inc., San Diego, CA, USA). Different *p*-values were considered as statistically significant: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## 3. Results

### 3.1. Identification of Gas6/Axl-Dependent Targets in HCC Cells

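RNA-seq was performed on 4 lines of HLF, a human HCC cell line. These were the parental cells (wt), cells that received the nickase without guide RNAs (nick), Axl knockout cells (Axl-KO) and knockout cells with reconstituted Axl (Axl-KO-wt-Axl). Each line had 3 libraries, 12 in all, from cells kept for 24 h with 500 ng/mL Gas6, the ligand of the receptor tyrosine kinase Axl. The paper's methods describe 3 independent experiments, whereas the description that accompanies the deposited data calls the triplicates technical, so that the p-values here measure the spread between libraries that may be technical. All libraries analysed here came from cells with Gas6, and the comparisons are therefore between lines and not between stimulated and unstimulated cells.

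The libraries were made with a kit that reads tags near the end of each transcript and carries unique molecular identifiers, and the paper's text does not name whether these were collapsed. The authors aligned the reads with STAR 2.7.3a to GRCh38.p13, counted them per gene and fitted DESeq2 with the preparation date in the design. They deposited 5 tables, each with their results for 1 pair of lines and 6 library columns. The library values are not counts. Their lowest value lay between 101 and 195 in the 5 tables, and the log2 means of the libraries with the same replicate number had an SD of at most 0.00575. Relative to the authors' log2-fold change the log2 difference of the library values was compressed to a slope of 0.0593 to 0.0834 for genes with a mean normalized count under 20, against 0.883 to 0.960 for genes with 1000 or more. The paper's methods name a batch correction with limma and a variance-stabilizing transformation, and the values were treated as such, with the replicate effect removed. They give no depth per library. The mean normalized counts in the authors' deposited tables sum to between 3501881 and 3625741.

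Each table was tested on its own, since the same library has other values in another table. The test was limma on log2(value + 1) with the replicate number as a block, which leaves 2 residual degrees of freedom per gene. A gene was called when its adjusted p was under 0.05 and its absolute log2-fold change in the authors' deposited table was above 1. The fold was taken from the authors because the compressed values understate the change of low genes. On simulated data with the spread of the wt and Axl-KO libraries, 98.5% of the genes changed by 0.3 on the log2 scale of the library values were recovered, with 14 false calls among 13655 genes, against 322 false calls without the block. For low genes 0.3 on this compressed scale is a much larger log2-fold change, and the fold threshold was not simulated. The noise was normal, with each gene's spread already drawn toward that of other genes, so false calls can be more frequent in the real data. The fit without the block had been set as the main one before the data were examined, and it called 1030 genes between wt and Axl-KO where the fit with the block called 595.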

To assess target genes of Gas6/Axl signaling, which regulates tumor-intrinsic gene expression [7,40], we examined mesenchymal-like HCC cells expressing Axl (wild type; wt) versus CRISPR/Cas9-mediated Axl knockout cells (KO, Axl^−^) versus Axl-KO cells harboring reconstituted Axl expression (Axl^−^ wt) by RNA-seq (Figure 1A). Cells expressing nickase only (nick) were used as the control. Pairwise comparisons were used to generate VENN relations which revealed AGPAT3, ALDH1A1, C15orf48, CNN1, LITAF, MAT1A, NOL4L and PRAME as putative targets of Gas6/Axl signaling (Figure 1A,B; Table S1).

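AXL, the targeted gene, was lower in Axl-KO than in every other line. Its log2 difference of the library values was 1.44 for wt relative to Axl-KO (standard error 0.06, adjusted p = 4.34e-08 from limma, n = 3 libraries each), 1.83 for nick (standard error 0.07) and 0.50 for Axl-KO-wt-Axl (standard error 0.06, adjusted p = 0.00175 from limma). All 8 genes named by the paper passed the test in wt and in nick relative to Axl-KO. The 6 that were higher with Axl were PRAME, AGPAT3, an acyltransferase of phospholipid synthesis, MAT1A, the methionine adenosyltransferase of adult liver, LITAF, ALDH1A1, an enzyme of retinoic acid synthesis, and C15orf48. The 2 that were lower were CNN1, the actin-binding protein calponin, and NOL4L. In the authors' deposited table the log2-fold changes of the 6 genes in wt relative to Axl-KO ran from 1.86 for C15orf48 to 2.69 for PRAME, and those of CNN1 and NOL4L were -1.56 and -2.69.

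In total 595 genes were called between wt and Axl-KO, 350 higher in wt and 245 lower, and 548 between nick and Axl-KO, 321 higher in nick and 227 lower. The lists shared 402 genes, where 22.2 would be shared by independent lists over the 13320 genes in both tables. Both use the same 3 Axl-KO libraries, which are too few to divide between the comparisons. Across genes, which are not independent replicates, the 2 sets of differences had a correlation of 0.907 against 0.486 in simulated unchanged groups that share a control. Without the genes called between wt and nick 397 were left, all changed in the same direction in wt and nick.

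Of these 397 genes, 317 are in the table of Axl-KO-wt-Axl and Axl-KO, where 17 were also called, and 8 of the 17 were called between wt and Axl-KO-wt-Axl too. The 9 left were AGPAT3, ALDH1A1, C15orf48, CNN1, KIF6, MAT1A, POSTN, PRAME and SNX10. LITAF had an adjusted p of 0.0598 from limma for Axl-KO-wt-Axl relative to Axl-KO. NOL4L was among the genes called between wt and Axl-KO-wt-Axl, with a log2-fold change of -1.41 in the authors' deposited table. ALDH1A1 lay close to the threshold in Axl-KO-wt-Axl relative to Axl-KO, with an adjusted p of 0.0484 from limma. The list shortened to AGPAT3 and PRAME at an adjusted p under 0.01, and it grew to 45 genes without the replicate block. With a log2-fold change above 0.58 it held 16 genes, of which only 7 were among the 9. ALDH1A1 and MAT1A then left it, because they also differed between wt and Axl-KO-wt-Axl (adjusted p = 0.0239 and 0.0216 from limma). Their log2-fold changes in wt relative to Axl-KO-wt-Axl were 0.70 and 0.65 in the authors' deposited table. With any replicate left out, which leaves 1 residual degree of freedom, no gene passed limma, AXL included. The numbers at an unadjusted p under 0.05 were then 1824 to 2615 for wt and nick, where chance gives 680 to 683, and 586 to 1399 for Axl-KO-wt-Axl, where chance gives 681. KIF6, POSTN and SNX10 leave the list under the authors' p-values in the deposited tables. AGPAT3 lies on chromosome 21, whose genes had a median log2-fold change of 0.47 in wt relative to Axl-KO in the authors' deposited table. AXL lies on chromosome 19, where the genes from 30 Mb to the end had a median of 0.42 in the authors' deposited table. From the overlaps of these pairwise comparisons the paper derives its 8 putative targets of Gas6/Axl signaling.

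**Figure D1:**
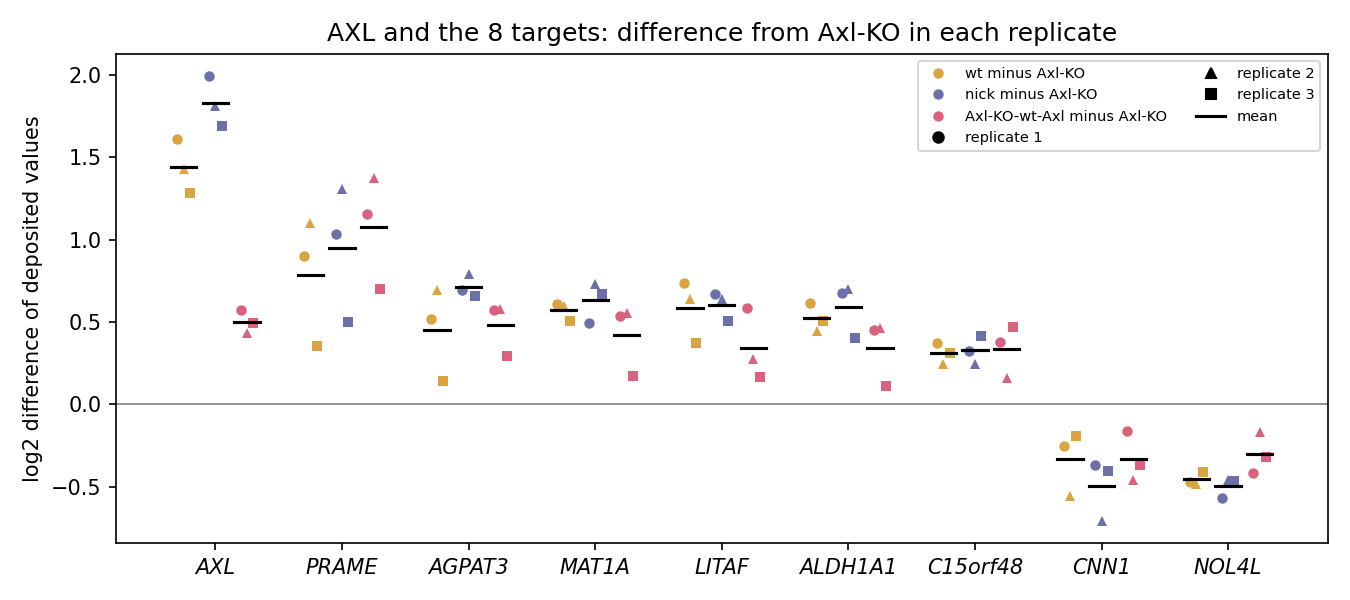
Log2 difference of the deposited library values from Axl-KO (vertical axis) for AXL and the 8 genes named by the paper, for wt, nick and Axl-KO-wt-Axl. Each point is 1 of the 3 replicates, the shape giving the replicate number and the color the comparison, and the black line is their mean. PRAME has its smallest difference in replicate 3 in all 3 comparisons, which share the same Axl-KO libraries.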

We further focused on PRAME as it exhibited a 5.4 to 6.0-fold upregulation in the various experimental settings (Figure 1B; left, middle and right panel) and was recently linked to an unfavorable prognosis in HCC [41]. Accordingly, differential expression of PRAME was confirmed on transcript and protein level, demonstrating a low abundance of PRAME in Axl-deficient cells (Figure 1C,D). 

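PRAME (ENSG00000185686), a cancer-testis antigen, lies on the minus strand of chromosome 22 from 22547701 to 22559361 in the Gencode v44 annotation of GRCh38. Its log2 difference of the library values relative to Axl-KO was 0.79 in wt (standard error 0.10, adjusted p = 3.75e-04 from limma, n = 3 libraries each), 0.95 in nick (standard error 0.11, adjusted p = 2.46e-04 from limma) and 1.08 in Axl-KO-wt-Axl (standard error 0.10, adjusted p = 3.44e-04 from limma). In each comparison all 3 replicates showed PRAME higher with Axl, but all 3 comparisons use the same Axl-KO libraries. The authors' deposited table gives log2-fold changes of 2.69, 2.70 and 2.99, which are 6.44-fold to 7.95-fold on the linear scale. Their standard errors there are 0.81, 0.77 and 0.72, and their adjusted p 0.0161, 0.00898 and 0.00719 from DESeq2. The standard errors from limma borrow from the spread of other genes. The SD of PRAME's own 3 differences in wt was 0.385, at percentile 99.9 among genes of similar abundance, so limma can overstate the evidence for PRAME. Between wt and nick PRAME differed by -0.01 (adjusted p = 0.977 from limma), and between wt and Axl-KO-wt-Axl by -0.16 (adjusted p = 0.0600 from limma). The replicates were unequal, since PRAME in wt exceeded Axl-KO by 0.90, 1.10 and 0.36 in replicates 1, 2 and 3. The authors' standard error for PRAME was only 0.15 between wt and nick and 0.16 between wt and Axl-KO-wt-Axl. The spread thus lay mostly in the shared Axl-KO libraries. With any replicate left out, which leaves 1 residual degree of freedom and lets no gene pass, PRAME kept its direction but passed in none of the 3 comparisons, with differences of 0.63 to 1.26 and adjusted p between 0.0866 and 0.911 from limma.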

The modulation of Axl activation was validated by administration of Gas6 in the absence or presence of the Axl inhibitor Cabozantinib or by treatment with a stimulatory Axl antibody (Figure 1E) [26,27]. In this line, PRAME expression was approximately 30% reduced upon interference with Cabozantinib when compared to HCC cells stimulated with Gas6 or Axl antibody. Taken together, these data indicate that PRAME expression depends on Gas6/Axl signaling in HCC cells and can be modulated by genetic or pharmacological intervention.

### 3.2. Expression of PRAME Correlates with Dedifferentiation of HCC Cells and EMT

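Of 12 measured cancer-testis antigens 4 rose in wt relative to Axl-KO, none fell and 8 did not pass limma at an adjusted p under 0.05 (4 also adjusted over the list alone). By camera this list passed with a preset correlation of 0.01 but not with an estimated one (adjusted p = 0.569 with an estimated correlation). In the authors' deposited table GAGE1 had a log2-fold change of 5.05 and MAGEC2 of 1.29, besides PRAME and GAGE2A, and members of the GAGE family share reads. Of 18 interferon-stimulated genes 4 rose, among them MX2, an antiviral GTPase, with 6.73 and IFI44L with 1.38 in the authors' deposited table (4 also adjusted over the list alone). MX2 and ISG15 lie in parts of chromosomes 21 and 1 whose genes were mostly higher in wt. Of 8 inflammatory genes of NF-kB signaling 3 rose, among them the chemokines CCL20 and CCL2 with 4.13 and 4.09 in the authors' deposited table. In this list also 3 passed when adjusted over the list alone. CCL20 had a mean normalized count of only 5.4. In wt relative to nick, which also expresses Axl, CCL20 had 2.49, without an adjusted p, and CCL2 0.53 (adjusted p = 0.0494 from DESeq2) in the authors' deposited table. CCL2 had 3.56 in nick relative to Axl-KO there. Of 20 targets of YAP and TEAD 3 fell and 1 rose (4 and 1 adjusted over the list alone), and ANKRD1 had the largest change, -3.19 in the authors' deposited table. It lies on a part of chromosome 10 whose genes had a median of -0.21 there.

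Of 21 mesenchymal genes 5 were higher in wt and 7 lower, so that the list had no single direction. Adjusted over the list alone these were 5 and 9. CDH11, a cadherin, had 3.98, whereas POSTN, the matrix protein periostin, had -2.41 and MMP2 -2.05 in the authors' deposited table. The mean normalized count of CDH11 was only 8.1 there, and CDH11 had 1.58 in wt relative to nick, without an adjusted p. Of 5 EMT transcription factors TWIST1 rose, with 1.51, and SNAI2 fell, with -2.71, in the authors' deposited table, which gives SNAI2 an adjusted p of 0.157. In nick SNAI2 did not pass limma (adjusted p = 0.181). Relative to Axl-KO 2 of the 5 rose in nick, TWIST1 with 1.26 and ZEB2 with 0.74, and SNAI1 fell with -0.77 in the authors' deposited table. ZEB2 and SNAI1 had adjusted p of 0.0583 and 0.0662 from DESeq2 there. Only 4 of 14 Wnt and LEF targets were measured, of which CCND1 rose and DKK1 fell. Of 8 measured genes of the axon initial segment and node of Ranvier, picked by hand and not the set used by the paper, EPB41L3 and ANK3 rose. For these 3 lists the counts were unchanged when adjusted over the list alone. The 13 mitochondrially encoded genes, which can follow RNA quality, fell in wt in 6 cases (11 adjusted over the list alone), with a median log2-fold change of -0.55 in the authors' deposited table.

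By camera with a preset correlation of 0.01, 6 of 24 lists passed between wt and Axl-KO, and with an estimated correlation none did (lowest adjusted p = 0.569). The estimated correlation rests on the 2 residual degrees of freedom of this fit, so hardly any list could pass, and its failures decide little. Even the list of the paper's 8 targets, each of which passed limma singly, had 0.569 there. With the preset correlation the adjusted p was 0.00190 for cancer-testis antigens, 0.00280 for inflammatory genes and for YAP and TEAD targets, and 2.41e-07 for mitochondrially encoded genes. Interferon-stimulated genes had an adjusted p of 0.00792, and of 0.0555 with a preset correlation of 0.05. By fry, used here to ask whether a list shifts in a single direction without comparing it with other genes, the inflammatory genes passed (adjusted p = 0.0201). A list whose genes go both ways can fail it. Cancer-testis antigens and interferon-stimulated genes (adjusted p = 0.0591 for each), targets of YAP and TEAD (0.0804) and mitochondrially encoded genes (0.297) did not pass fry. The list of the paper's 8 targets was chosen on these libraries and is not independent evidence. PRAME is among these 8 and also in the list of cancer-testis antigens, which is therefore not fully independent either. The lists of EMT transcription factors, mesenchymal, Wnt and axon genes did not pass camera with the preset correlation (adjusted p of 0.893, 0.563, 0.843 and 0.400). None of these lists is a gene set of the paper's GSEA, which used another test and threshold, so they do not test its results. Between wt and nick, which both express Axl, 3 of 24 lists passed with the preset correlation and none with an estimated one (lowest adjusted p = 0.562).

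In nick relative to Axl-KO 5 of 24 lists passed with the preset correlation and none with an estimated one (lowest adjusted p = 0.773). With the paper's 8 targets taken out of the lists, 3 passed with the preset correlation. Of the 5, only the list of these 8 and that of cancer-testis antigens, which includes PRAME, hold any of them. Of the cancer-testis antigens 3 of 12 rose (adjusted p = 0.0362), and of the targets of YAP and TEAD 4 of 20 fell (adjusted p = 0.00506). Targets of p53 fell in 4 of 19 cases (adjusted p = 0.0270), and the mitochondrially encoded genes in 2 of 13 (adjusted p = 0.00218), with a median of -0.34 in the authors' deposited table. Adjusted over the list alone the numbers were 3, 5, 4 and 7. By fry none of these 4 lists passed (adjusted p = 0.137, 0.137, 0.111 and 0.496). Interferon-stimulated genes (4 of 19 higher and 1 lower, adjusted p = 0.0884) and inflammatory genes (2 of 7 higher, adjusted p = 0.0715) did not pass in nick.

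In Axl-KO-wt-Axl relative to Axl-KO, 1 of 13 cancer-testis antigens rose (adjusted p = 0.136), and GAGE1 had -1.05 and MAGEC2 0.40 in the authors' deposited table. Of 20 interferon-stimulated genes none rose and 1 fell (adjusted p = 0.126), and IFI44L had -1.68 in the authors' deposited table. Of 20 targets of YAP and TEAD 1 rose and none fell (adjusted p = 0.607), and ANKRD1 had 0.64 in the authors' deposited table, opposite to wt. No EMT transcription factor passed limma, and TWIST1 had -1.16 in the authors' deposited table. Of 7 inflammatory genes 1 rose (adjusted p = 0.000130), and this list did not pass with an estimated correlation (adjusted p = 0.378). The mitochondrially encoded genes, which can follow RNA quality, were higher there as a list (adjusted p = 2.89e-09), with a median of 0.33 in the authors' deposited table, and did not pass with an estimated correlation (adjusted p = 0.379). Compared directly between wt and Axl-KO-wt-Axl, cancer-testis antigens did not pass (adjusted p = 0.100). Interferon-stimulated genes, higher in wt (adjusted p = 0.00755), and targets of YAP and TEAD, lower in wt (adjusted p = 0.00951), passed with the preset correlation, but none of these 3 lists passed with an estimated one (adjusted p = 0.770). By fry each of the 3 had an adjusted p of 0.0423. In this comparison the mitochondrially encoded genes, which can follow RNA quality, were lower in wt in 13 of 13 cases. As a list they had an adjusted p of 3.57e-13 from camera with the preset correlation and 0.770 with an estimated one.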

Gene Set Enrichment Analysis (GSEA) based on RNA-seq data identified Axl-regulated biological processes including tissue remodeling, main axon and LEF1_UP,V1_DN signature, which correlates with EMT (Figure S1A,B and Table S2) [12,42,43,44,45].

As CTAs have been linked to tumor progression by modulating epithelial cell plasticity [21,22,23,24,25,46], we analyzed whether PRAME contributes to an EMT phenotype in liver cancer. Therefore, we stratified publicly available HCC patient datasets according to PRAME expression and identified transcripts upregulated in PRAME-high patients including *CTNND2*, *DLK1*, *KRT19*, *EPCAM*, *DKK1*, *AFP*, *MMP7* (Figure 2A). Notably, the EMT-TFs *SNAI1* and *TWIST* were upregulated in HCC patients exhibiting high expression of PRAME (Figure 2A,B). Network analysis of upregulated genes revealed their enrichment in signatures of cancer cell growth and fetal liver (e.g., *AFP*, *DLK*, *EPCAM* and *KRT19*) (Figure S2A). Importantly, onco-fetal reprogramming was recently described as a key feature of HCC [47]. In contrast, CYP enzymes such as *CYP1A2*, *CYP2A7*, *CYP3A4*, *CYP8B1* and the androgen receptor (*AR*) were downregulated (Figure 2A). The transcripts correlating with low abundance in PRAME-high samples are linked to normal liver function based on network analysis (Figure S2B).

Comparably, analysis of available human liver cancer cell lines revealed a strong positive correlation between PRAME and the expression of *TWIST* or *LEF1* (Figure S2C). The latter was among the enriched gene sets in Axl-expressing cells associating with EMT (Figure S1B) [44,45]. In contrast, *PRAME* negatively correlated with *FOXA2* and *AR* expression in human liver cancer cell lines (Figure S2C). Both are regulators of hepatocyte differentiation [48,49,50]. In accordance, analysis of liver cancer cell line profiles revealed negative correlations between *PRAME* and androgen response as well as adult hepatocyte signatures (Figure S2D). Together these findings from in silico analysis link PRAME to loss of liver function and HCC-related onco-fetal reprogramming [47,48].

To validate these observations in cellular models, we assessed PRAME and Axl expression in different HCC cell lines. Accordingly, Axl-proficient HLF, SNU475 and HLE cells, associating with a mesenchymal-like phenotype [6], expressed high levels of PRAME, while the epithelial liver cancer cell lines HepG2 and Hep3B lacked expression of Axl and PRAME (Figure S3A). Therefore, we generated epithelial cells exogenously expressing PRAME such as HepG2-PRAME and Hep3B-PRAME, as well as HLF and HLE PRAME-KO cell lines (Figure S3B,C). Noteworthy, no morphological changes were obvious upon modulation of PRAME expression. Next, we examined the expression of *SNAI1* and *TWIST* in those cell lines. Notably, PRAME expression in epithelial HCC cells increased *SNAI1* and *TWIST* levels, whereas PRAME-KO in mesenchymal HCC cells reduced their abundance up to 50% (Figure 2C). These findings are in line with results obtained from the in silico analysis of patient and cell line expression profiles (Figure 2A,B and Figure S2C). Therefore, we concluded that PRAME is crucially involved in establishing and maintaining an EMT-like phenotype during HCC progression.

### 3.3. PRAME Augments 2D Cell Migration and 3D Invasion

EMT is a fundamental process involved in cell migration, invasion and further aspects of metastasis [12,51]. As PRAME expression is linked to hepatocellular dedifferentiation and upregulation of EMT-TFs, we focused on the impact of PRAME on cell proliferation, migration and invasion by performing gain- and loss-of-function studies. The KO of PRAME reduced proliferation of HLF and HLE cells compared to the control (Figure S3E). In a 2-dimensional (2D) setting, using wound healing assays, both PRAME-KD and PRAME-KO reduced the migratory potential while exogenous expression of PRAME in epithelial HCC cells elevated it by about 20% (Figure 3A, Figure S3D and S4A). Stronger effects were obtained in a 3D setting by inoculating hepatospheres into collagen gels as both PRAME-KD and PRAME-KO decreased the invasive phenotype by more than 2-fold and increased the one in HepG2-PRAME more than 3.5-fold (Figure 3B and S4B). In addition, exogenous PRAME expression conferred a 30-fold increase in clonogenicity compared to GFP control (Figure 3C). In conclusion, these data provide evidence that PRAME is tumor-promoting because it positively influences proliferation and clonogenicity. In addition, high PRAME expression favors 2D migration and 3D invasion in HCC cells.

### 3.4. Axl-Induced MAPK Signaling Modulates PRAME Expression

Gas6-activated Axl can transduce a plethora of signals including the activation of Src, MAPK, PLCγ, Stat1 or AKT [10]. To assess which Axl-activated pathways affect PRAME expression, we stimulated Axl-proficient and Axl-deficient HCC cells with Gas6. Notably, we observed that phosphorylation of Src remained unaffected (Figure S5A,B). In line with unaffected p-Src levels after Gas6 stimulation, reduced Src phosphorylation by interference with Src signaling via KX-391 failed to show changes in PRAME expression (Figure S5C,D). However, phosphorylation of ERK1/2 was increased in Axl-expressing HLF and SNU475 cells upon stimulation with Gas6 (Figure 4A,B). 

Accordingly, interference with MAPK signaling by administration of either Trametinib or U0126 significantly reduced p-ERK1/2 levels (Figure 4C,D). Interestingly, PRAME expression remained unaffected at early time points, whereas inhibition of MEK/ERK1/2 for 24 to 48 h significantly reduced PRAME expression (Figure 4C,D). These data suggest that expression of pro-oncogenic PRAME depends on MAPK activation in Gas6/Axl-expressing HCC cells.

### 3.5. Identification of PRAME Binding Partners

As PRAME is described to interact with a variety of proteins [16,23,52,53,54,55,56], we aimed to identify binding partners of PRAME in HCC cells. First, we validated the immunoprecipitation (IP) capacity of the anti-PRAME antibody (Figure S6A) and subsequently performed IP-mass spectrometry (IP-MS). Principle component analysis of IP/MS data showed clear antibody-dependent clustering of the samples, indicating successful IP/MS (Figure S6B). Based on IP/MS, we enriched 41 proteins in the presence of anti-PRAME antibody including PRAME (Figure 5A and Figure S6C). According to STRING database analysis, around 25% of all identified hits were classified as transcriptional repressors (Figure S6D), suggesting that PRAME, together with its interaction partners, acts as a transcriptional regulator, which is in line with previous reports [16,53].

To address whether these proteins are potentially common interaction partners, we correlated the abundances of IP/MS-identified PRAME binding partners with PRAME levels in a large collection of liver cancer cell lines (Figure 5B). AGAP1, CCAR1 and SH3PXD2B were among those hits that exhibit a positive association with PRAME in the majority of assessed cellular models. Furthermore, we selected AGAP1, CCAR1 and SH3PXD2B for subsequent analysis as their expression was significantly associated with poorer survival probability in HCC (Figure 5C). High levels of CCAR1 correlated most significantly with worse outcome (Figure 5C, middle). Notably, CCAR1 belonged to the 25% of repressors based on network analysis and could be validated as an interaction partner of PRAME via IP and immunoblotting (Figure 5D and Figure S6D).

Interestingly, all three interaction partners exhibited a significant positive correlation with PRAME expression in primary HCC patient samples (Figure 5E) while no correlation was found in normal tissue (Figure S7A). In this line, AGAP1, CCAR1 and SH3PXD2B were expressed significantly higher in tumors compared to normal tissues (Figure S7B) and their expression had a tendency to increase with histological grading (Figure S7C) Together, these findings suggest that the interaction of PRAME with pro-oncogenic AGAP1, CCAR1 and SH3PXD2B is involved in establishing PRAME-dependent tumor-promoting functions.

### 3.6. Expression of PRAME and Axl in HCC Patients Correlates with Advanced Stage, Vascular Invasion and Poor Survival

To translate data from cellular models into HCC patients, we studied transcript levels of PRAME in publicly available liver cancer datasets focusing on its expression in normal tissue versus HCC, as well as PRAME expression in the context of histological grade and invasive phenotype. In accordance, PRAME expression was significantly elevated in HCC compared to adjacent tissue (Figure 6A) and progressively increased from low grade G1 to high grade G4 (Figure 6B,C left panel), indicating higher PRAME expression in increasingly dedifferentiated tumors compared to low grade, well differentiated ones. In addition, higher levels of PRAME correlated with micro- and macro-vascular invasion (Figure 6C right panel).

In line with the in vitro findings, we found PRAME transcripts were significantly higher expressed in Axl-stratified HCC cases (Figure 6D), and high levels of PRAME plus Axl associate with lower survival probability (Figure 6E). To confirm results obtained by the analysis of publicly available data based on transcript abundance, protein levels of PRAME were immunohistochemically determined in tissues of 133 HCC patients (Figure 6F), in which Axl expression was examined recently [6]. About 57% of PRAME-negative HCC samples lacked Axl, while 54% of PRAME-positive patients were Axl-positive as well (Figure 6G), which exhibited a more advanced tumor stage (Figure 6H) and a higher incidence of vascular invasion and recurrence (Figure 6I). Notably, PRAME and Axl expression shows a trend toward poorer survival in this cohort of HCC patients (Figure 6J). In conclusion, these data suggest that expression of PRAME is linked to Axl in HCC patients, favoring tumor progression as indicated by the correlation with advanced stages, increased invasion and a poorer survival probability of HCC patients.

## 4. Discussion

We identified eight target genes of Gas6/Axl signaling including the CTA PRAME in cellular models of HCC by applying RNA-seq and filtering differentially expressed genes for specific signals by removing background genes. 

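Of the 397 genes called in wt and nick relative to Axl-KO, 317 were tested between Axl-KO-wt-Axl and Axl-KO, and 17 of these were called there. Of the 317 genes, 219 were called between wt and Axl-KO-wt-Axl only, and 81 in neither comparison. The other 80 genes are not in the table of Axl-KO-wt-Axl and Axl-KO, and 68 of them were called between wt and Axl-KO-wt-Axl. Over the 317 genes the log2-fold change in Axl-KO-wt-Axl relative to Axl-KO divided by that of wt relative to Axl-KO had a median of 0.0524, with quartiles of -0.187 and 0.307, and 55.5% of the genes moved back toward wt. The ratio was 0.393 for AXL. Among the 17 called genes 13 went in the direction of wt. Both comparisons use the same 3 Axl-KO libraries, whose noise alone moves the ratio and these shares toward wt. No share expected from this was computed. COL3A1 and GLMP, a lysosomal membrane protein, went the other way, with log2-fold changes of 2.02 and 1.60 in wt and -2.67 and -2.00 in Axl-KO-wt-Axl relative to Axl-KO in the authors' deposited table. GLMP lies in a part of chromosome 1 whose genes had a median of 0.48 in wt relative to Axl-KO in the authors' deposited table. The opposite pair of directions held for CPM, a carboxypeptidase, with -1.67 and 1.29, and TIMP3, an inhibitor of matrix proteases, with -3.26 and 1.72 in the authors' deposited table. All 4 were called between wt and Axl-KO-wt-Axl. At an adjusted p under 0.01, 3 of 6 genes went in the direction of wt, and with any replicate left out, which leaves 1 residual degree of freedom, no gene was called in any comparison. Between Axl-KO-wt-Axl and Axl-KO 586, 754 and 1399 genes then had an unadjusted p under 0.05 without replicates 1, 2 and 3, where chance gives 681.

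**Figure D2:**
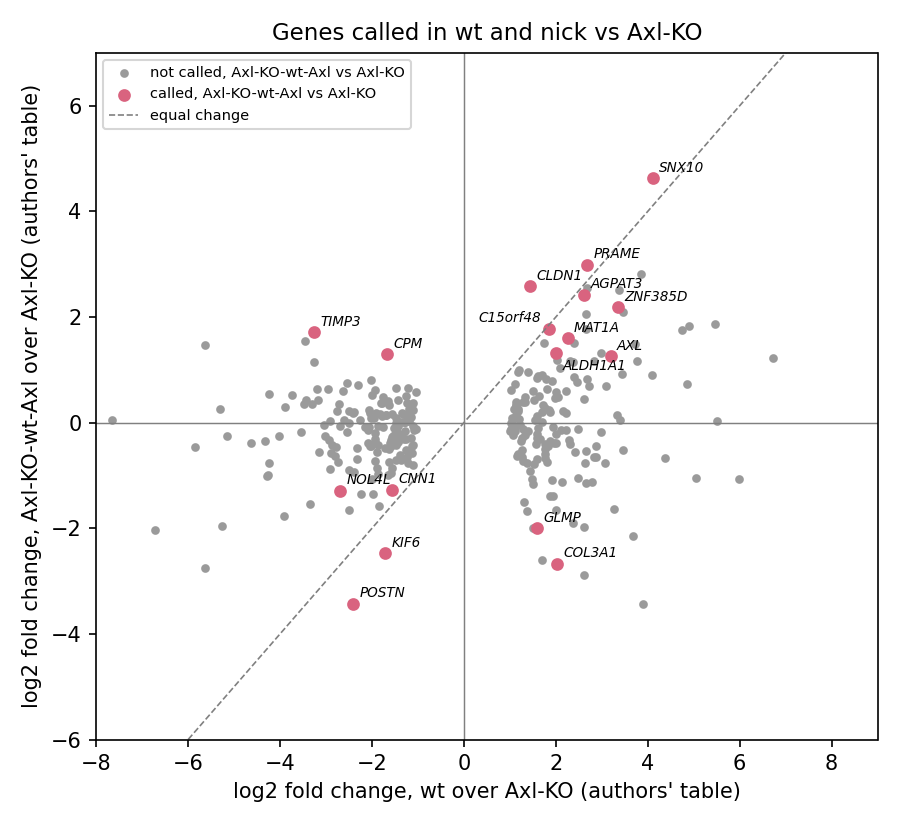
Log2-fold change of wt over Axl-KO (horizontal axis) and of Axl-KO-wt-Axl over Axl-KO (vertical axis) from the authors' deposited tables, for the 317 genes called in wt and nick relative to Axl-KO and present in both tables. The 17 genes called in Axl-KO-wt-Axl relative to Axl-KO are larger, red and named, and the dashed line marks equal change.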

In publicly available HCC patient data, high PRAME expression was linked to an increase in transcripts associated with EMT and dedifferentiation as well as to a decrease in hepatocyte differentiation. PRAME expression fostered the migratory and invasive potential of various liver cancer cell lines. We found that PRAME expression depends on Gas6/Axl/MAPK signaling and identified pro-oncogenic CCAR1, AGAP1 and SH3PXD2B as PRAME interaction partners. In HCC patient data, PRAME is positively associated with Axl expression, advanced HCC stages and poor prognosis.

We particularly focused on PRAME as its expression associates with EMT in breast cancer and laryngeal squamous cell carcinoma [23,24,25]. Furthermore, the CTA is linked to an unfavorable prognosis in HCC as well as an increased risk for hepatic metastasis and hepatic recurrence in gastric cancer [41,57]. PRAME correlates with a poorer outcome and was shown to confer growth advantage to liver cancer cell lines by inducing resistance to apoptosis [41,58]. These data indicate a link between PRAME and the induction of tumor-progressive characteristics. The analysis of PRAME-stratified HCC patient data showed loss of liver identity and induction of EMT markers such as *TWIST*, which was recapitulated in expression profiles of liver cancer cell lines and gain- and loss-of-function models. In this line, onco-fetal reprogramming was recently described as a key feature of HCC [47] and PRAME was shown to augment expression of EMT markers in triple negative breast cancer favoring a migratory and invasive phenotype [24]. Accordingly, we are the first in reporting PRAME’s positive influence on migration and invasion in the context of HCC.

Interference with MAPK signaling—such as blocking the receptor itself—modulated PRAME expression. Axl inhibition was capable of reducing PRAME expression within hours, while PRAME abundance remained constant for up to 24 h upon abrogating MAPK signaling. Blocking of Axl itself completely prevents activation of downstream cascades as well as potential heterodimerization with other RTKs, while MAPK inhibitors specifically interfere with one downstream effector pathway [10]. Fitting with our observation of Gas6/Axl/Mek/ERK1/2-induced PRAME expression, analysis of the PRAME locus revealed the presence of a binding motif for TEAD1 (https://motifmap.ics.uci.edu/), which can be activated in a MAPK-dependent manner [59]. Additionally, the PRAME locus harbors motifs for LEF1 (https://motifmap.ics.uci.edu/), which associates with an EMT-favoring signature in Axl-expressing settings (Figure 2A) and positively associates with PRAME (Figure S2C). 

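The canonical PRAME transcript starts at position 22559265 of chromosome 22 on the minus strand in the Gencode v44 annotation of GRCh38. The 2001 bases that reach 1000 bases to each side of this start hold 2 copies of GGAATG, the core that TEAD factors bind, on either strand, where the base composition alone gives 1.05. The upstream copy lies 413 bases from the start, from 22559676 to 22559681, in the context GATGCCTCGGGGAATGGCAGGGCAGA on the strand of PRAME. The other lies in intron 1, from 22558407 to 22558412, on the opposite strand. CTTTGTT, a form of the core bound by LEF and TCF factors, occurs 1 time, from 22558487 to 22558493 in intron 1, where the base composition gives 0.50 for this core. Short cores of this kind occur by chance, and the sites named by the paper, whose positions its text does not give, were not compared with these. No binding was measured in the libraries analysed here.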

Even though we did not observe increased activation of Src, Akt or PLCγ upon Gas6 stimulation, we cannot rule out that Axl activates other pathways in a Gas6-independent fashion [10], potentially contributing to PRAME induction. Furthermore, we hypothesize that PRAME can be induced via an Axl/MAPK-independent mechanism, which is supported by the 46% of PRAME-positive, yet Axl-negative patient samples.

Functions of PRAME beyond repressing RA signaling in HCC are very likely as genetic interference with PRAME does not alter reporter gene activity stimulated by administration of all-trans retinoic acid [41]. Thus, we performed IP-MS analysis to identify the PRAME interactome in the context of HCC cells which, as expected, did not detect retinoic acid receptors as binding partners. IP-MS revealed AGAP1, CCAR1 and SH3PXD2B as interaction partners among others. Interestingly, all three proteins are linked to tumor progression in various cancer entities. CCAR1, a transcriptional co-regulator, favors tumor cell proliferation and migration [60]. In HCC, the interaction of CCAR1 with β-catenin induces cancer stem cell enrichment via activation of Wnt target genes [61]. The same mechanism is utilized in 5-fluorouracil resistant colorectal cancer models as CCAR1 associates with β-catenin and triggers a stemness-like phenotype by inducing Myc among others [62]. Knockdown of SH3PXD2B reduces invadopodia formation and subsequently lung metastasis in in vivo models [63]. Recently, a genome-wide association study found links between AGAP1 variants and response to the anti-VEGF antibody Bevacizumab [64], which is used as a first-line treatment for HCC in combination with the anti-PD-L1 antibody Atezolizumab [2]. In this line, we found that *AGAP1*, *CCAR1* and *SH3PXD2B* are significantly higher expressed in HCC compared to normal tissue and (i) positively correlate with *PRAME* expression in tumor tissue of available HCC patient data and (ii) high expression of each interaction partner associates with poorer survival probability. In future studies, we aim to mechanistically address how PRAME exerts pro-oncogenic functions together with its interaction partners. ChIP- and ATAC-Seq will be performed to identify (i) PRAME-connected chromatin regions, (ii) how PRAME influences chromatin accessibility and (iii) the impact of PRAME on EMT, invasion and stemness signatures.

PRAME harbors multiple murine orthologues that exert different physiological functions in the context of stem cell maintenance, differentiation and spermatogenesis [65,66]. As the murine PRAME-like family is currently mainly studied in the context of developmental biology, it remains unclear which of them are upregulated in the context of cancer and whether they are involved in tumor development. Therefore, the generation of an adequate autochthonous mouse model to study their contribution to HCC is currently hardly accessible. Thus, we focused on the analysis of human HCC patient data rather than on generating PRAME-like KO mice. In accordance with previous studies [6,41], we found a link between PRAME and Axl expression and an unfavorable prognosis for HCC patients. In agreement with the in vitro analysis, we found increased expression of PRAME in Axl-stratified patient samples. PRAME expression increases with grading and stage of the primary tumor. Additionally, higher PRAME abundance associates with an invasive phenotype, together highlighting PRAME’s connection to disease progression.

Observation of the current study supports the hypothesis that the Gas6/Axl/ERK1/2/PRAME axis promotes HCC. Importantly, we focused on tumor cell-intrinsic Axl signaling; however, the receptor is also expressed on other cell types such as immune or endothelial cells, conferring anti-inflammatory capacities, potentially complicating anti-Axl treatment. Upon triggering inflammation via AOM-DSS, a significantly higher tumor burden was observed in Axl/Mer-deficient mice due to impaired response to over boarding inflammation [67]. In contrast, Axl is triggering liver fibrosis, which is the main risk factor for development of HCC [68]. Upon liver transplantation, Axl signaling is hepato-protective by counteracting hepatic injury by reducing pro-inflammatory signaling [69]. Thus, systemic Axl therapy not only targets malignant cells but also stromal and immune cells, thereby increasing the risk of potential unwanted yet manageable side effects, as reported recently [70]. Interfering with pro-oncogenic targets of tumor-intrinsic Axl signaling could serve as an alternative for those suffering from severe side effects from anti-Axl therapy. Moreover, the 46% of Axl-negative, yet PRAME-positive patients could benefit from targeting PRAME independently from intervention with Axl. Another important aspect is PRAME’s potential for CAR-T-cell therapy due to PRAME’s restricted expression [19,20]. Anti-tumor efficacy of PRAME-specific T cell clones was already suggested more than a decade ago in the context of graft-versus-host-disease [17]. PRAME-specific T-cells were efficient in recognizing tumor cell lines expressing the antigen while being incapable of recognizing non-malignant PRAME-negative cells such as hepatocytes [17]. However, as PRAME is frequently only expressed intracellularly rather than on the surface, the implementation of PRAME-specific T-cells is limited. Yet, recent advances in targeting non-surface tumor antigens lead to the emergence of T cell receptor mimics (^TCRm^) CAR-T-cells, capable of recognizing peptide/MHC complexes derived from tumor-antigens [71]. First results from acute myeloid leukemia models expressing intracellular PRAME with ^TCRm^CAR-T-cells showed strong anti-tumor efficacy in vitro and in vivo [18]—yet their effect on solid PRAME-positive cancers remains to be determined.

## 5. Conclusions

This study provides insights into the molecular aspects of Axl-driven HCC progression and identified the CTA PRAME as a tumor-promoting target gene of Axl. Its limited expression in healthy adults marks PRAME as an attractive therapeutic target with probably manageable adverse effects. The importance of PRAME for mesenchymal stem/stromal cell differentiation could potentially lead to off-target effects [57,72]. Further advances in the clinical development of PRAME-specific ^TCRm^CAR-T-cells could serve as a novel approach to target PRAME-positive tumors including HCC.

## Figures and Tables

**Figure 1:**
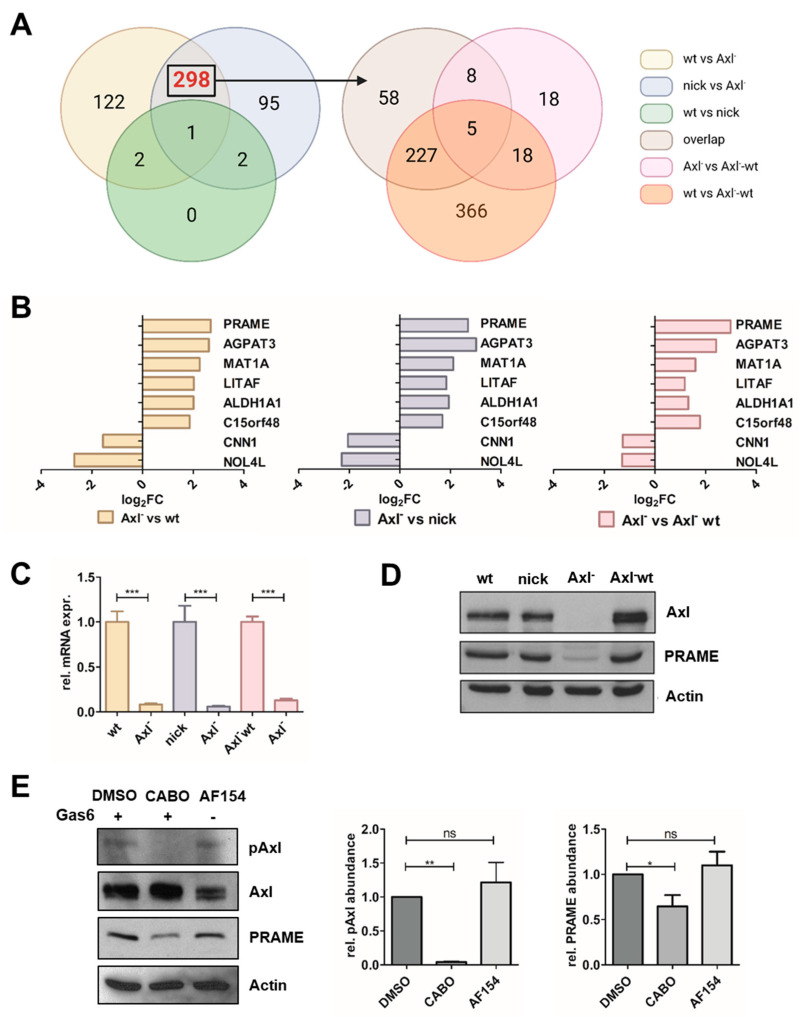
Identification of Gas6/Axl-regulated transcripts in HCC cells. (**A**) Axl target genes were identified by RNA-seq of HCC cells stimulated with 500 ng/mL Gas6 for 24 h. *p* < 0.05 and an absolute log_2_-fold change of at least +1.0 were used for selection of targets. Axl dependencies were defined by comparisons of Axl-positive (wt, nick) versus Axl-negative (Axl^−^) cells (left panel). As indicated by the arrow, 298 genes were further intersected with differentially expressed genes of Axl-reconstituted cells (Axl^−^-wt). (**B**) Log_2_-fold changes (Log_2_FCs) of 8 Axl targets in Axl^−^ vs. wt (yellow), Axl^−^ vs. nick (blue) and Axl^−^ vs. Axl^−^-wt (red). (**C**,**D**) Expression of PRAME transcript and protein levels as determined by qPCR and Western blotting, respectively. The expression of PRAME in Axl-expressing HCC cells was set to a value of 1. The expression of actin is shown as a loading control. (**E**) PRAME expression upon stimulation with 500 ng/mL Gas6 for 2 h in the absence (DMSO) or presence of 10 µM Axl inhibitor Cabozantinib (CABO) and upon administration of 900 ng/mL stimulatory Axl antibody (AF154) for 2 h. Protein levels were quantified by densitometry. wt, HLF; nick, HLF-nickase; Axl^−^, HLF-Axl-KO; Axl^−^-wt, HLF-Axl-KO-wt-Axl. Data are expressed as mean ± SD. ns: *p* > 0.05; *: *p* ≤ 0.05; **: *p* ≤ 0.01; ***: *p* ≤ 0.001.

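The genes with the largest increases in wt and nick relative to Axl-KO, which share the Axl-KO libraries, were mostly the same, and none of the 10 highest or 10 lowest of either was among those of Axl-KO-wt-Axl. Genes near the floor in both Axl-KO and Axl-KO-wt-Axl cannot rank high between these 2 lines. FBN2 had 7.85 in wt relative to Axl-KO and 7.86 relative to Axl-KO-wt-Axl in the authors' deposited table. In the authors' deposited table the log2-fold changes of wt relative to Axl-KO were highest for the long noncoding RNA AC073365.1 with 8.72, EPDR1 with 8.07, FBN2, the matrix protein fibrillin, with 7.85, AC051618.1 with 7.70 and MAL2 with 7.58. They were followed by GLUL, which encodes glutamine synthetase, NLRP2, COL11A1, GALNT13 and MX2. All of these but COL11A1 were also among the 10 highest in nick relative to Axl-KO. The mean normalized count of COL11A1 was 386 in the authors' deposited table, and those of the other 9 genes lay between 10.3 for GALNT13 and 87.6 for MX2. NLRP2 and MX2 lie in the parts of chromosomes 19 and 21 whose genes were mostly higher in wt. The lowest log2-fold changes in wt relative to Axl-KO were those of GALNT16 with -7.66, TSHZ2 with -6.71, GATA6-AS1 with -5.84, ARHGAP42 with -5.64 and CACNG4 with -5.63 in the authors' deposited table. GALNT16, ARHGAP42 and CACNG4 were among the 10 lowest in nick as well.

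Between Axl-KO-wt-Axl and Axl-KO the changes were smaller, and 57 genes were called, 36 higher and 21 lower. The authors' deposited table gives the highest log2-fold changes for AUTS2 with 5.92, SNX10 with 4.63, THY1, a surface glycoprotein, with 3.16, PRAME and NRXN3 with 2.72, followed by CLDN1, a tight junction protein, with 2.59. POSTN with -3.42, COL3A1, KIF6 with -2.48, PTGFR with -2.35 and ACTA2, smooth muscle actin, with -2.28 were lowest in the authors' deposited table. Each of these genes passed limma at an adjusted p under 0.05 and changed in the same direction in all 3 replicates. With a replicate left out 1 residual degree of freedom is left and no gene passed in any comparison, so this says little about single genes. In the authors' deposited table AUTS2, SNX10 and THY1 have adjusted p of 0.288, 0.228 and 0.0751 in Axl-KO-wt-Axl relative to Axl-KO and are not called there.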

**Figure 2:**
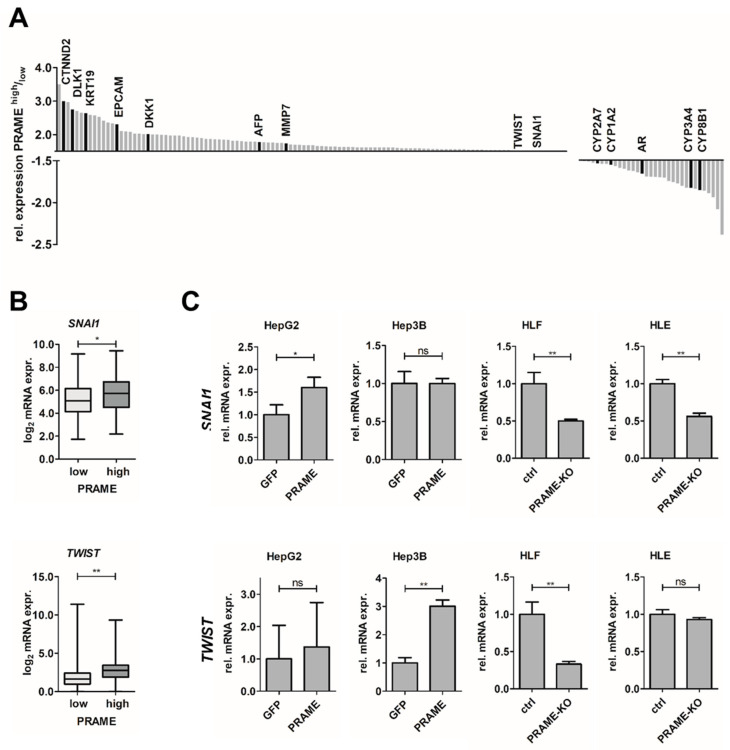
Expression of PRAME associates with EMT. (**A**) Summary of differentially expressed genes in PRAME-stratified HCC patients in publicly available HCC samples from TCGA. *n* = 372. (**B**) Expression of the EMT-TFs *SNAI1* (top) and *TWIST* (bottom) in *PRAME*−stratified HCC patient data from TCGA LIHC. *n* = 90 per group. (**C**) Modulation of EMT−TFs in PRAME-expressing epithelial cells (HepG2, Hep3B) and in mesenchymal cells (HLF, HLE) lacking PRAME expression (PRAME-KO). The expression of *SNAI1* and *TWIST* in GFP-expressing HCC cells (HepG2, Hep3B) and control HLF/HLE cells (ctrl) were set to a value of 1. Data are expressed as mean ± SD. ns: *p* > 0.05; *: *p* ≤ 0.05; **: *p* ≤ 0.01.

**Figure 3:**
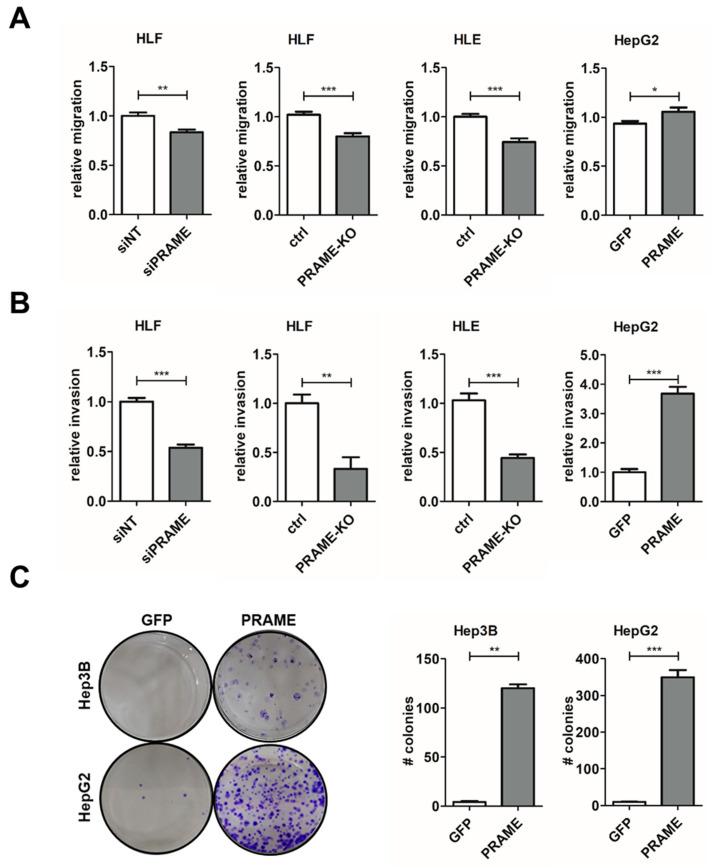
PRAME raises migratory and invasive capabilities of HCC cells. (**A**) Cell migration of Gas6-stimulated HLF cells upon PRAME knockdown (siPRAME), PRAME-KO cells (HLF, HLE) and of PRAME-expressing HepG2 cells as analyzed by wound healing assays. (**B**) Invasion of HCC cells as described in (**A**) after spheroid formation and inclusion into collagen gels. The migration (**A**) and invasion (**B**) of non-target siRNA (siNT) treated cells, GFP-expressing HCC cells (HepG2) and control HLF/HLE cells (ctrl) were set to a value of 1. (**C**) Clonogenic growth behavior (left panels) of Hep3B-PRAME/Hep3B-GFP (top) and HepG2-PRAME/HepG2-GFP cells (bottom) and its quantification (right panels). Data are expressed as mean ± SD. *: *p* ≤ 0.05; **: *p* ≤ 0.01; ***: *p* ≤ 0.001.

**Figure 4:**
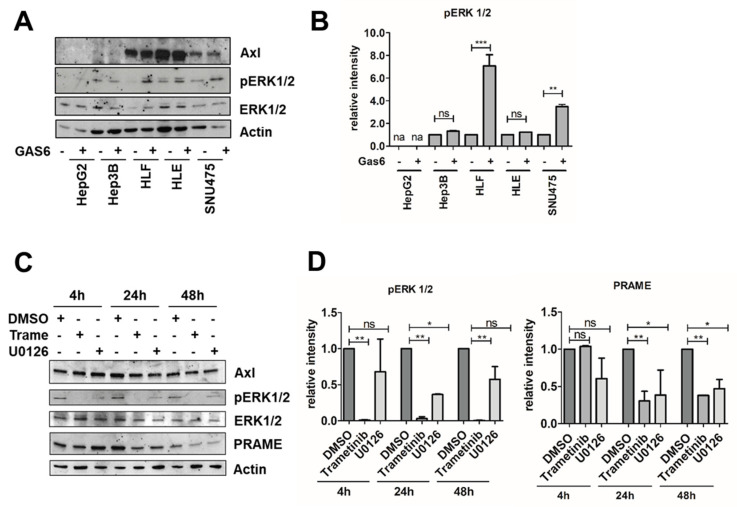
Gas6/Axl induces MAPK signaling and PRAME expression. (**A**) Levels of phosho−ERK1/2 (pERK1/2) were assessed by Western blotting upon stimulation of HepG2, Hep3B, HLF, HLE and SNU475 cells with 500 ng/mL Gas6 for 15 min. (**B**) Quantification of pERK1/2 levels by densitometry (na: not applicable). The abundance of pERK1/2 in the absence of Gas6 was set to a value of 1 for each liver cancer cell line. (**C**) PRAME expression together with pERK1/2 and total ERK1/2 levels in HLF cells were assessed by Western blotting upon administration of 1 µM of either MEK inhibitors Trametinib or U0126. The expression of actin is shown as loading control (**A**,**C**). (**D**) pERK1/2 and PRAME expression were quantified by densitometry. The expression of DMSO−treated control cells was set to a value of 1. Data are expressed as mean ± SD. ns: *p* > 0.05; *: *p* ≤ 0.05; **: *p* ≤ 0.01; ***: *p* ≤ 0.001.

**Figure 5:**
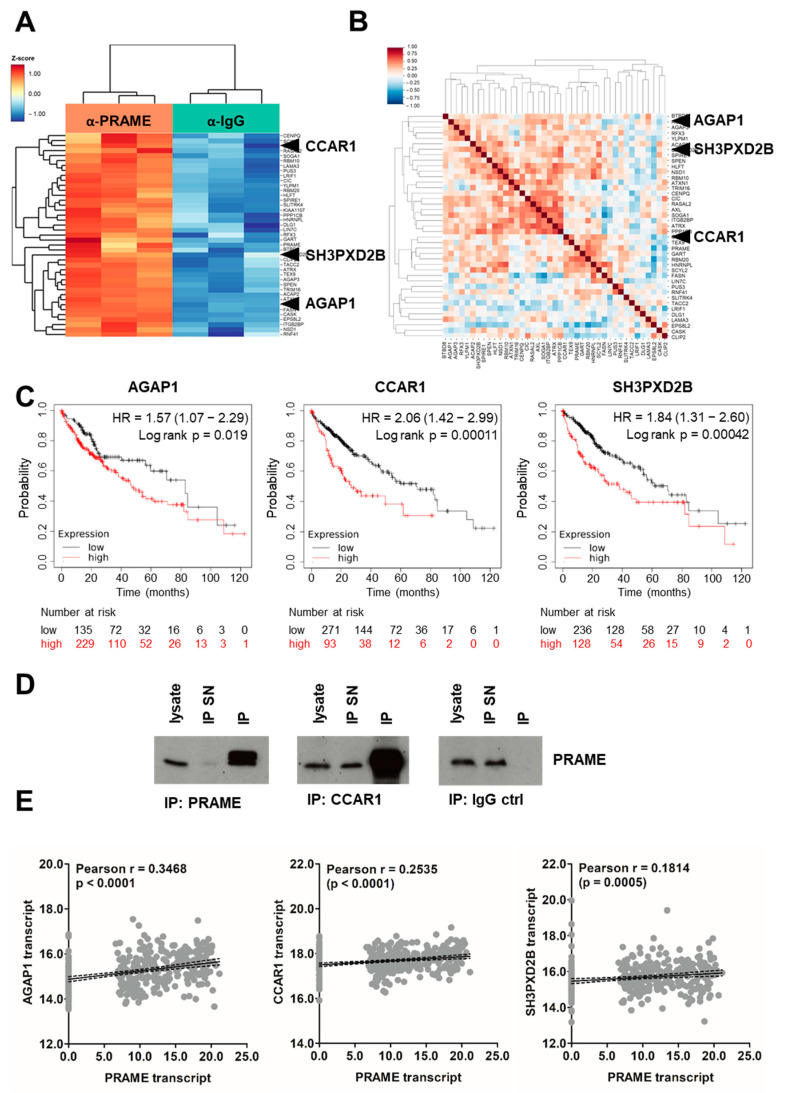
Immunoprecipitation reveals binding partners of PRAME. (**A**) Significantly enriched genes in anti−PRAME sample (orange) vs. IgG control (green) of anti−PRAME−IP−MS. (**B**) Positively and negatively correlated binding partners of PRAME in liver cancer cell lines using the cancer cell line encyclopedia. Higher resolution versions of (**A**,**B**) are included in the Supplemental Material. (**C**) Impact of the IP−MS-identified PRAME binding partners AGAP1, CCAR1 and SH3PXD2B on patient prognosis. AGAP1^high^, *n* = 229; AGAP1^low^, *n* = 135; CCAR1^high^, *n* = 93; CCAR1^low^, *n* = 271; SH3PXD2B^high^, *n* = 128; SH3PXD2B^low^, *n* = 236. (**D**) IP performed with anti-PRAME, anti-CCAR1 and IgG control antibody and subsequent assessment of PRAME expression via Western blotting. SN, supernatant. (**E**) Correlations between the expression of PRAME and the IP−MS−identified binding partners AGAP1, CCAR1 and SH3PXD2B in primary tumor samples using the publicly available patient dataset TCGA LIHC (*n* = 372). Each grey dot represents one sample. Regression lines are shown in solid black and the 95% confidence intervals as dashed black lines.

**Figure 6:**
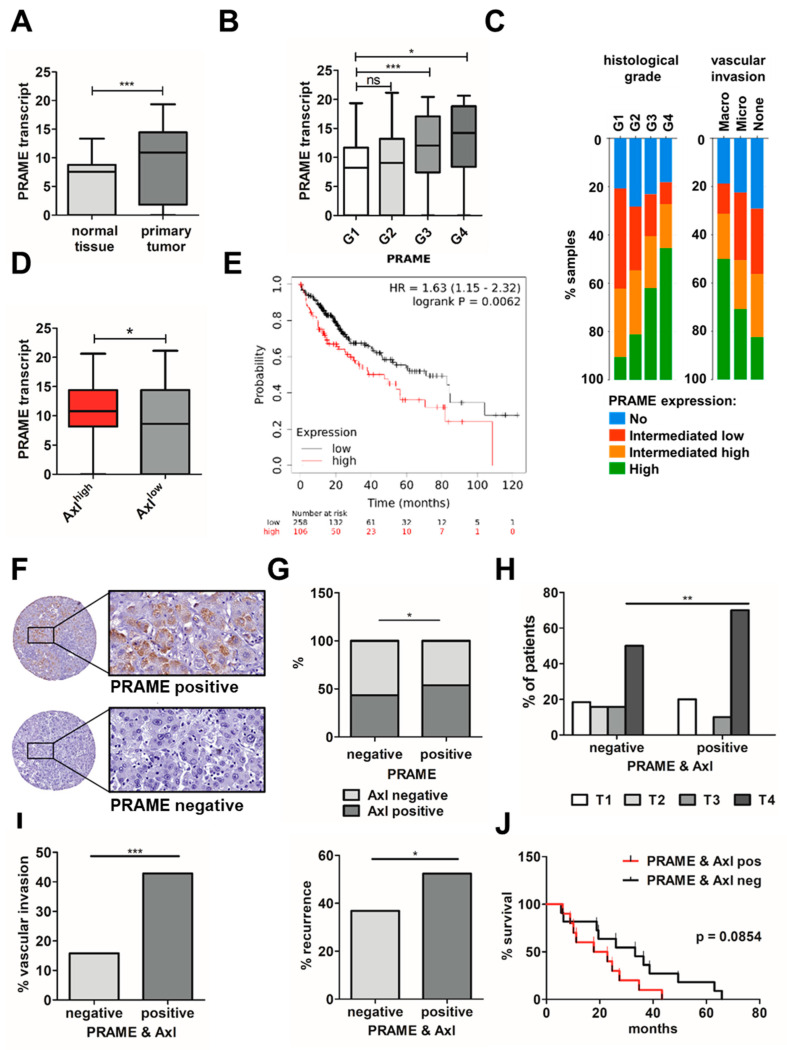
Correlation of PRAME and Axl expression levels with prognosis and survival of HCC patients. (**A**) PRAME transcript levels in normal liver tissue and primary HCC (*n* = 52) and (**B**) stratified according to different histological grades (G1–G4) from publicly available TCGA LIHC data. G1, *n* = 55; G2, *n* = 177, G3, *n* = 122, G4, *n* = 12. (**C**) Relative PRAME expression in percentage per histological grades (G1–G4; *p*-value: 1.839 × 10^−4^) and its contribution to invasiveness (*p*-value: 0.0429) in publicly available HCC patient samples using cBioPortal. *n* = 93 per group. (**D**) PRAME expression in Axl-stratified TCGA LIHC data. *n* = 93 per group. (**E**) Combined effect of PRAME and Axl on patient survival (red: PRAME^high^ + Axl^high^, *n* = 106; black: PRAME^low^ + Axl^low^, *n* = 258). (**F**) Representative images from immunohistochemical analysis of PRAME-positive and PRAME-negative HCC tissue samples. Rectangles represent a 30-fold magnification. (**G**) Distribution of Axl expression in PRAME-positive and -negative samples in percent. PRAME/Axl-negative, *n* = 38; PRAME/Axl-positive, *n* = 20; PRAME-positive, Axl-negative, *n* = 18; PRAME-negative, Axl-positive, *n* = 29. (**H**) Distribution of PRAME-positive samples per tumor stage. PRAME/Axl-negative: T1, *n* = 7, T2, *n* = 6, T3, *n* = 6, T4, *n* = 19; PRAME/Axl-positive: T1, *n* = 4, T2, *n* = 0, T3, *n* = 2, T4, *n* = 14, Tnd, *n* = 1. (**I**) Vascular invasion (left) and recurrence (right) in PRAME/Axl-positive and PRAME/Axl-negative HCC samples. PRAME/Axl-negative: vascular invasion, yes, *n* = 6, no, *n* = 32, recurrence, yes, *n* = 14, no, *n* = 24; PRAME/Axl-positive: vascular invasion, yes, *n* = 9, no, *n* = 11, recurrence, yes, *n* = 10, no, *n* = 10. (**J**) Combined effect of PRAME and Axl protein levels on patient survival (black: PRAME/Axl-negative, *n* = 38; red: PRAME/Axl-positive, *n* = 20). Data are expressed as mean ± SD. ns: *p* > 0.05; *: *p* ≤ 0.05; **: *p* ≤ 0.01; ***: *p* ≤ 0.001.

## Data Availability

Datasets used for bioinformatic analysis are available in cBioportal (https://www.cbioportal.org/), in the Xenabrowser (https://xenabrowser.net/) and in the (https://kmplot.com) for hepatocellular carcinoma (LIHC), The Cancer Genome Atlas. The human tissue microarray data are not publicly available due to privacy and ethical restrictions.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15092415/s1. Figure S1: Axl regulated gene sets. Figure S2: Expression of PRAME correlates with key components of EMT and hepatocellular differentiation. Figure S3: Expression of PRAME in epithelial- and mesenchymal-like liver cancer cells and its impact on proliferation. Figure S4: PRAME modulates 2D cell migration and 3D invasion. Figure S5: Phosphorylation of Src is unaffected by Gas6 stimulation. Figure S6: Immunoprecipitation of PRAME to identify interaction partners. Figure S7: Correlation of AGAP1, CCAR1 and SH3PXD2B expression levels with prognosis and survival of HCC patients. Table S1: Axl regulated transcripts. Table S2: Axl modulated gene sets. And raw western blot images.

# Supplementary material for: PRAME Is a Novel Target of Tumor-Intrinsic Gas6/Axl Activation and Promotes Cancer Cell Invasion in Hepatocellular Carcinoma
**Source:** Cancers (Basel). 2023 Apr 22;15(9):2415. doi: 10.3390/cancers15092415
**Supplement:** Supplementary file 1

## Slide 1
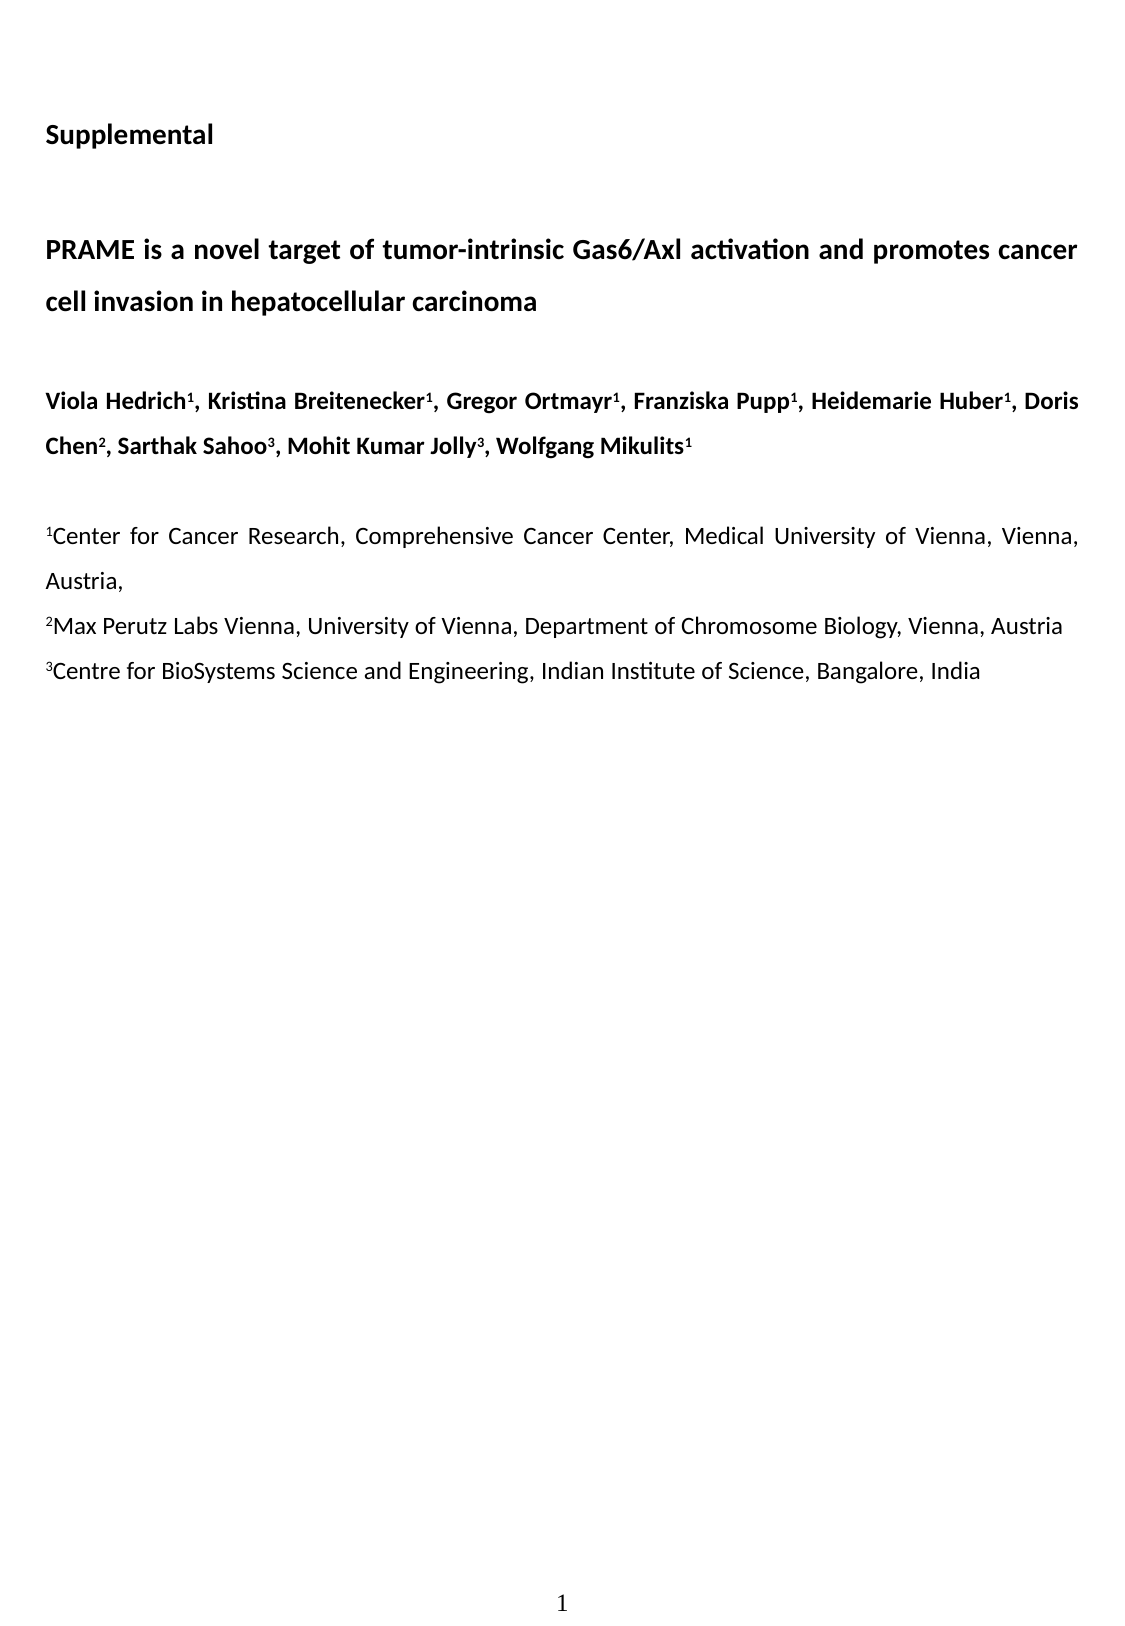

Supplemental
PRAME is a novel target of tumor-intrinsic Gas6/Axl activation and promotes cancer cell invasion in hepatocellular carcinoma
Viola Hedrich1, Kristina Breitenecker1, Gregor Ortmayr1, Franziska Pupp1, Heidemarie Huber1, Doris Chen2, Sarthak Sahoo3, Mohit Kumar Jolly3, Wolfgang Mikulits1
1

## Slide 2
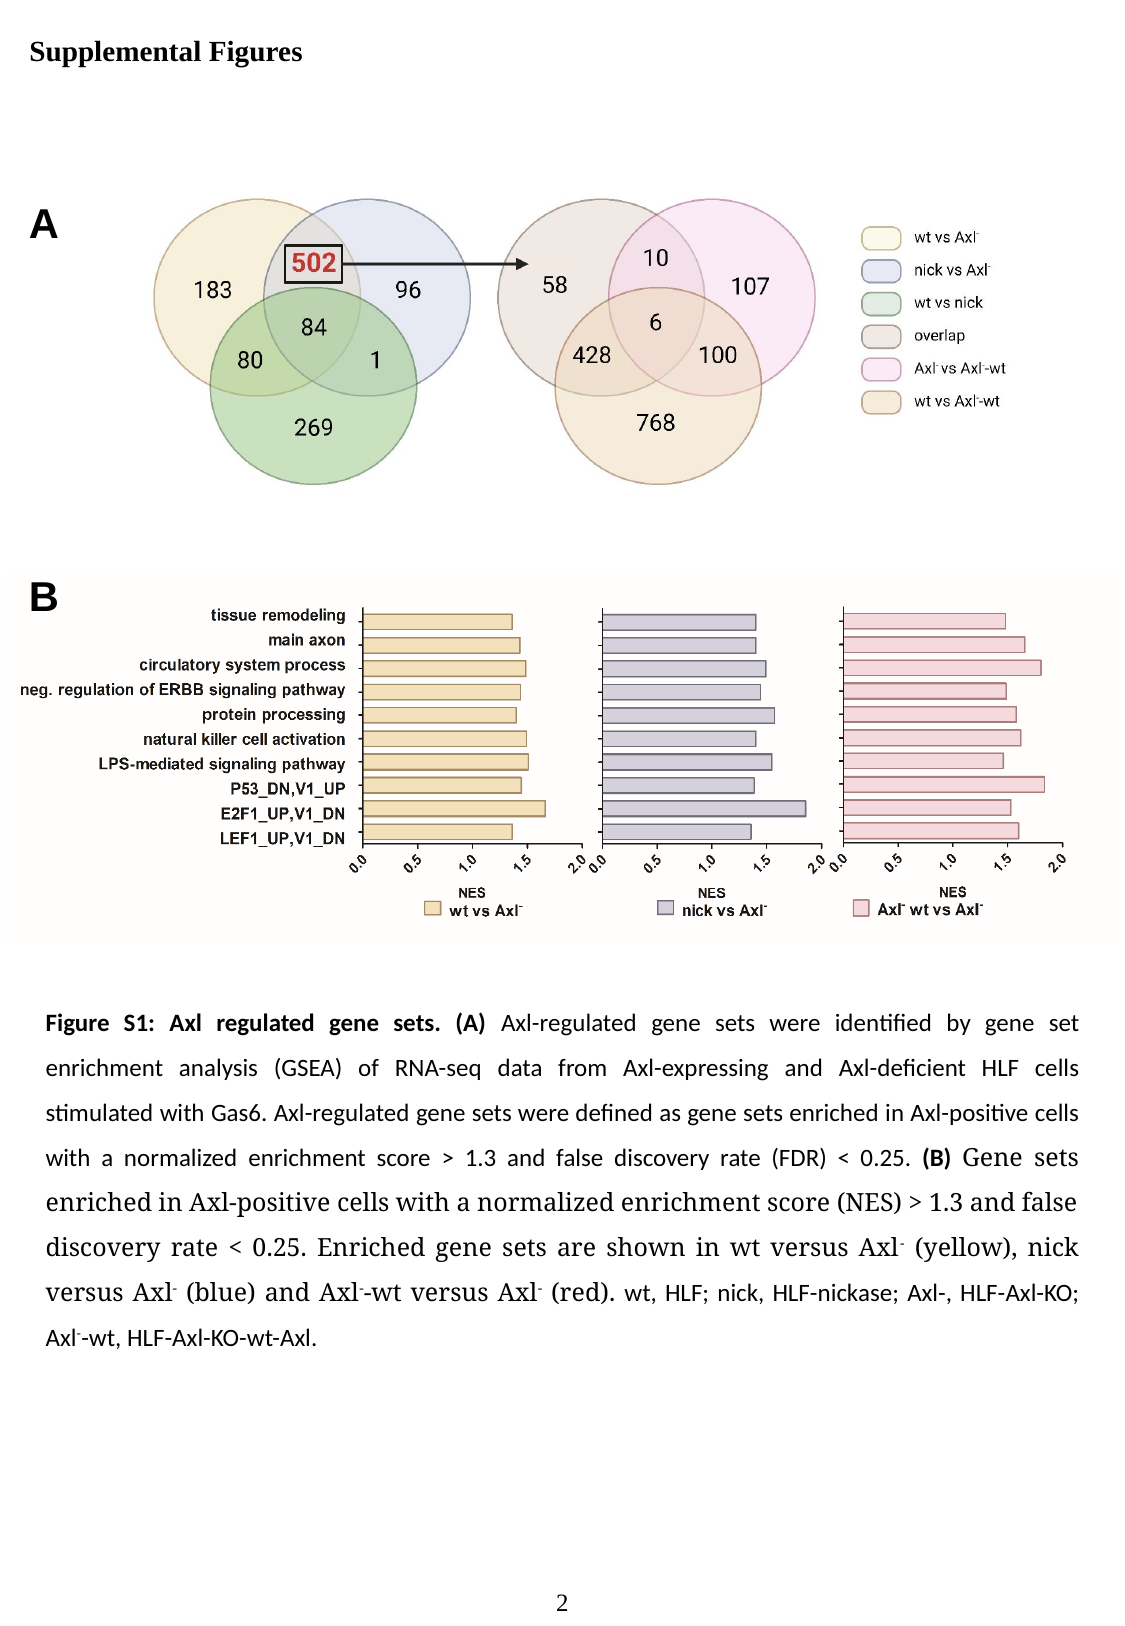

Supplemental Figures
A
B
Figure S1: Axl regulated gene sets. (A) Axl-regulated gene sets were identified by gene set enrichment analysis (GSEA) of RNA-seq data from Axl-expressing and Axl-deficient HLF cells stimulated with Gas6. Axl-regulated gene sets were defined as gene sets enriched in Axl-positive cells with a normalized enrichment score > 1.3 and false discovery rate (FDR) < 0.25. (B) Gene sets enriched in Axl-positive cells with a normalized enrichment score (NES) > 1.3 and false discovery rate < 0.25. Enriched gene sets are shown in wt versus Axl- (yellow), nick versus Axl- (blue) and Axl--wt versus Axl- (red). wt, HLF; nick, HLF-nickase; Axl-, HLF-Axl-KO; Axl--wt, HLF-Axl-KO-wt-Axl.
2

## Slide 3
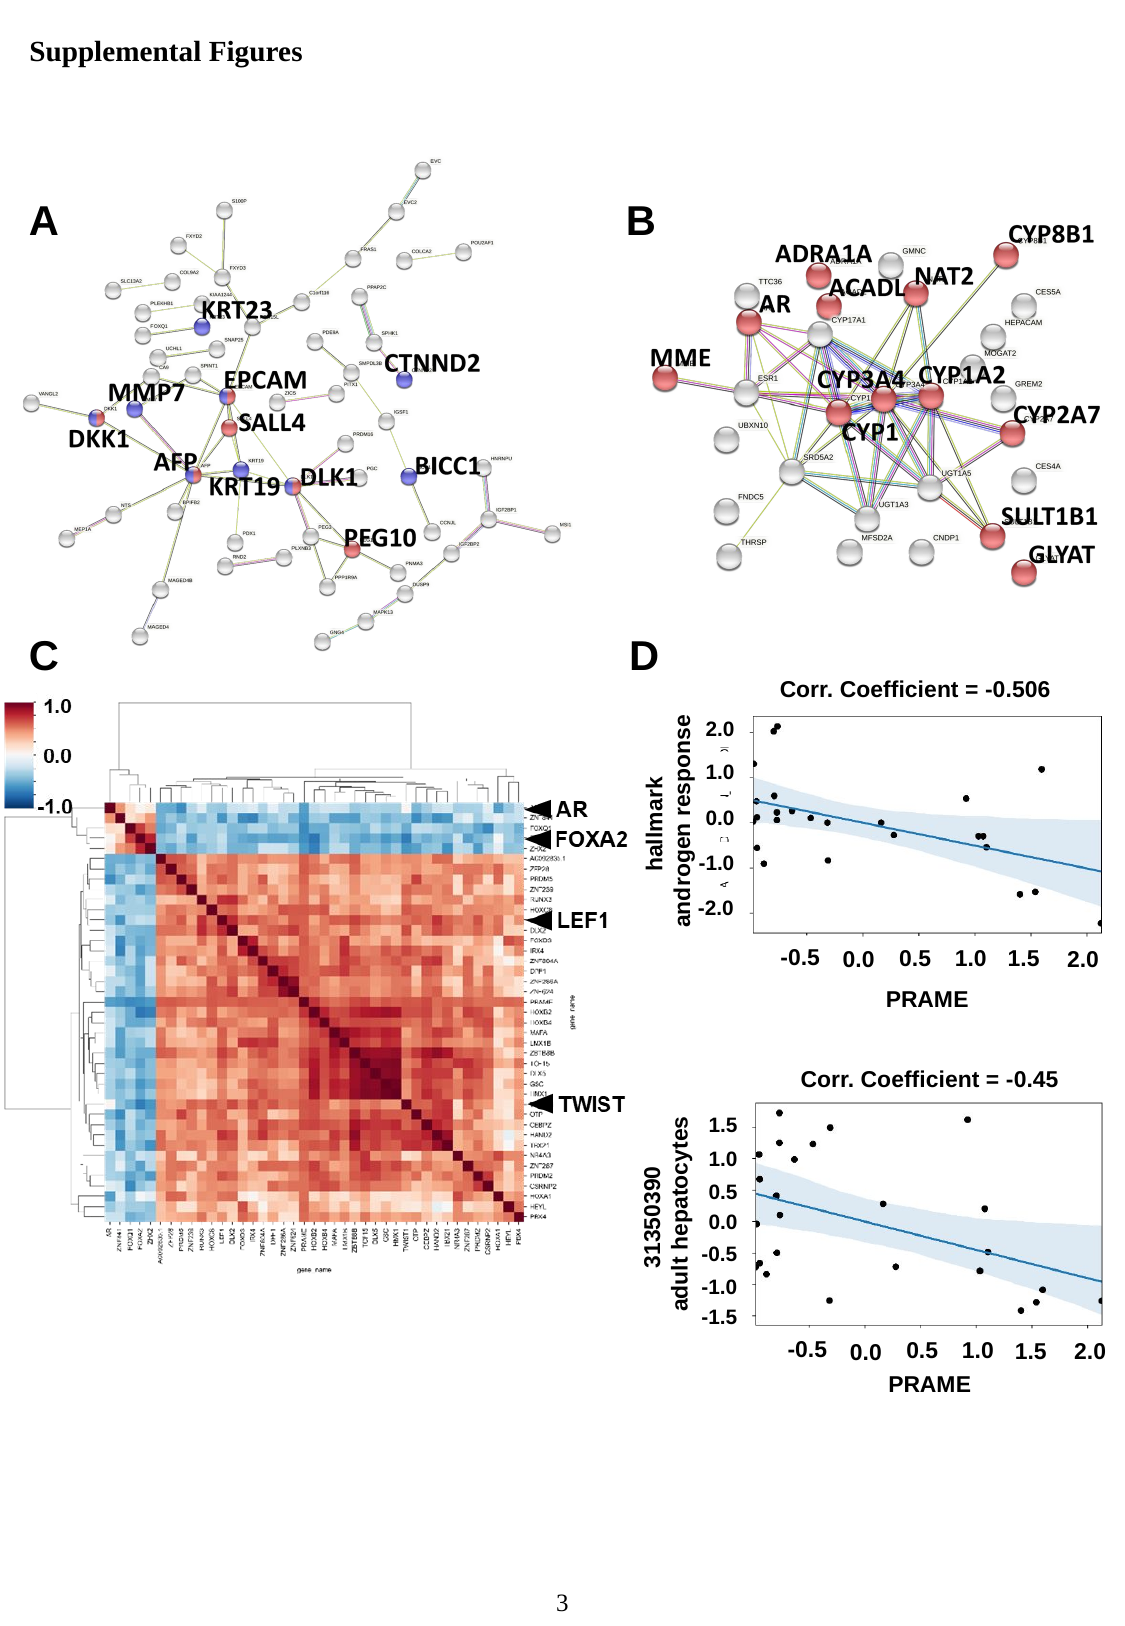

Supplemental Figures
A
B
C
D
Corr. Coefficient = -0.506
2.0
1.0
0.0
-1.0
-2.0
hallmark
androgen response
-0.5
1.0
0.5
1.5
2.0
0.0
PRAME
Corr. Coefficient = -0.45
1.5
1.0
0.5
0.0
-0.5
-1.0
-1.5
31350390
adult hepatocytes
-0.5
1.0
0.5
1.5
2.0
0.0
PRAME
3

## Slide 4
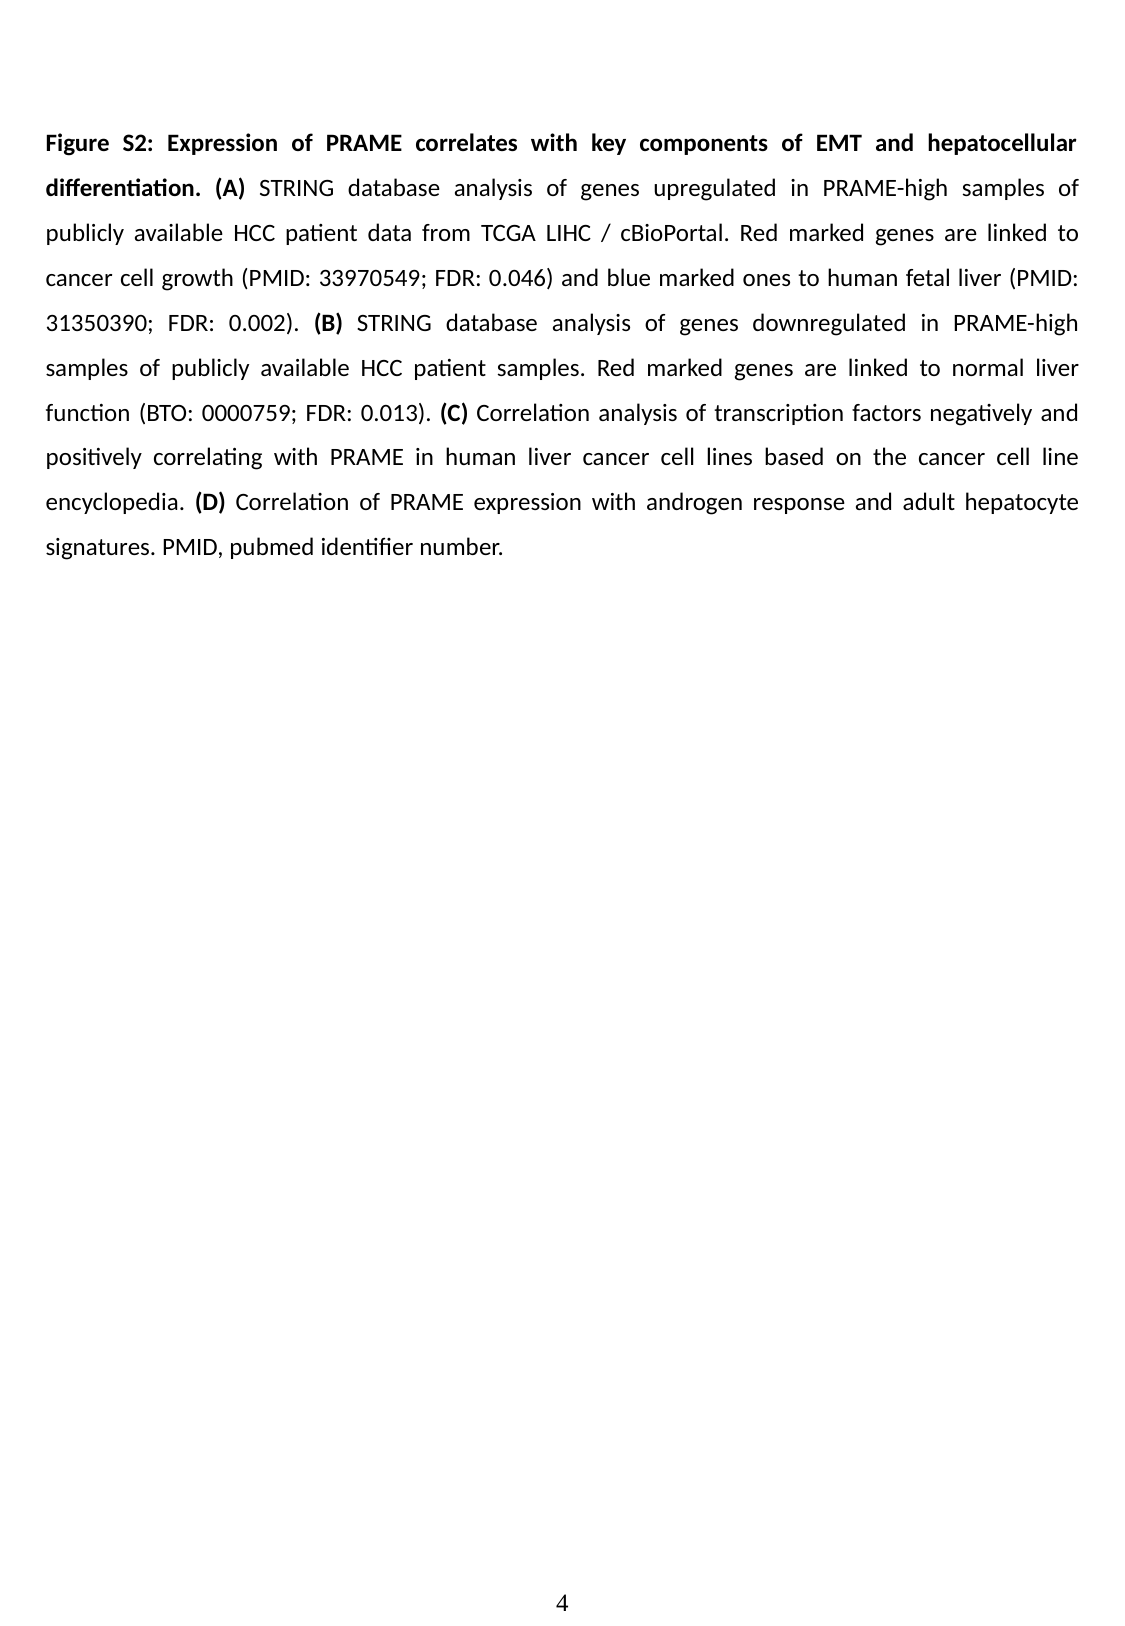

Figure S2: Expression of PRAME correlates with key components of EMT and hepatocellular differentiation. (A) STRING database analysis of genes upregulated in PRAME-high samples of publicly available HCC patient data from TCGA LIHC / cBioPortal. Red marked genes are linked to cancer cell growth (PMID: 33970549; FDR: 0.046) and blue marked ones to human fetal liver (PMID: 31350390; FDR: 0.002). (B) STRING database analysis of genes downregulated in PRAME-high samples of publicly available HCC patient samples. Red marked genes are linked to normal liver function (BTO: 0000759; FDR: 0.013). (C) Correlation analysis of transcription factors negatively and positively correlating with PRAME in human liver cancer cell lines based on the cancer cell line encyclopedia. (D) Correlation of PRAME expression with androgen response and adult hepatocyte signatures. PMID, pubmed identifier number.
4

## Slide 5
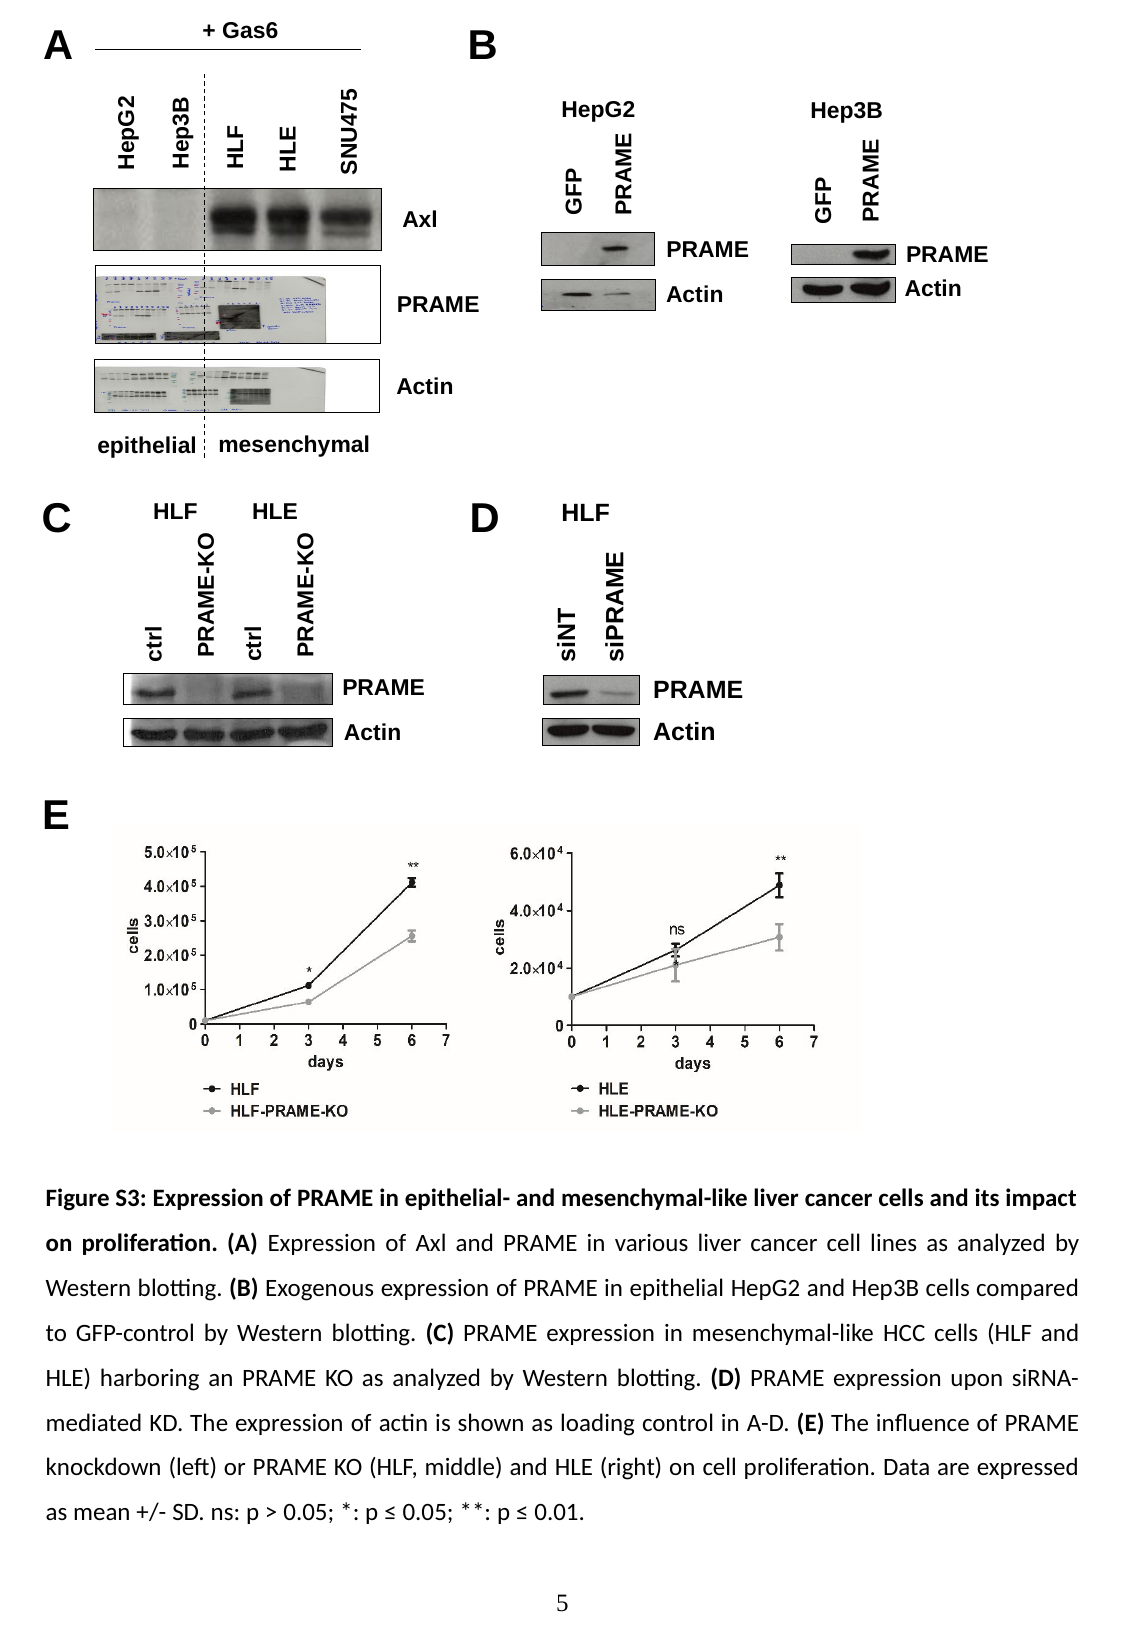

+ Gas6
SNU475
Hep3B
HepG2
HLF
HLE
mesenchymal
epithelial
Axl
PRAME
Actin
A
B
HepG2
PRAME
GFP
PRAME
Actin
Hep3B
PRAME
GFP
PRAME
Actin
C
D
HLF
siPRAME
siNT
PRAME
Actin
HLE
HLF
PRAME-KO
PRAME-KO
ctrl
ctrl
PRAME
Actin
E
Figure S3: Expression of PRAME in epithelial- and mesenchymal-like liver cancer cells and its impact on proliferation. (A) Expression of Axl and PRAME in various liver cancer cell lines as analyzed by Western blotting. (B) Exogenous expression of PRAME in epithelial HepG2 and Hep3B cells compared to GFP-control by Western blotting. (C) PRAME expression in mesenchymal-like HCC cells (HLF and HLE) harboring an PRAME KO as analyzed by Western blotting. (D) PRAME expression upon siRNA-mediated KD. The expression of actin is shown as loading control in A-D. (E) The influence of PRAME knockdown (left) or PRAME KO (HLF, middle) and HLE (right) on cell proliferation. Data are expressed as mean +/- SD. ns: p > 0.05; *: p ≤ 0.05; **: p ≤ 0.01.
5

## Slide 6
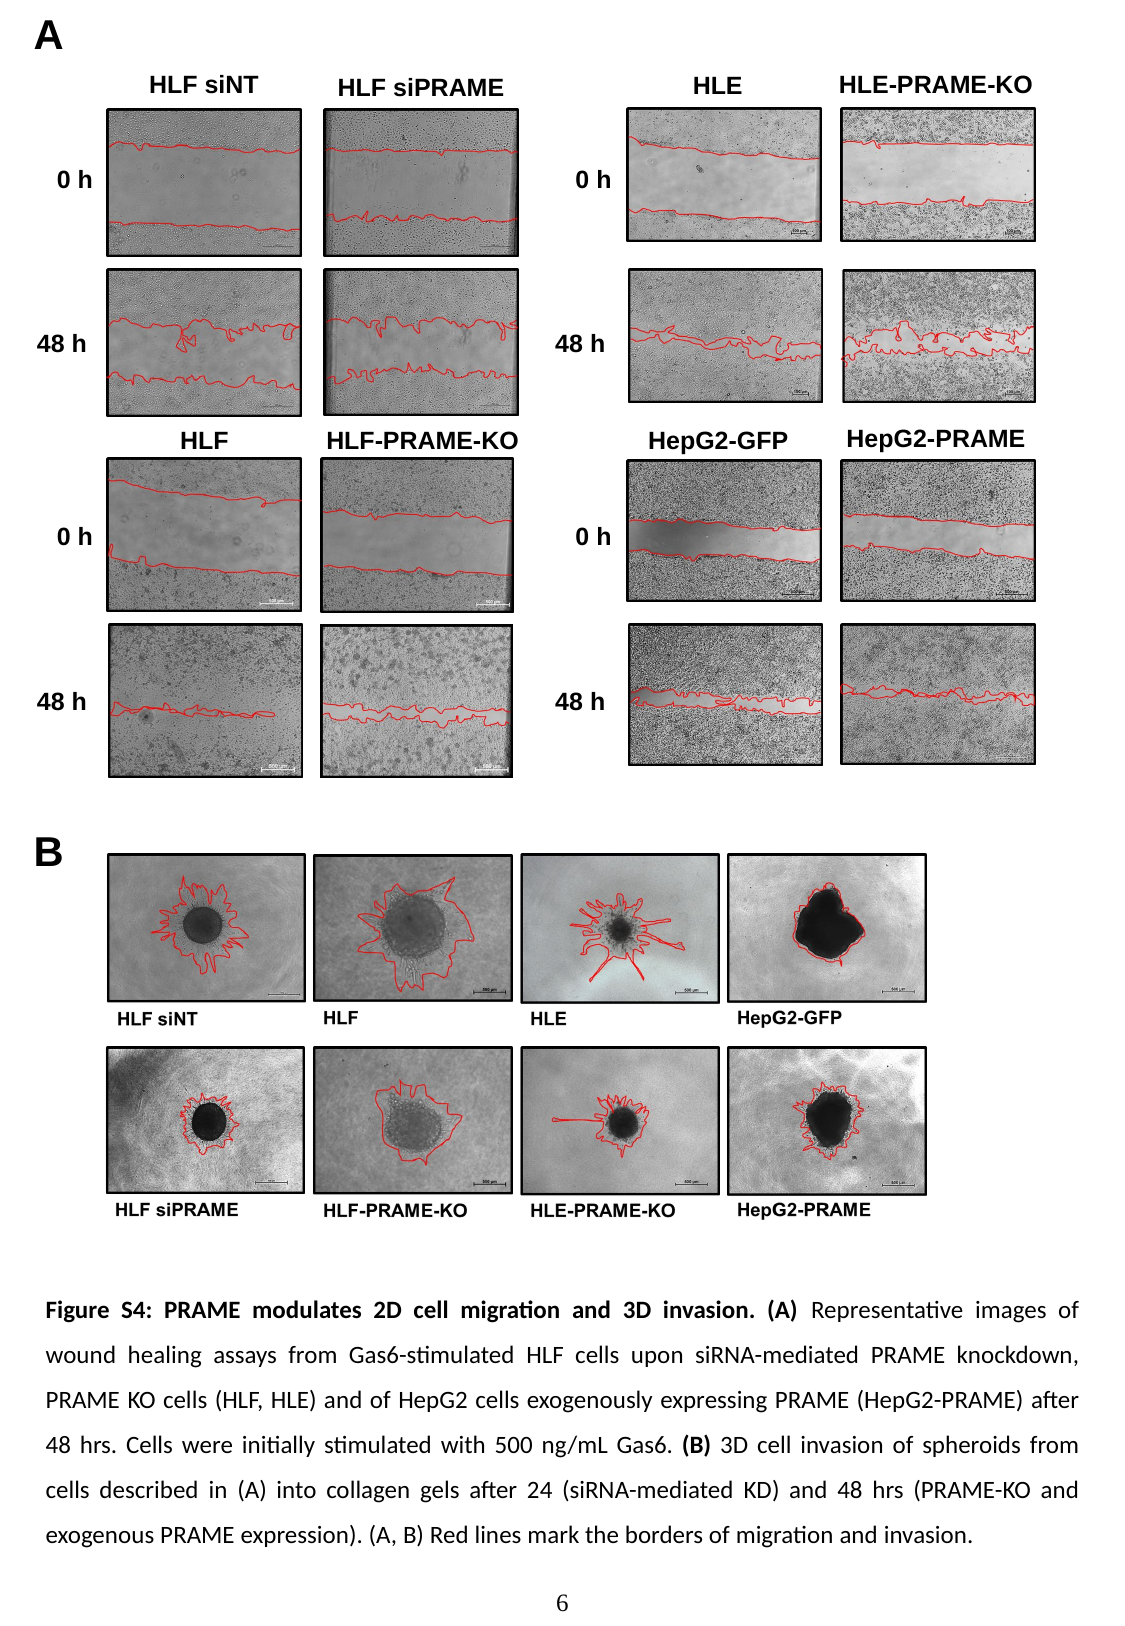

A
HLF siNT
HLF siPRAME
0 h
48 h
HLE-PRAME-KO
HLE
0 h
48 h
HepG2-PRAME
HepG2-GFP
0 h
48 h
HLF
HLF-PRAME-KO
0 h
48 h
B
Figure S4: PRAME modulates 2D cell migration and 3D invasion. (A) Representative images of wound healing assays from Gas6-stimulated HLF cells upon siRNA-mediated PRAME knockdown, PRAME KO cells (HLF, HLE) and of HepG2 cells exogenously expressing PRAME (HepG2-PRAME) after 48 hrs. Cells were initially stimulated with 500 ng/mL Gas6. (B) 3D cell invasion of spheroids from cells described in (A) into collagen gels after 24 (siRNA-mediated KD) and 48 hrs (PRAME-KO and exogenous PRAME expression). (A, B) Red lines mark the borders of migration and invasion.
6

## Slide 7
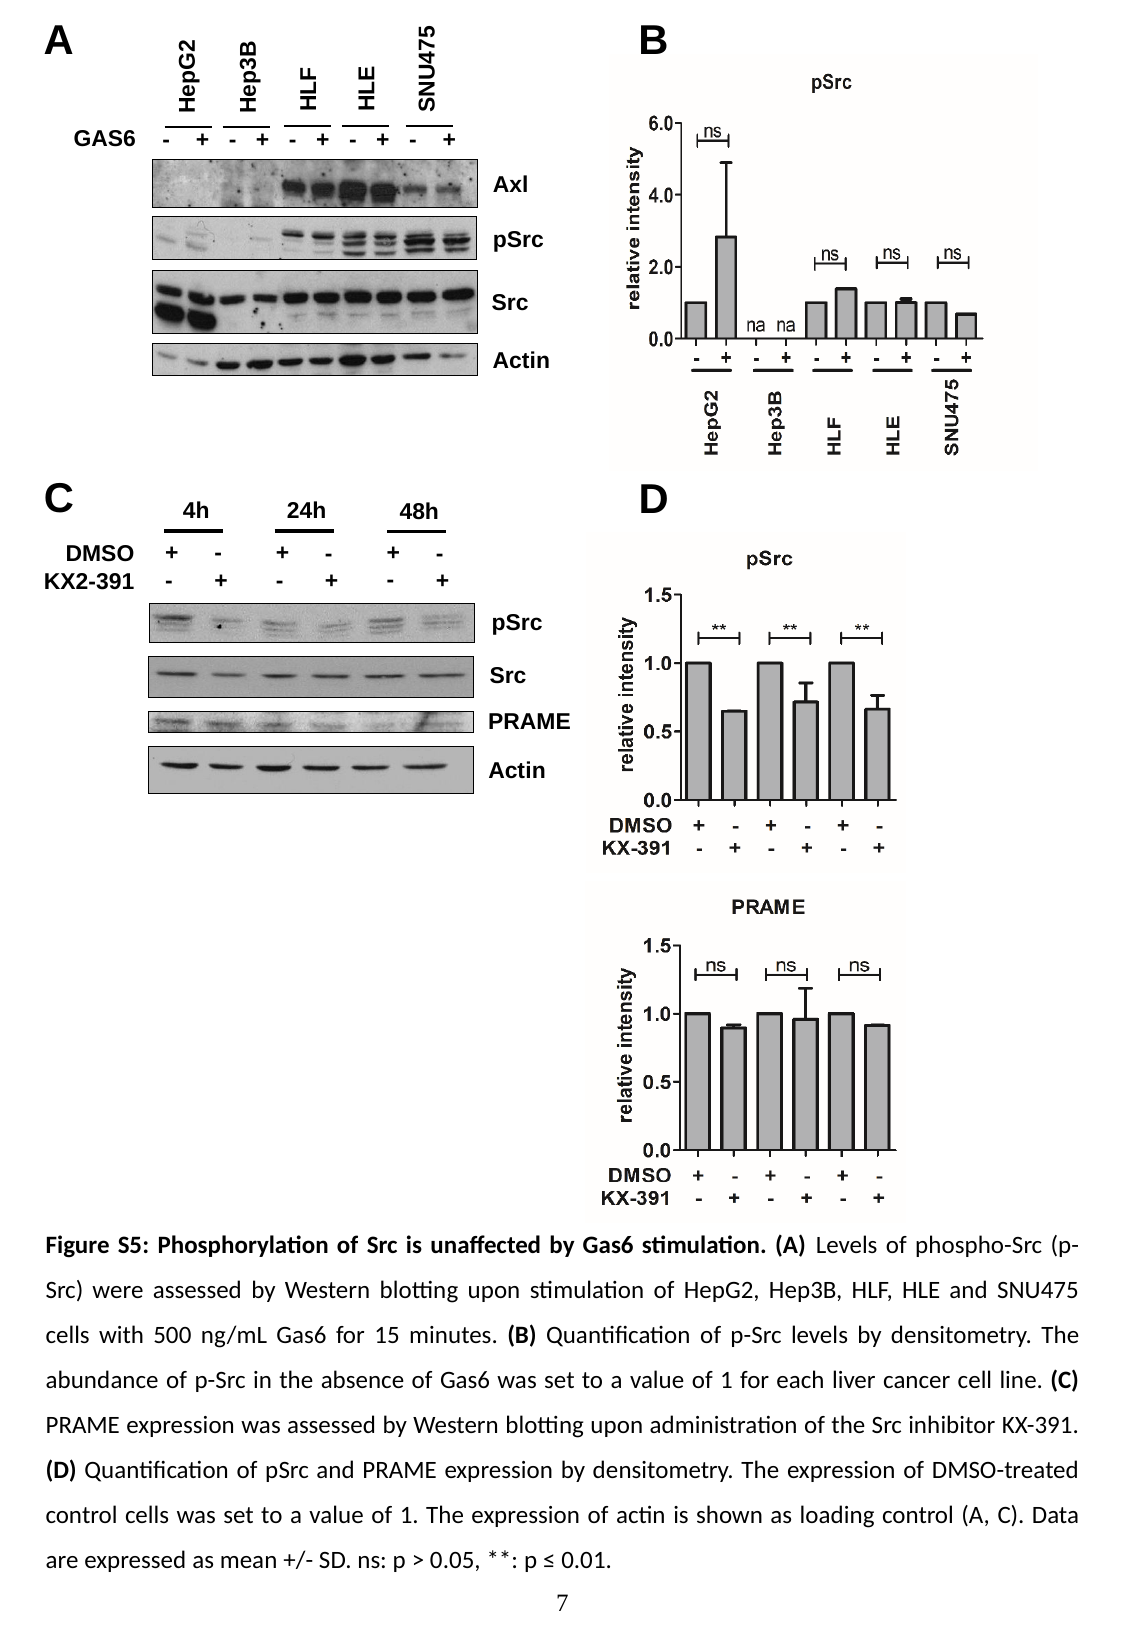

A
SNU475
HLF
HLE
Hep3B
HepG2
GAS6
- + - + - + - + - +
Axl
pSrc
Src
Actin
B
C
D
4h
+
-
-
+
DMSO
KX2-391
pSrc
Src
PRAME
Actin
24h
48h
+
-
+
-
-
+
-
+
Figure S5: Phosphorylation of Src is unaffected by Gas6 stimulation. (A) Levels of phospho-Src (p-Src) were assessed by Western blotting upon stimulation of HepG2, Hep3B, HLF, HLE and SNU475 cells with 500 ng/mL Gas6 for 15 minutes. (B) Quantification of p-Src levels by densitometry. The abundance of p-Src in the absence of Gas6 was set to a value of 1 for each liver cancer cell line. (C) PRAME expression was assessed by Western blotting upon administration of the Src inhibitor KX-391. (D) Quantification of pSrc and PRAME expression by densitometry. The expression of DMSO-treated control cells was set to a value of 1. The expression of actin is shown as loading control (A, C). Data are expressed as mean +/- SD. ns: p > 0.05, **: p ≤ 0.01.
7

## Slide 8
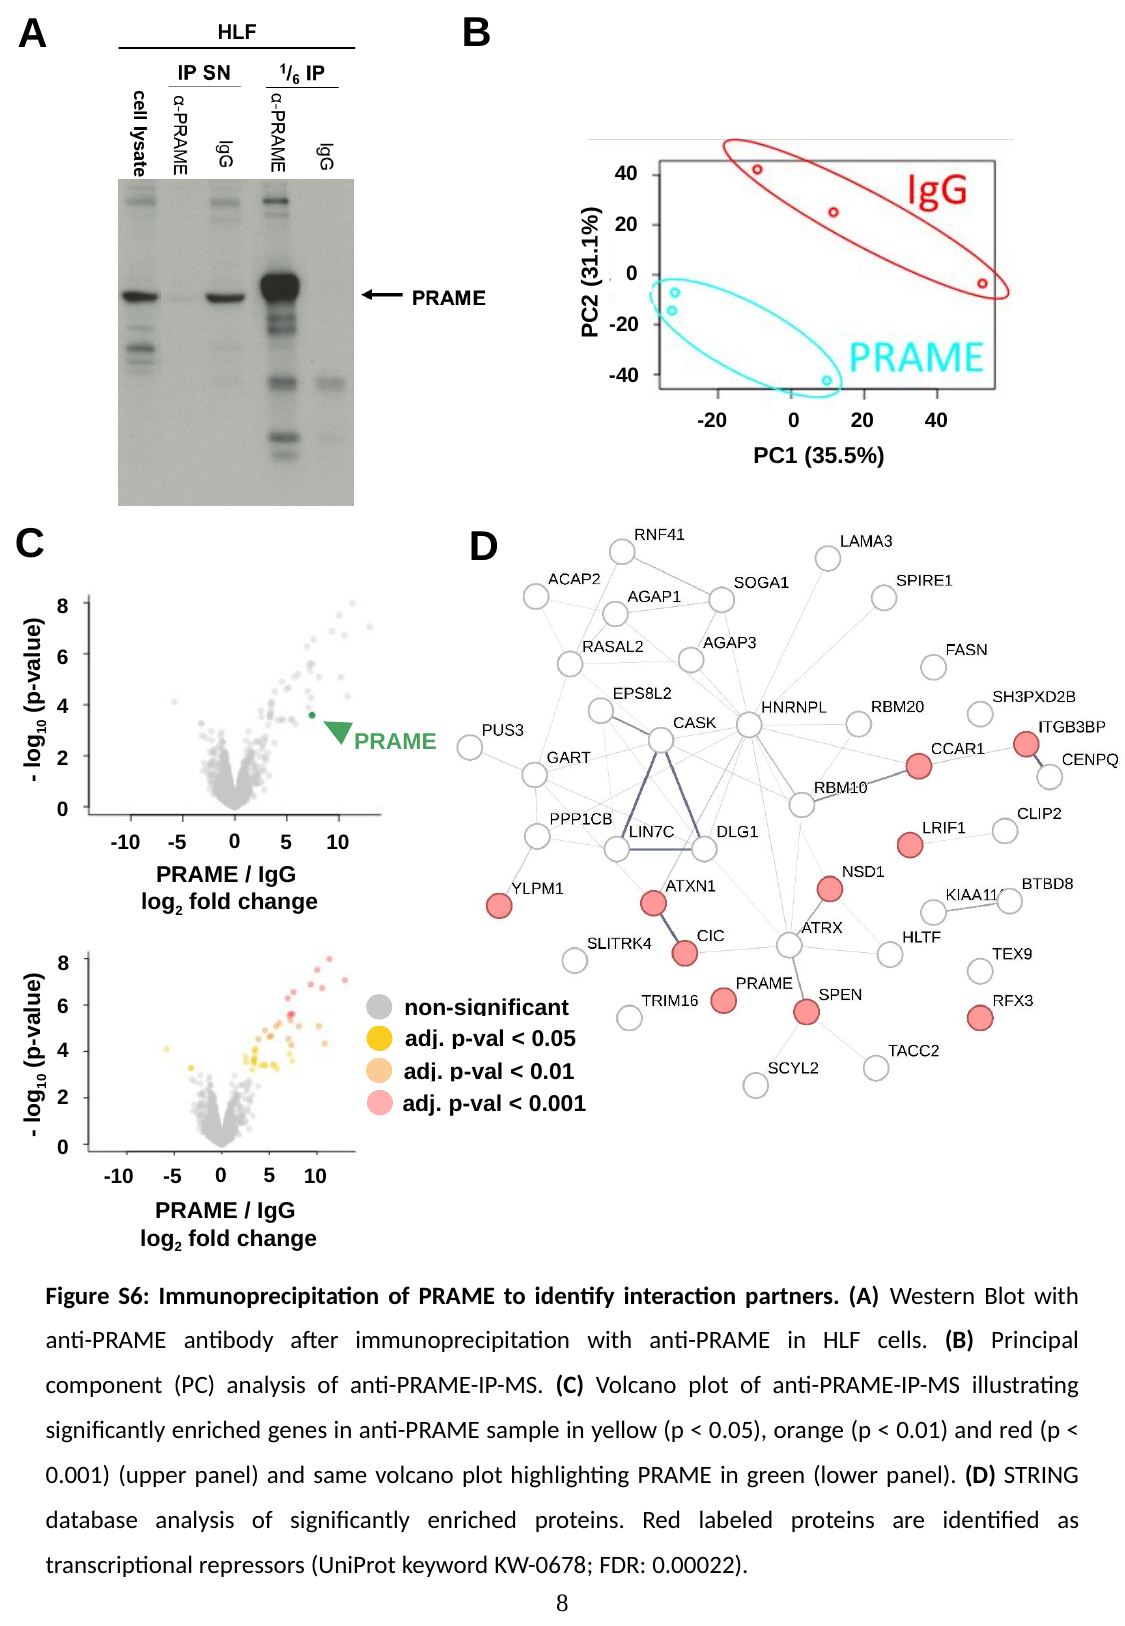

B
A
40
20
0
-20
-40
PC2 (31.1%)
-20
0
40
20
PC1 (35.5%)
C
D
8
6
4
2
0
- log10 (p-value)
PRAME
0
5
-10
10
-5
PRAME / IgG
log2 fold change
8
6
4
2
0
non-significant
adj. p-val < 0.05
adj. p-val < 0.01
adj. p-val < 0.001
- log10 (p-value)
0
5
-10
10
-5
PRAME / IgG
log2 fold change
Figure S6: Immunoprecipitation of PRAME to identify interaction partners. (A) Western Blot with anti-PRAME antibody after immunoprecipitation with anti-PRAME in HLF cells. (B) Principal component (PC) analysis of anti-PRAME-IP-MS. (C) Volcano plot of anti-PRAME-IP-MS illustrating significantly enriched genes in anti-PRAME sample in yellow (p < 0.05), orange (p < 0.01) and red (p < 0.001) (upper panel) and same volcano plot highlighting PRAME in green (lower panel). (D) STRING database analysis of significantly enriched proteins. Red labeled proteins are identified as transcriptional repressors (UniProt keyword KW-0678; FDR: 0.00022).
8

## Slide 9
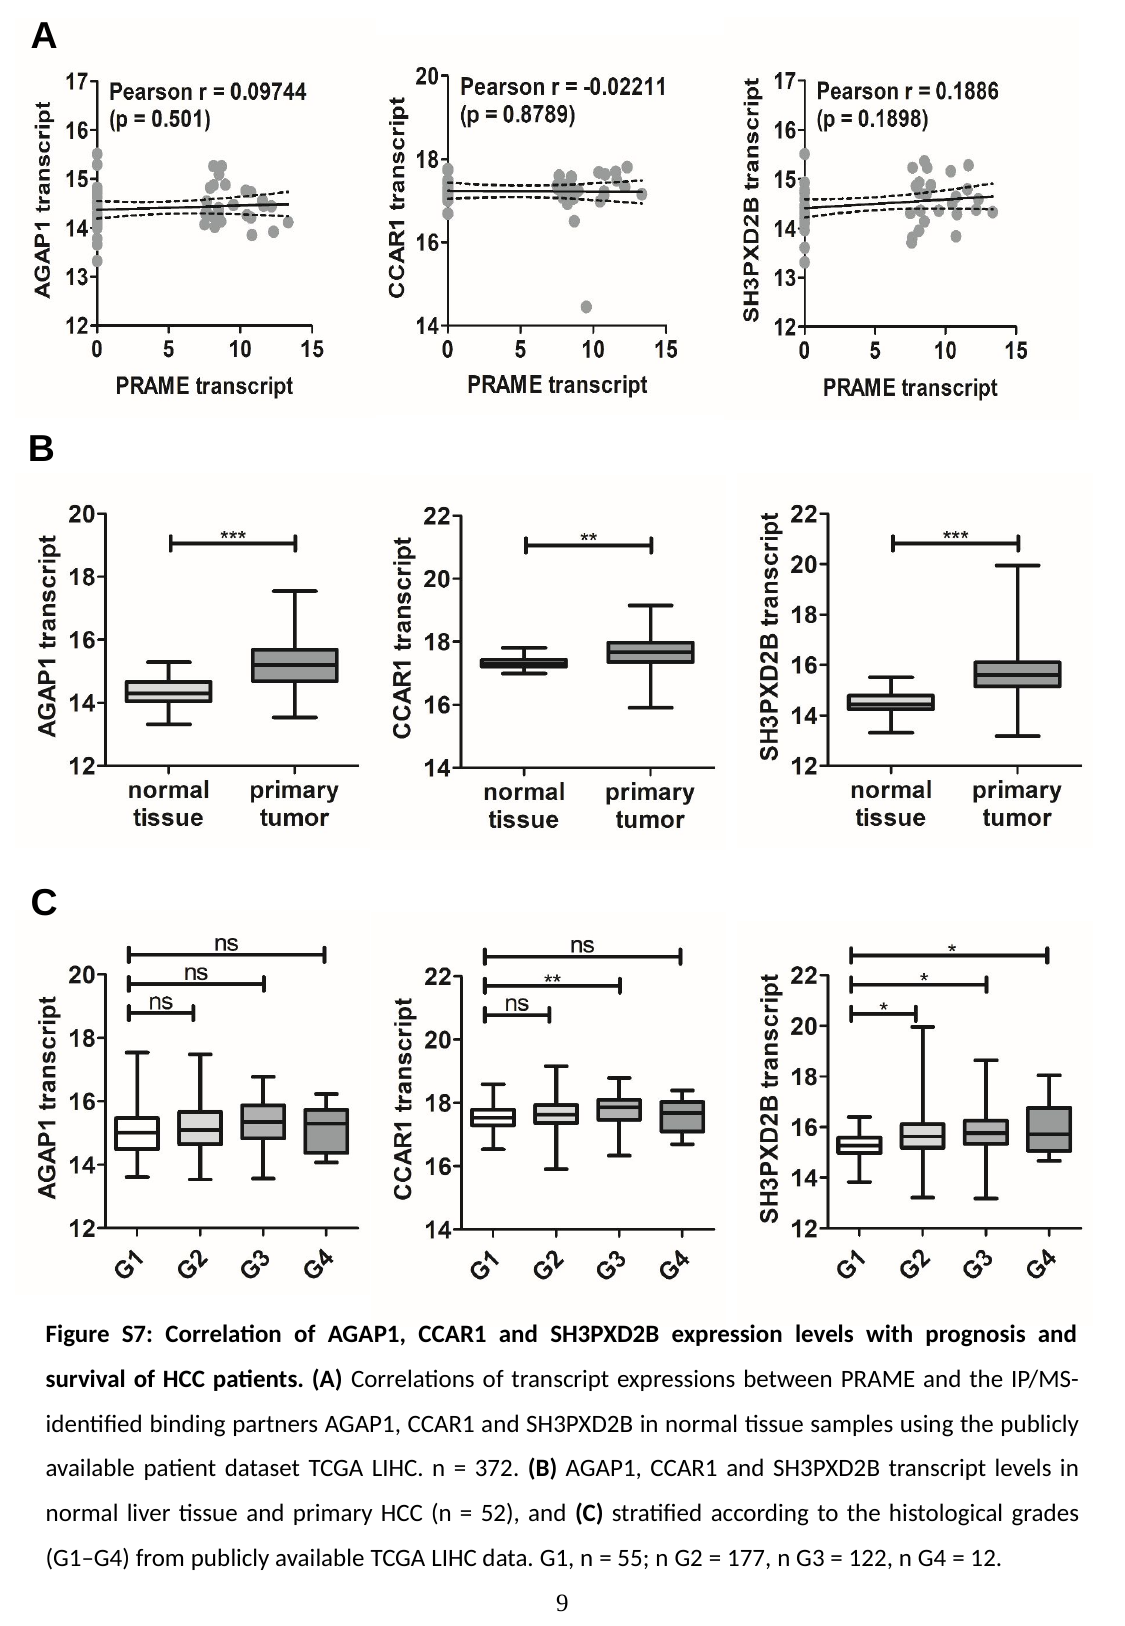

A
B
C
Figure S7: Correlation of AGAP1, CCAR1 and SH3PXD2B expression levels with prognosis and survival of HCC patients. (A) Correlations of transcript expressions between PRAME and the IP/MS-identified binding partners AGAP1, CCAR1 and SH3PXD2B in normal tissue samples using the publicly available patient dataset TCGA LIHC. n = 372. (B) AGAP1, CCAR1 and SH3PXD2B transcript levels in normal liver tissue and primary HCC (n = 52), and (C) stratified according to the histological grades (G1–G4) from publicly available TCGA LIHC data. G1, n = 55; n G2 = 177, n G3 = 122, n G4 = 12.
9

## Slide 10
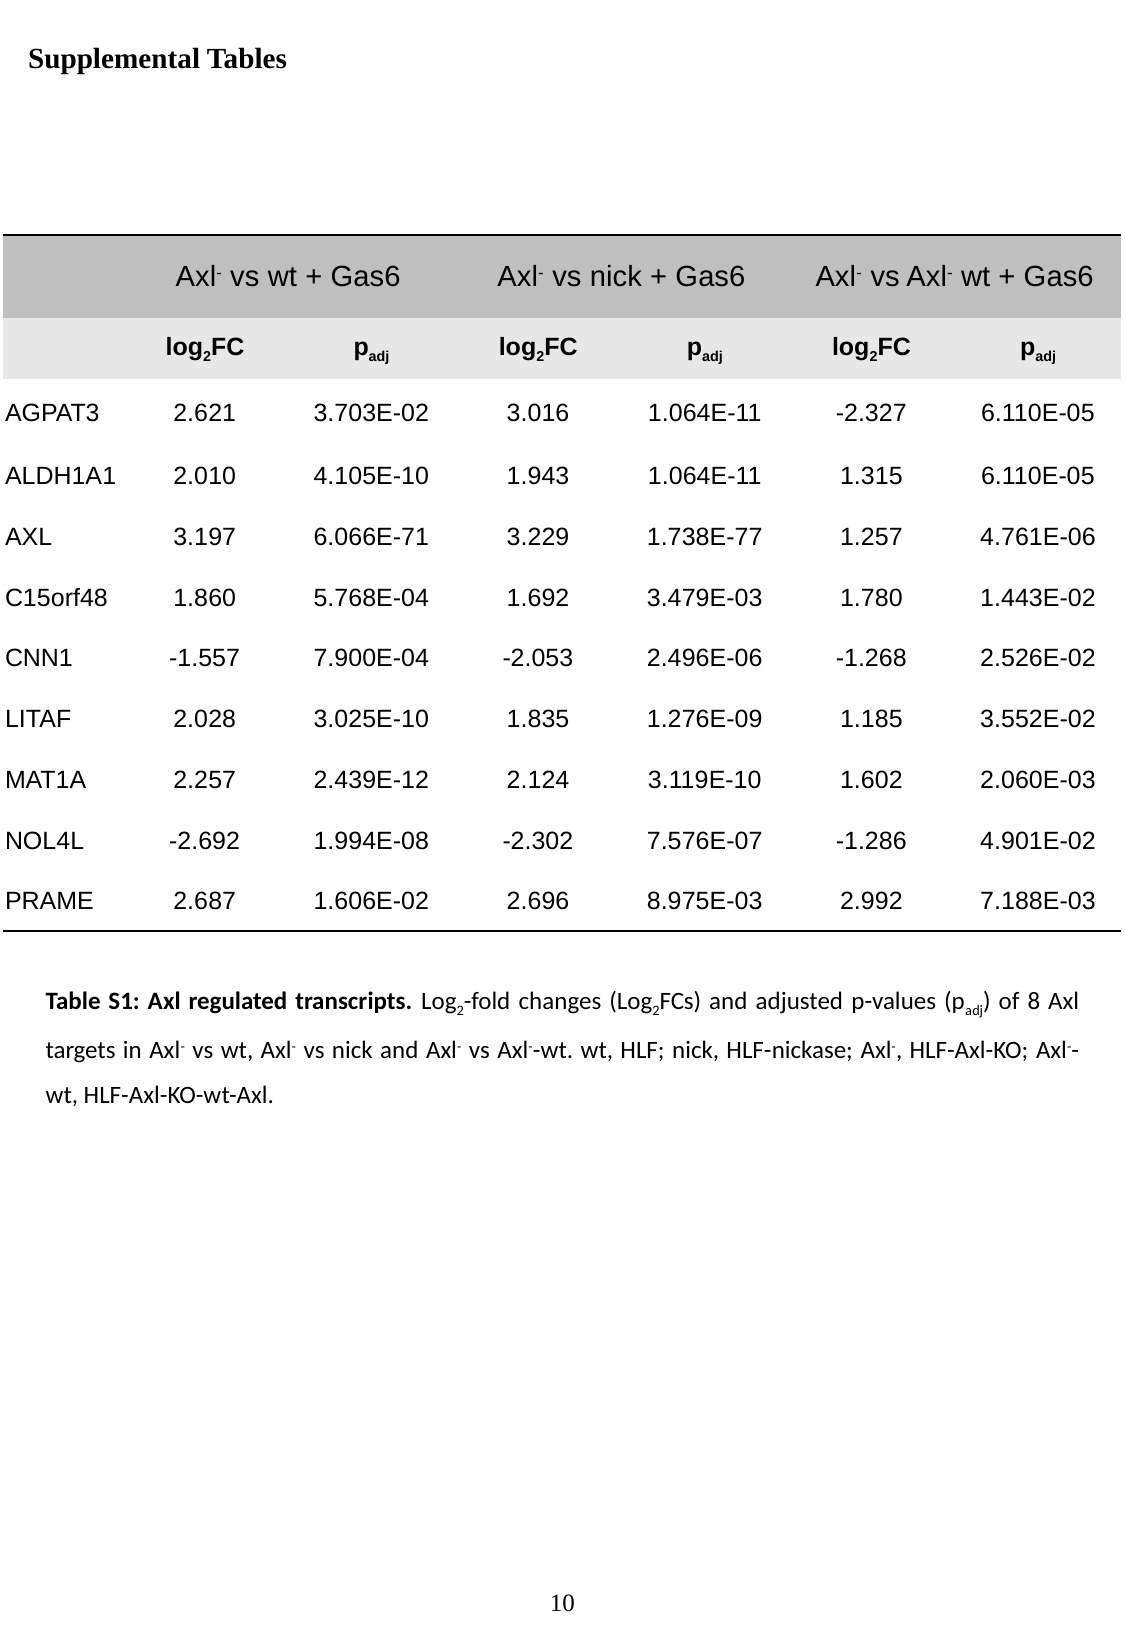

Supplemental Tables
| | Axl- vs wt + Gas6 | | Axl- vs nick + Gas6 | | Axl- vs Axl- wt + Gas6 | |
| --- | --- | --- | --- | --- | --- | --- |
| | log2FC | padj | log2FC | padj | log2FC | padj |
| AGPAT3 | 2.621 | 3.703E-02 | 3.016 | 1.064E-11 | -2.327 | 6.110E-05 |
| ALDH1A1 | 2.010 | 4.105E-10 | 1.943 | 1.064E-11 | 1.315 | 6.110E-05 |
| AXL | 3.197 | 6.066E-71 | 3.229 | 1.738E-77 | 1.257 | 4.761E-06 |
| C15orf48 | 1.860 | 5.768E-04 | 1.692 | 3.479E-03 | 1.780 | 1.443E-02 |
| CNN1 | -1.557 | 7.900E-04 | -2.053 | 2.496E-06 | -1.268 | 2.526E-02 |
| LITAF | 2.028 | 3.025E-10 | 1.835 | 1.276E-09 | 1.185 | 3.552E-02 |
| MAT1A | 2.257 | 2.439E-12 | 2.124 | 3.119E-10 | 1.602 | 2.060E-03 |
| NOL4L | -2.692 | 1.994E-08 | -2.302 | 7.576E-07 | -1.286 | 4.901E-02 |
| PRAME | 2.687 | 1.606E-02 | 2.696 | 8.975E-03 | 2.992 | 7.188E-03 |
Table S1: Axl regulated transcripts. Log2-fold changes (Log2FCs) and adjusted p-values (padj) of 8 Axl targets in Axl- vs wt, Axl- vs nick and Axl- vs Axl--wt. wt, HLF; nick, HLF-nickase; Axl-, HLF-Axl-KO; Axl--wt, HLF-Axl-KO-wt-Axl.
10

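Table S1 gives for each gene the log2-fold change of the DESeq2 fit and its p-value adjusted for multiple testing, in Axl-KO against wt, nick and Axl-KO-wt-Axl. In the row of AXL a positive value stands for higher expression in the line with Axl, although the column titles name Axl-KO first. In the authors' deposited tables AXL has 3.20 in wt, 3.23 in nick and 1.26 in Axl-KO-wt-Axl relative to Axl-KO. The same tables give standard errors of the log2-fold change, which Table S1 leaves out.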

## Slide 11
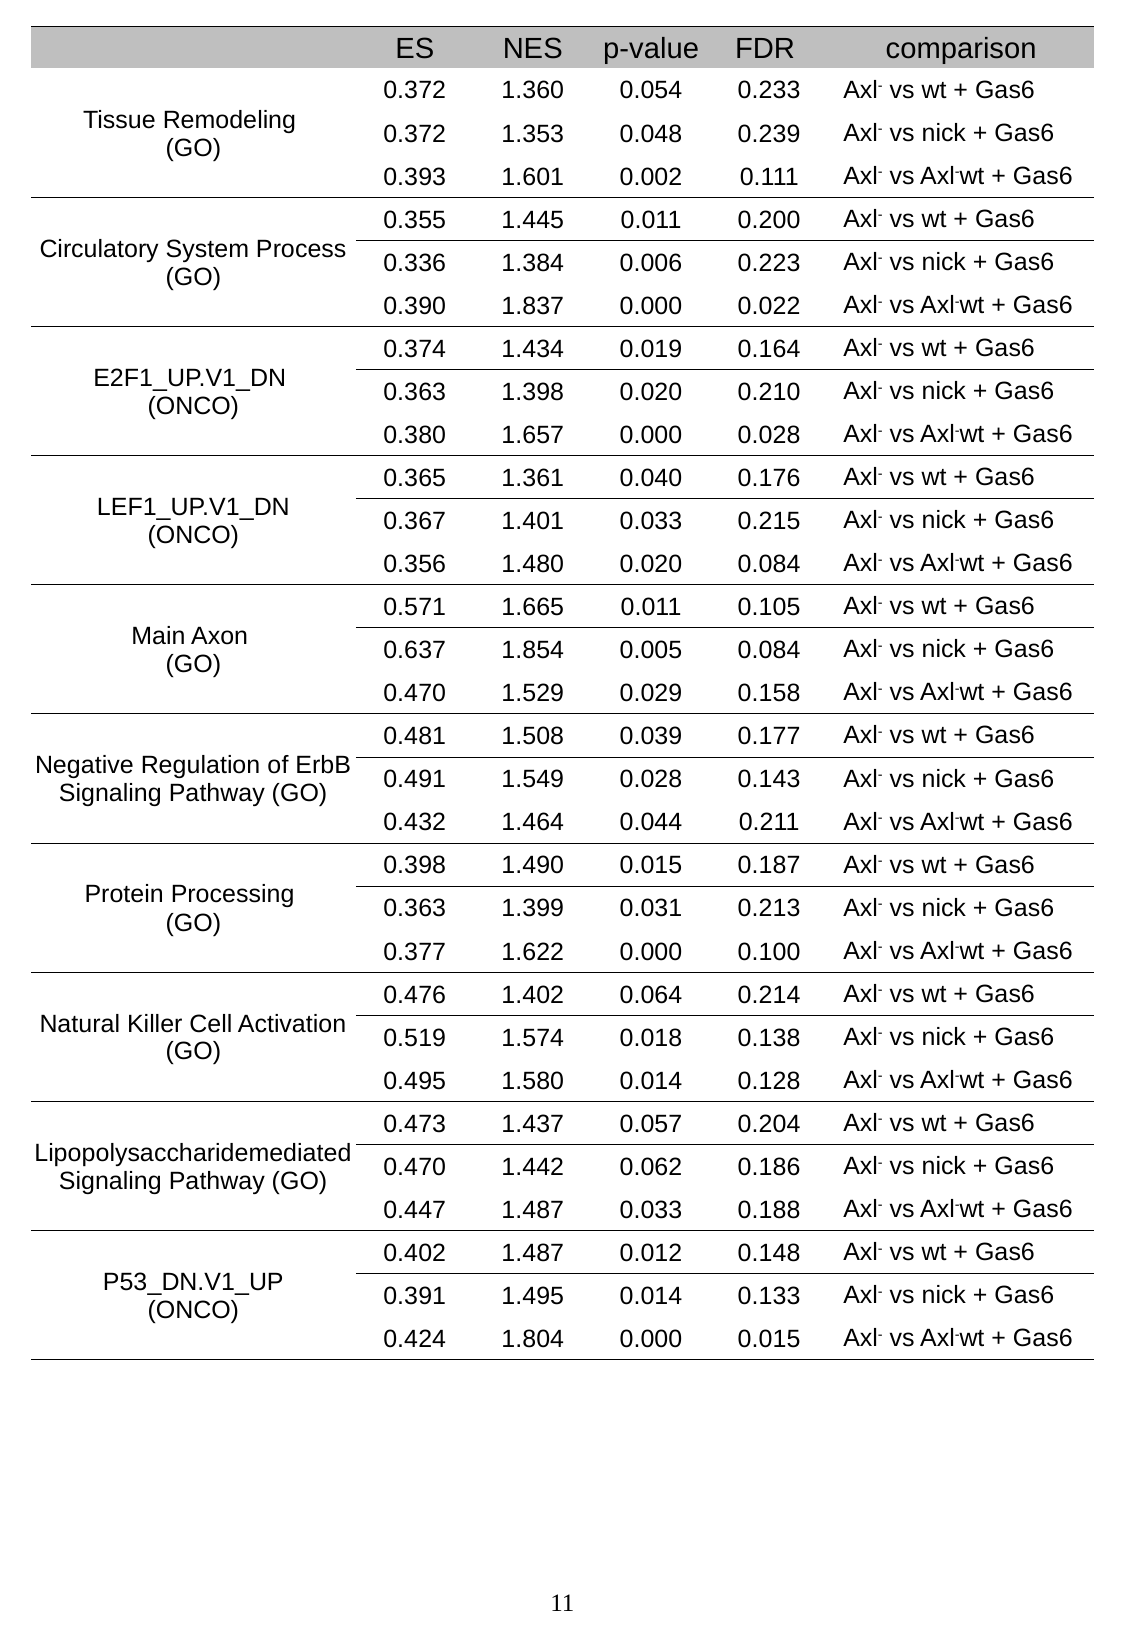

| | ES | NES | p-value | FDR | comparison |
| --- | --- | --- | --- | --- | --- |
| Tissue Remodeling (GO) | 0.372 | 1.360 | 0.054 | 0.233 | Axl- vs wt + Gas6 |
| | 0.372 | 1.353 | 0.048 | 0.239 | Axl- vs nick + Gas6 |
| | 0.393 | 1.601 | 0.002 | 0.111 | Axl- vs Axl-wt + Gas6 |
| Circulatory System Process (GO) | 0.355 | 1.445 | 0.011 | 0.200 | Axl- vs wt + Gas6 |
| | 0.336 | 1.384 | 0.006 | 0.223 | Axl- vs nick + Gas6 |
| | 0.390 | 1.837 | 0.000 | 0.022 | Axl- vs Axl-wt + Gas6 |
| E2F1\_UP.V1\_DN (ONCO) | 0.374 | 1.434 | 0.019 | 0.164 | Axl- vs wt + Gas6 |
| | 0.363 | 1.398 | 0.020 | 0.210 | Axl- vs nick + Gas6 |
| | 0.380 | 1.657 | 0.000 | 0.028 | Axl- vs Axl-wt + Gas6 |
| LEF1\_UP.V1\_DN (ONCO) | 0.365 | 1.361 | 0.040 | 0.176 | Axl- vs wt + Gas6 |
| | 0.367 | 1.401 | 0.033 | 0.215 | Axl- vs nick + Gas6 |
| | 0.356 | 1.480 | 0.020 | 0.084 | Axl- vs Axl-wt + Gas6 |
| Main Axon (GO) | 0.571 | 1.665 | 0.011 | 0.105 | Axl- vs wt + Gas6 |
| | 0.637 | 1.854 | 0.005 | 0.084 | Axl- vs nick + Gas6 |
| | 0.470 | 1.529 | 0.029 | 0.158 | Axl- vs Axl-wt + Gas6 |
| Negative Regulation of ErbB Signaling Pathway (GO) | 0.481 | 1.508 | 0.039 | 0.177 | Axl- vs wt + Gas6 |
| | 0.491 | 1.549 | 0.028 | 0.143 | Axl- vs nick + Gas6 |
| | 0.432 | 1.464 | 0.044 | 0.211 | Axl- vs Axl-wt + Gas6 |
| Protein Processing (GO) | 0.398 | 1.490 | 0.015 | 0.187 | Axl- vs wt + Gas6 |
| | 0.363 | 1.399 | 0.031 | 0.213 | Axl- vs nick + Gas6 |
| | 0.377 | 1.622 | 0.000 | 0.100 | Axl- vs Axl-wt + Gas6 |
| Natural Killer Cell Activation (GO) | 0.476 | 1.402 | 0.064 | 0.214 | Axl- vs wt + Gas6 |
| | 0.519 | 1.574 | 0.018 | 0.138 | Axl- vs nick + Gas6 |
| | 0.495 | 1.580 | 0.014 | 0.128 | Axl- vs Axl-wt + Gas6 |
| Lipopolysaccharidemediated Signaling Pathway (GO) | 0.473 | 1.437 | 0.057 | 0.204 | Axl- vs wt + Gas6 |
| | 0.470 | 1.442 | 0.062 | 0.186 | Axl- vs nick + Gas6 |
| | 0.447 | 1.487 | 0.033 | 0.188 | Axl- vs Axl-wt + Gas6 |
| P53\_DN.V1\_UP (ONCO) | 0.402 | 1.487 | 0.012 | 0.148 | Axl- vs wt + Gas6 |
| | 0.391 | 1.495 | 0.014 | 0.133 | Axl- vs nick + Gas6 |
| | 0.424 | 1.804 | 0.000 | 0.015 | Axl- vs Axl-wt + Gas6 |
11

## Slide 12
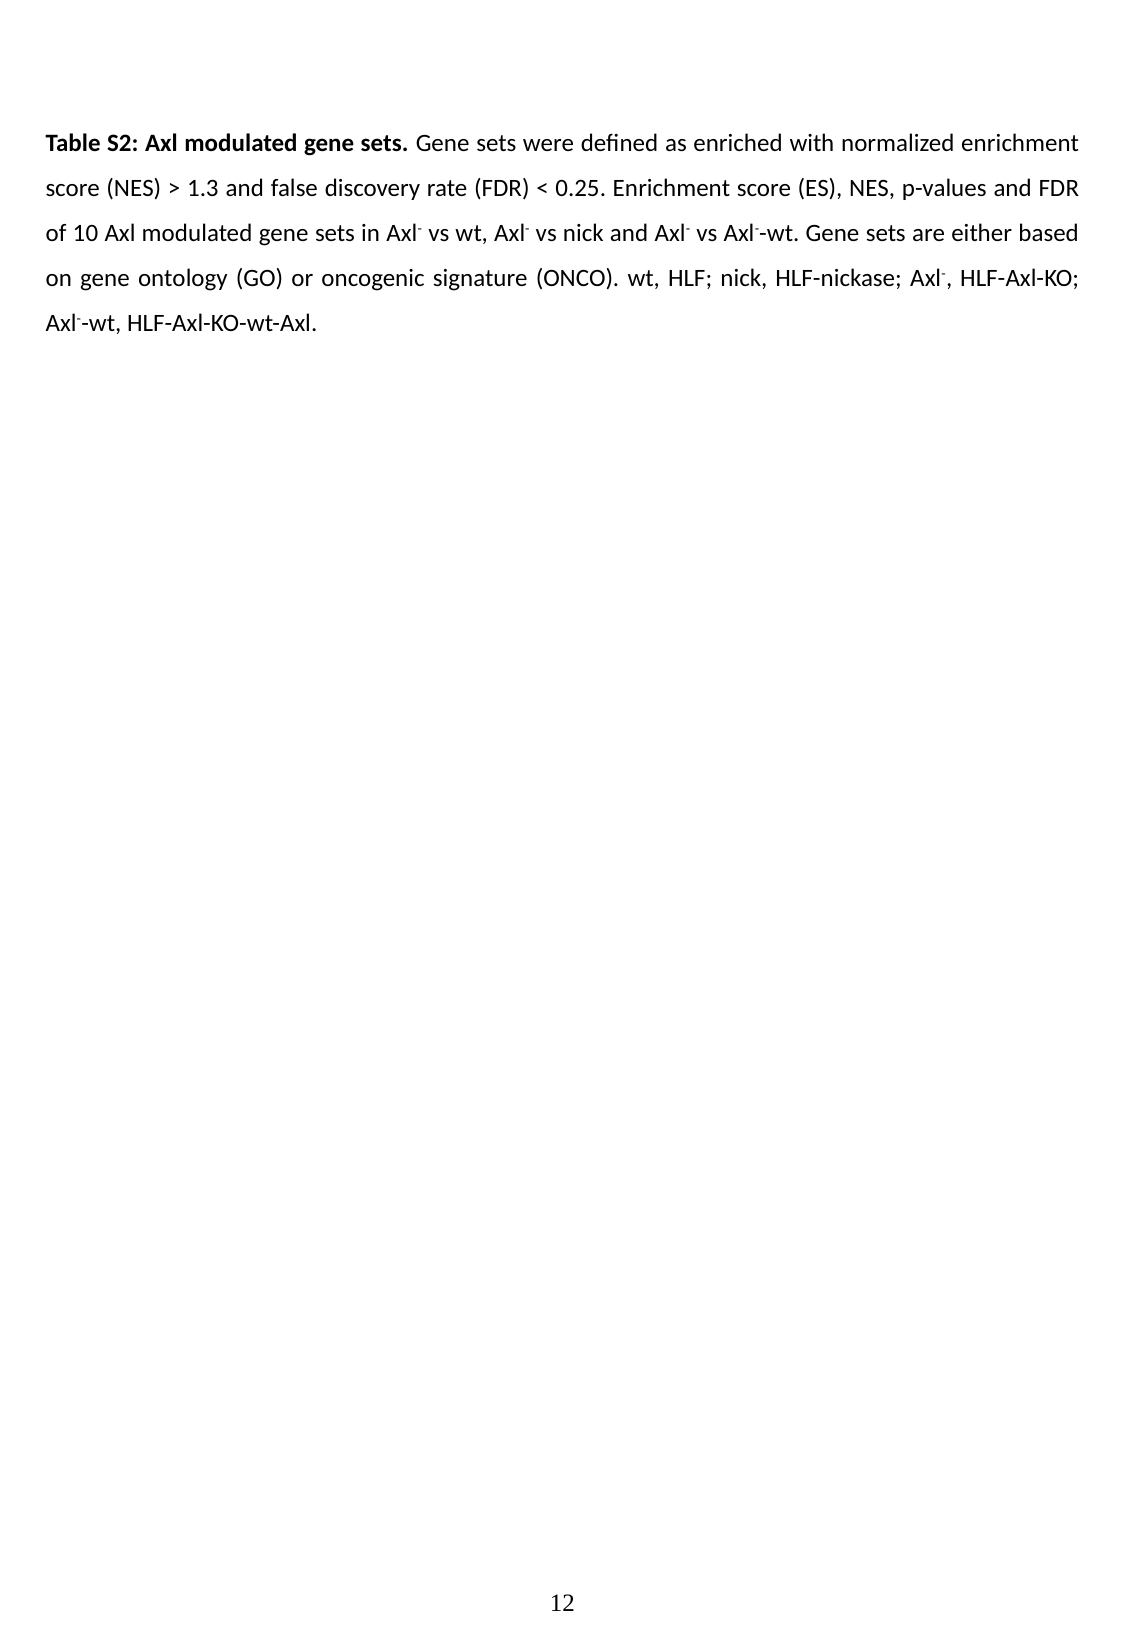

Table S2: Axl modulated gene sets. Gene sets were defined as enriched with normalized enrichment score (NES) > 1.3 and false discovery rate (FDR) < 0.25. Enrichment score (ES), NES, p-values and FDR of 10 Axl modulated gene sets in Axl- vs wt, Axl- vs nick and Axl- vs Axl--wt. Gene sets are either based on gene ontology (GO) or oncogenic signature (ONCO). wt, HLF; nick, HLF-nickase; Axl-, HLF-Axl-KO; Axl--wt, HLF-Axl-KO-wt-Axl.
12

## Slide 13
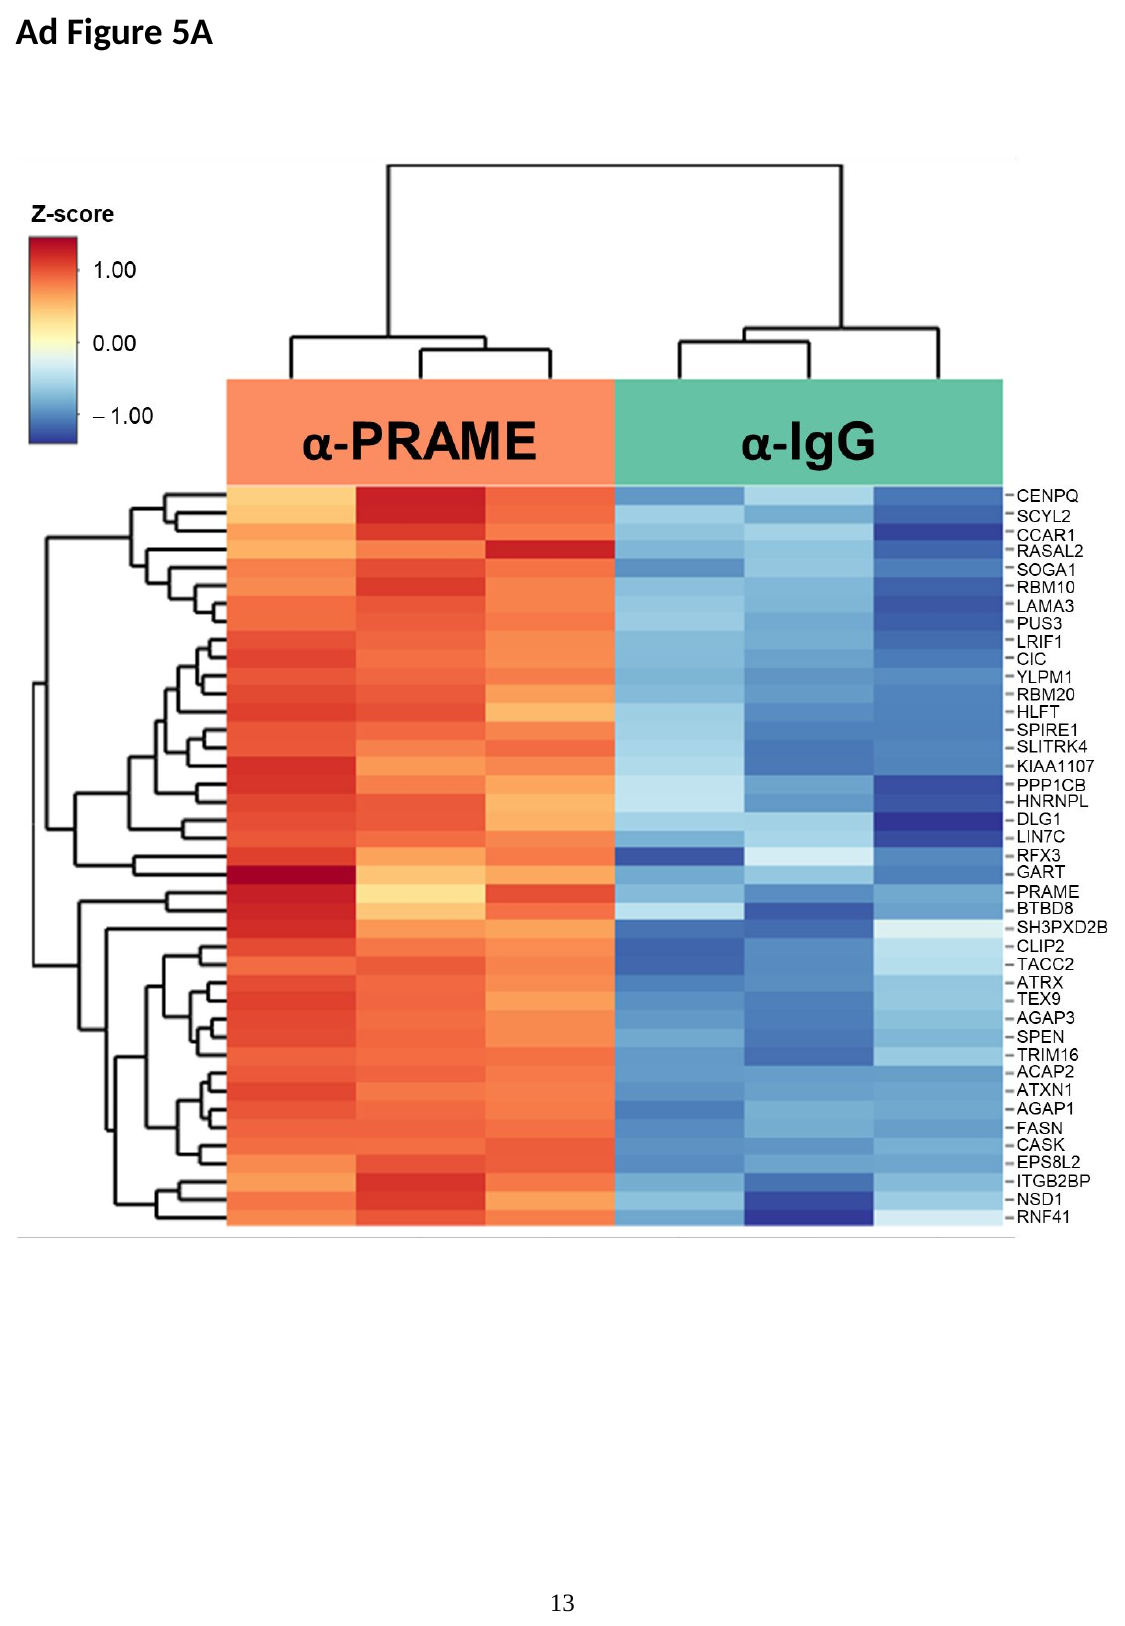

Ad Figure 5A
13

## Slide 14
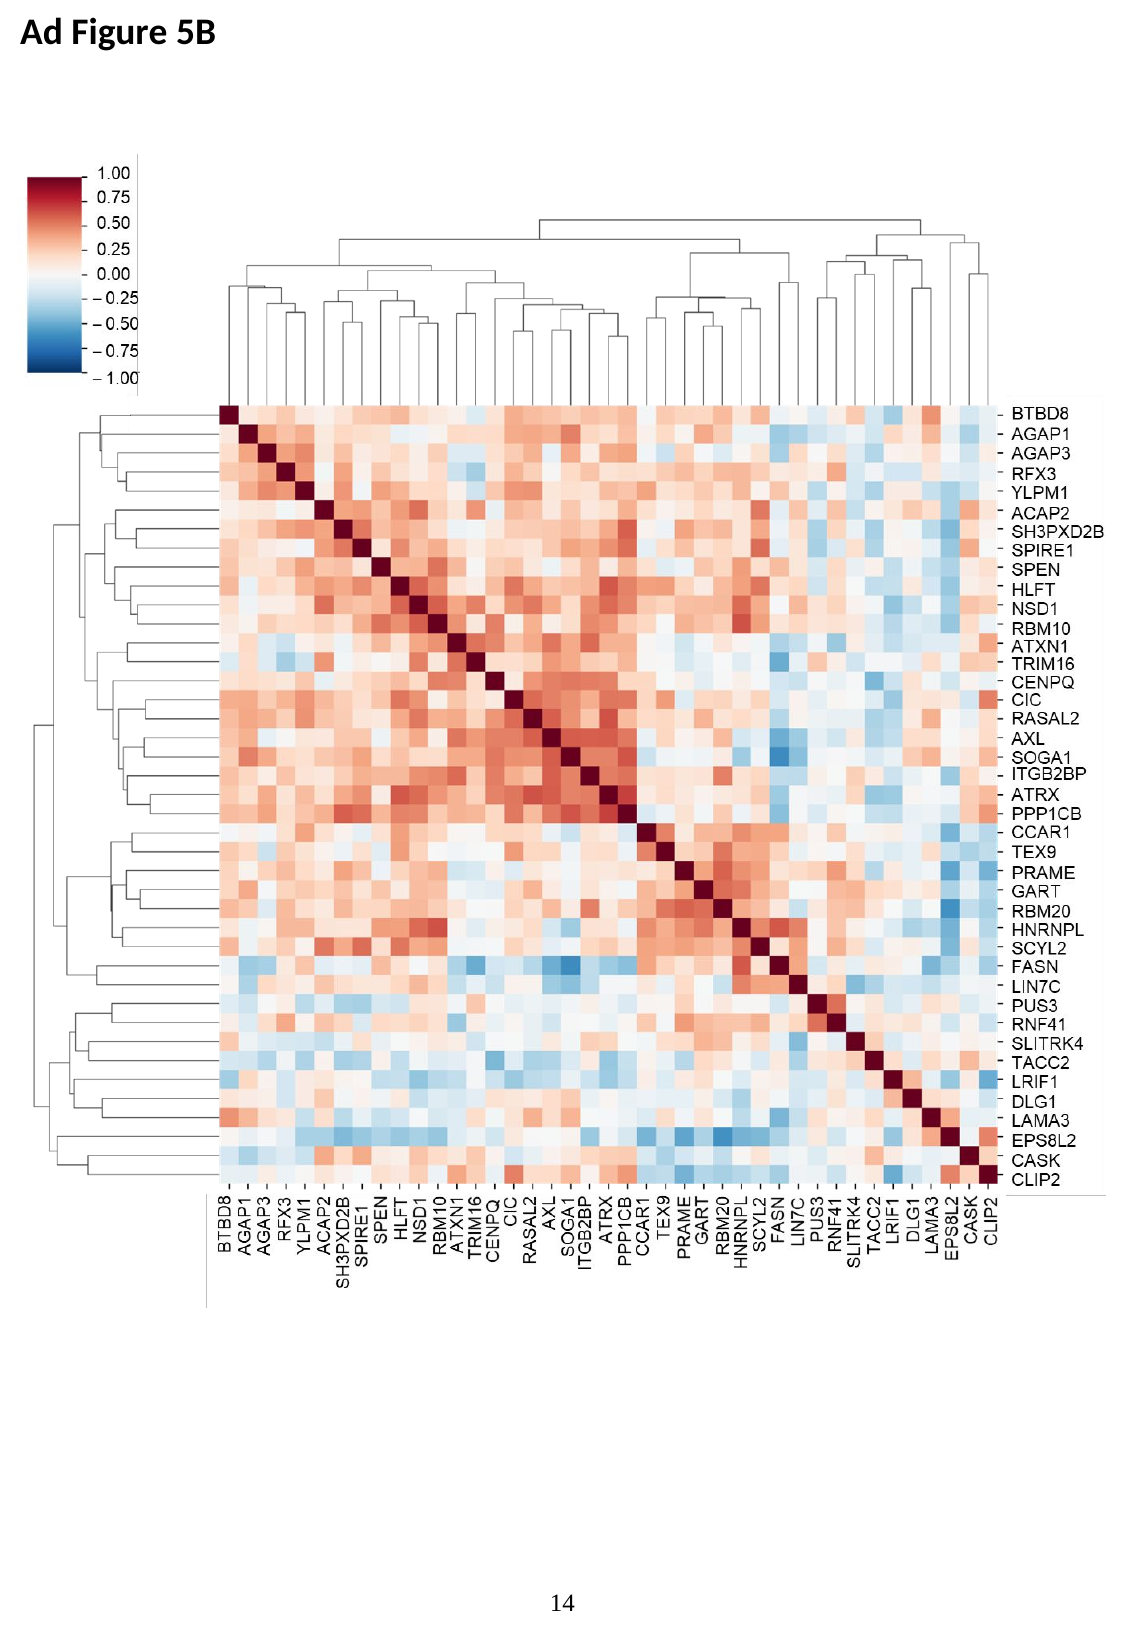

Ad Figure 5B
14

## Slide 15
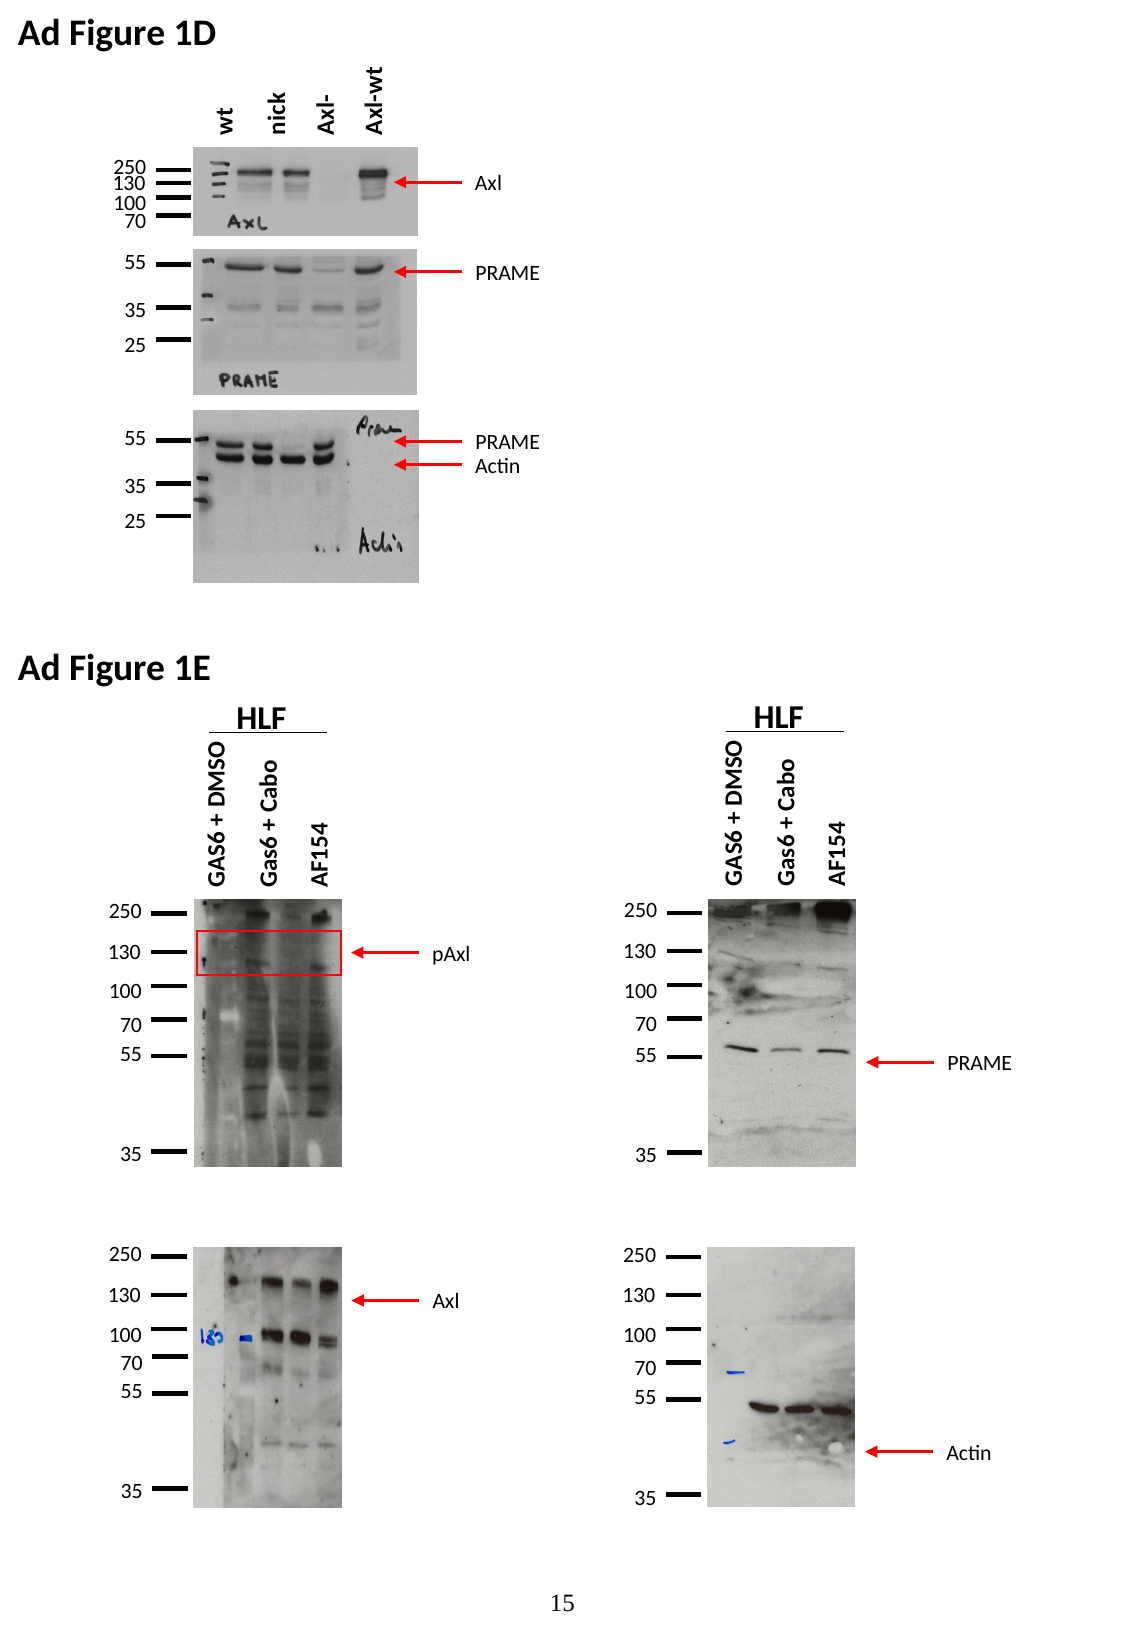

Ad Figure 1D
Axl-wt
nick
Axl-
wt
250
Axl
130
100
70
55
PRAME
35
25
55
PRAME
Actin
35
25
Ad Figure 1E
HLF
GAS6 + DMSO
Gas6 + Cabo
AF154
250
130
100
70
55
PRAME
35
HLF
GAS6 + DMSO
Gas6 + Cabo
AF154
250
130
pAxl
100
70
55
35
250
130
Axl
100
70
55
35
250
130
100
70
55
35
Actin
15

## Slide 16
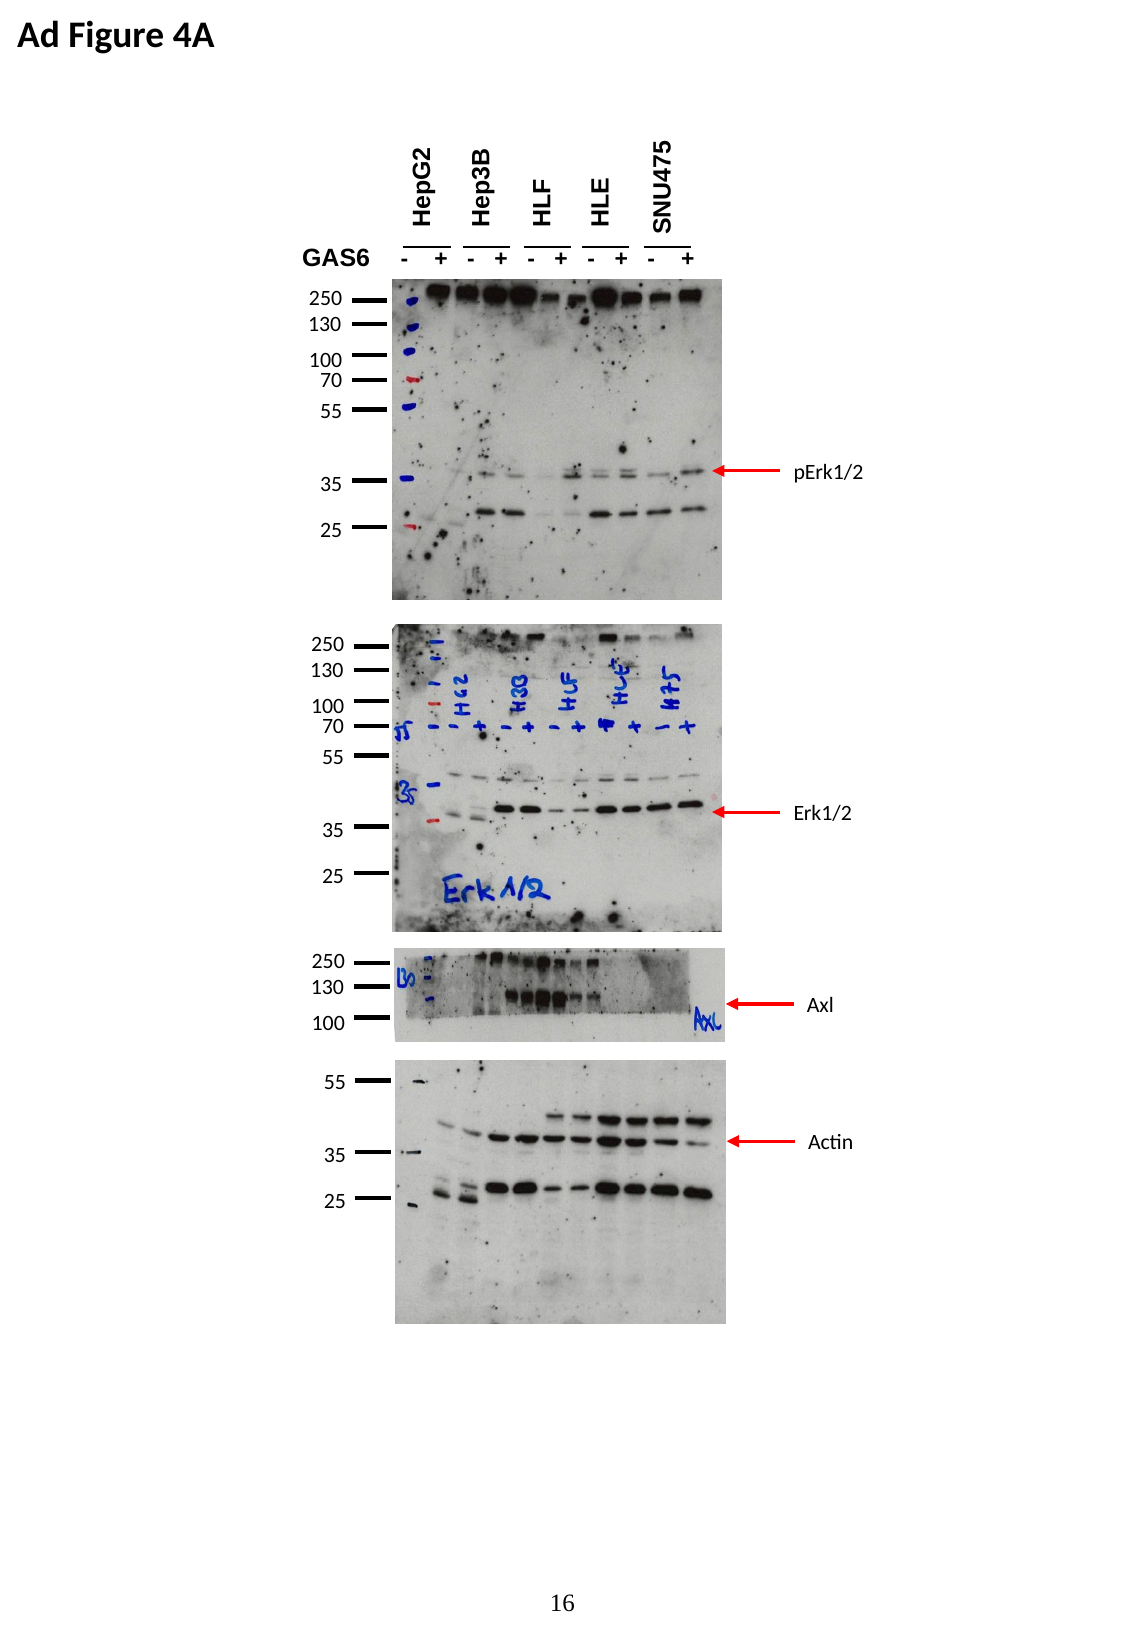

Ad Figure 4A
HepG2
Hep3B
HLF
HLE
GAS6
- + - + - + - + - +
SNU475
250
130
100
70
55
pErk1/2
35
25
250
130
100
70
55
Erk1/2
35
25
250
130
Axl
100
55
Actin
35
25
16

## Slide 17
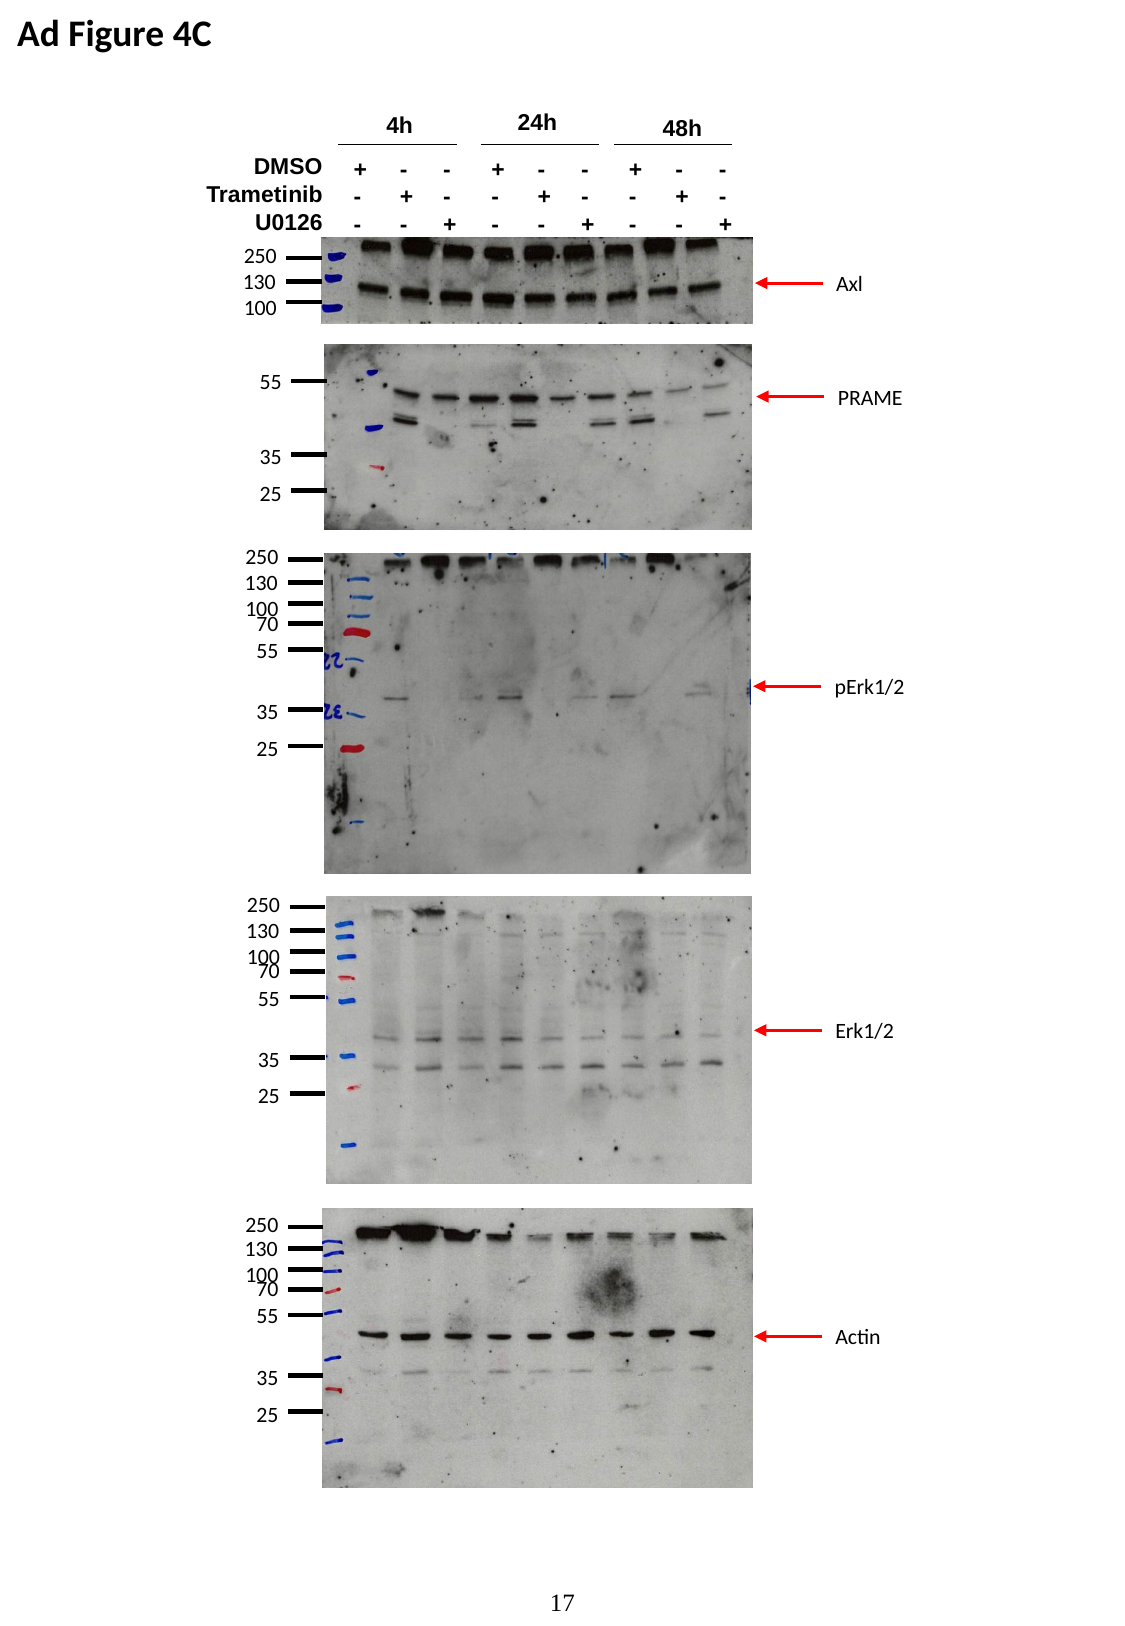

Ad Figure 4C
24h
4h
48h
DMSO
Trametinib
U0126
+
-
-
-
+
-
-
-
+
+
-
-
-
+
-
-
-
+
+
-
-
-
+
-
-
-
+
250
130
100
Axl
55
35
25
PRAME
250
130
100
70
55
35
25
pErk1/2
250
130
100
70
55
35
25
Erk1/2
250
130
100
70
55
35
25
Actin
17

## Slide 18
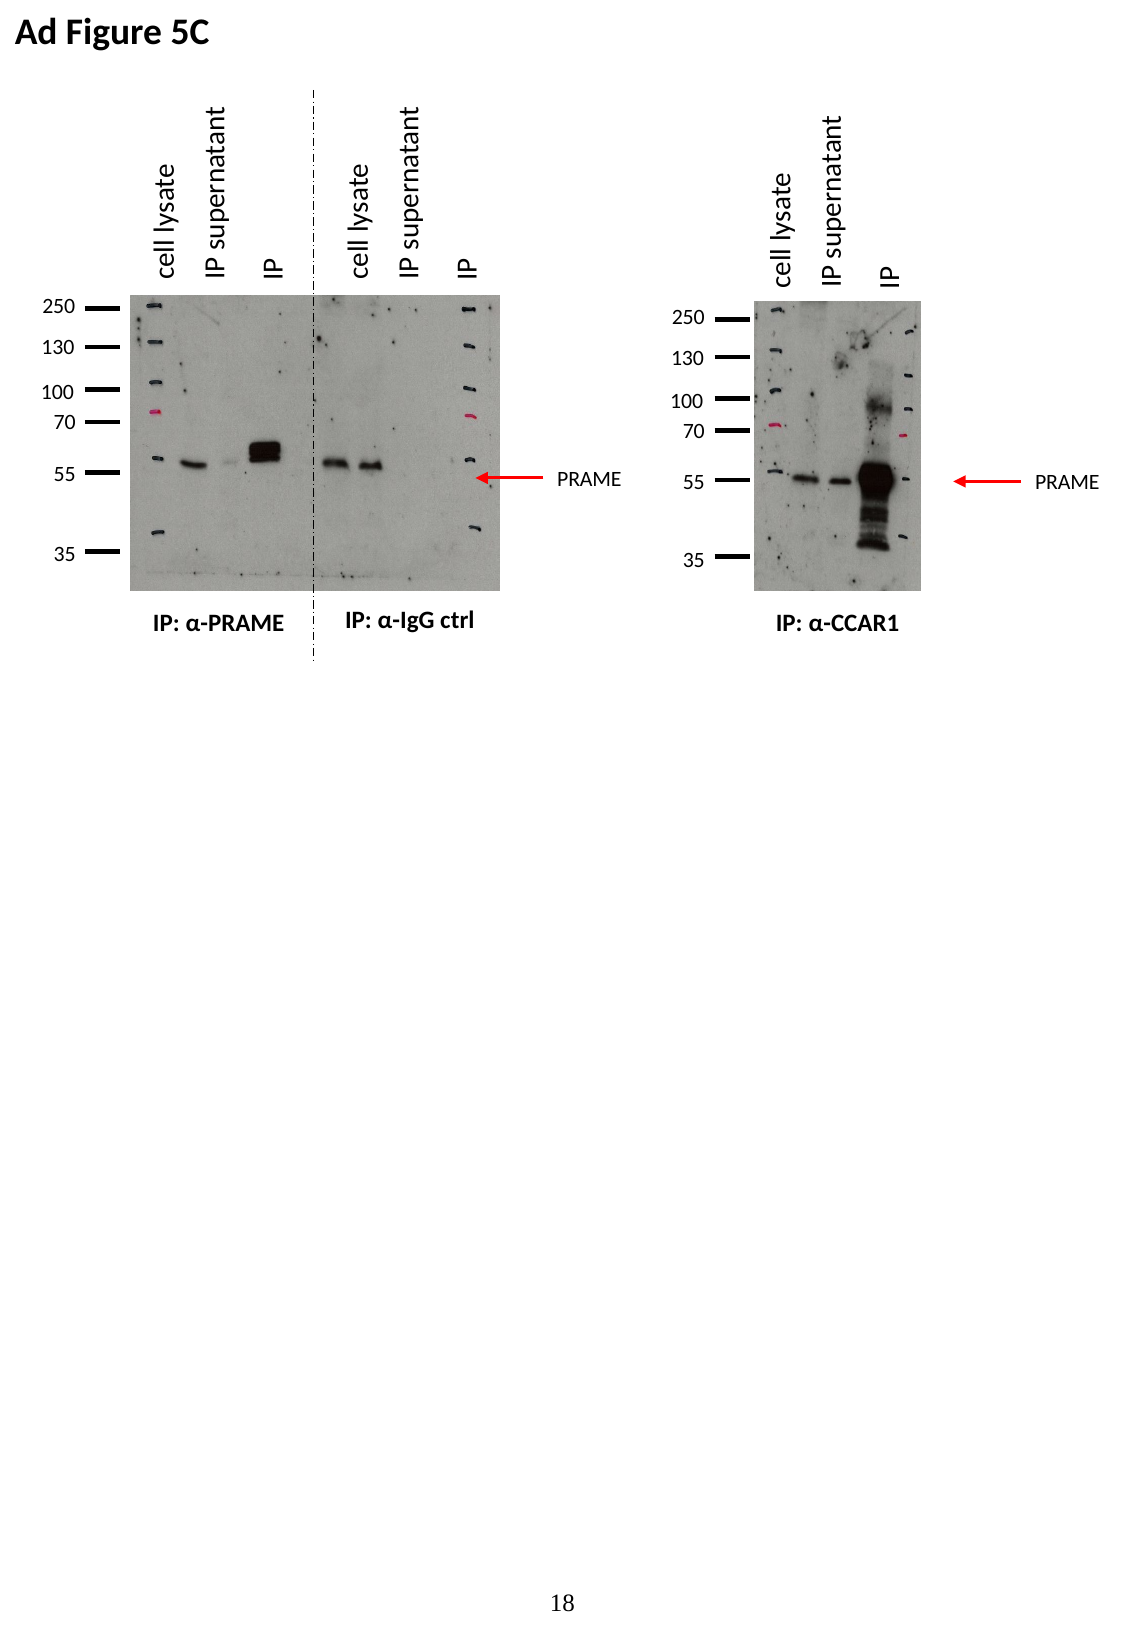

Ad Figure 5C
IP supernatant
IP supernatant
cell lysate
cell lysate
IP
IP
250
130
100
70
55
35
PRAME
IP: α-IgG ctrl
IP: α-PRAME
IP supernatant
cell lysate
IP
250
130
100
70
55
35
PRAME
IP: α-CCAR1
18

## Slide 19
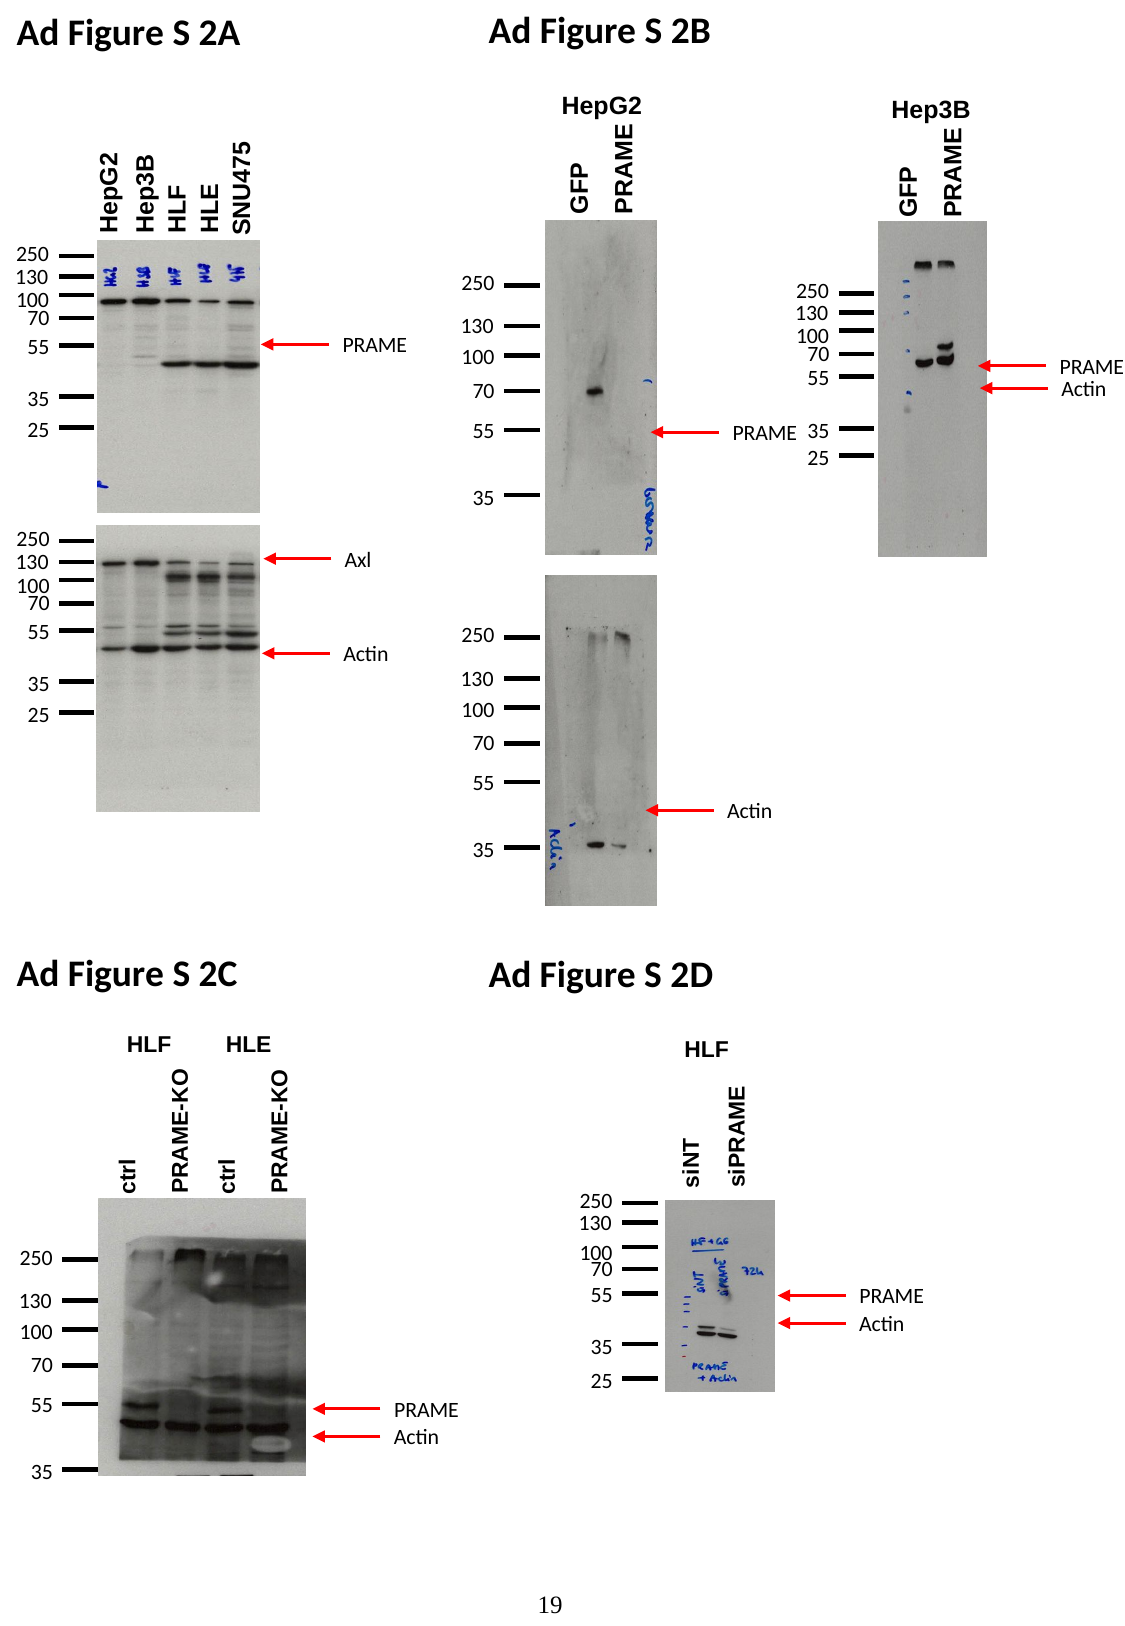

Ad Figure S 2B
Ad Figure S 2A
HepG2
PRAME
GFP
250
130
100
70
55
35
PRAME
Hep3B
PRAME
GFP
250
130
100
70
PRAME
55
Actin
35
25
SNU475
HepG2
Hep3B
HLE
HLF
250
130
100
70
PRAME
55
35
25
250
Axl
130
100
70
55
Actin
35
25
250
130
100
70
55
35
Actin
Ad Figure S 2C
Ad Figure S 2D
HLE
HLF
PRAME-KO
PRAME-KO
ctrl
ctrl
250
130
100
70
55
PRAME
Actin
35
HLF
siPRAME
siNT
250
130
100
70
55
PRAME
Actin
35
25
19

## Slide 20
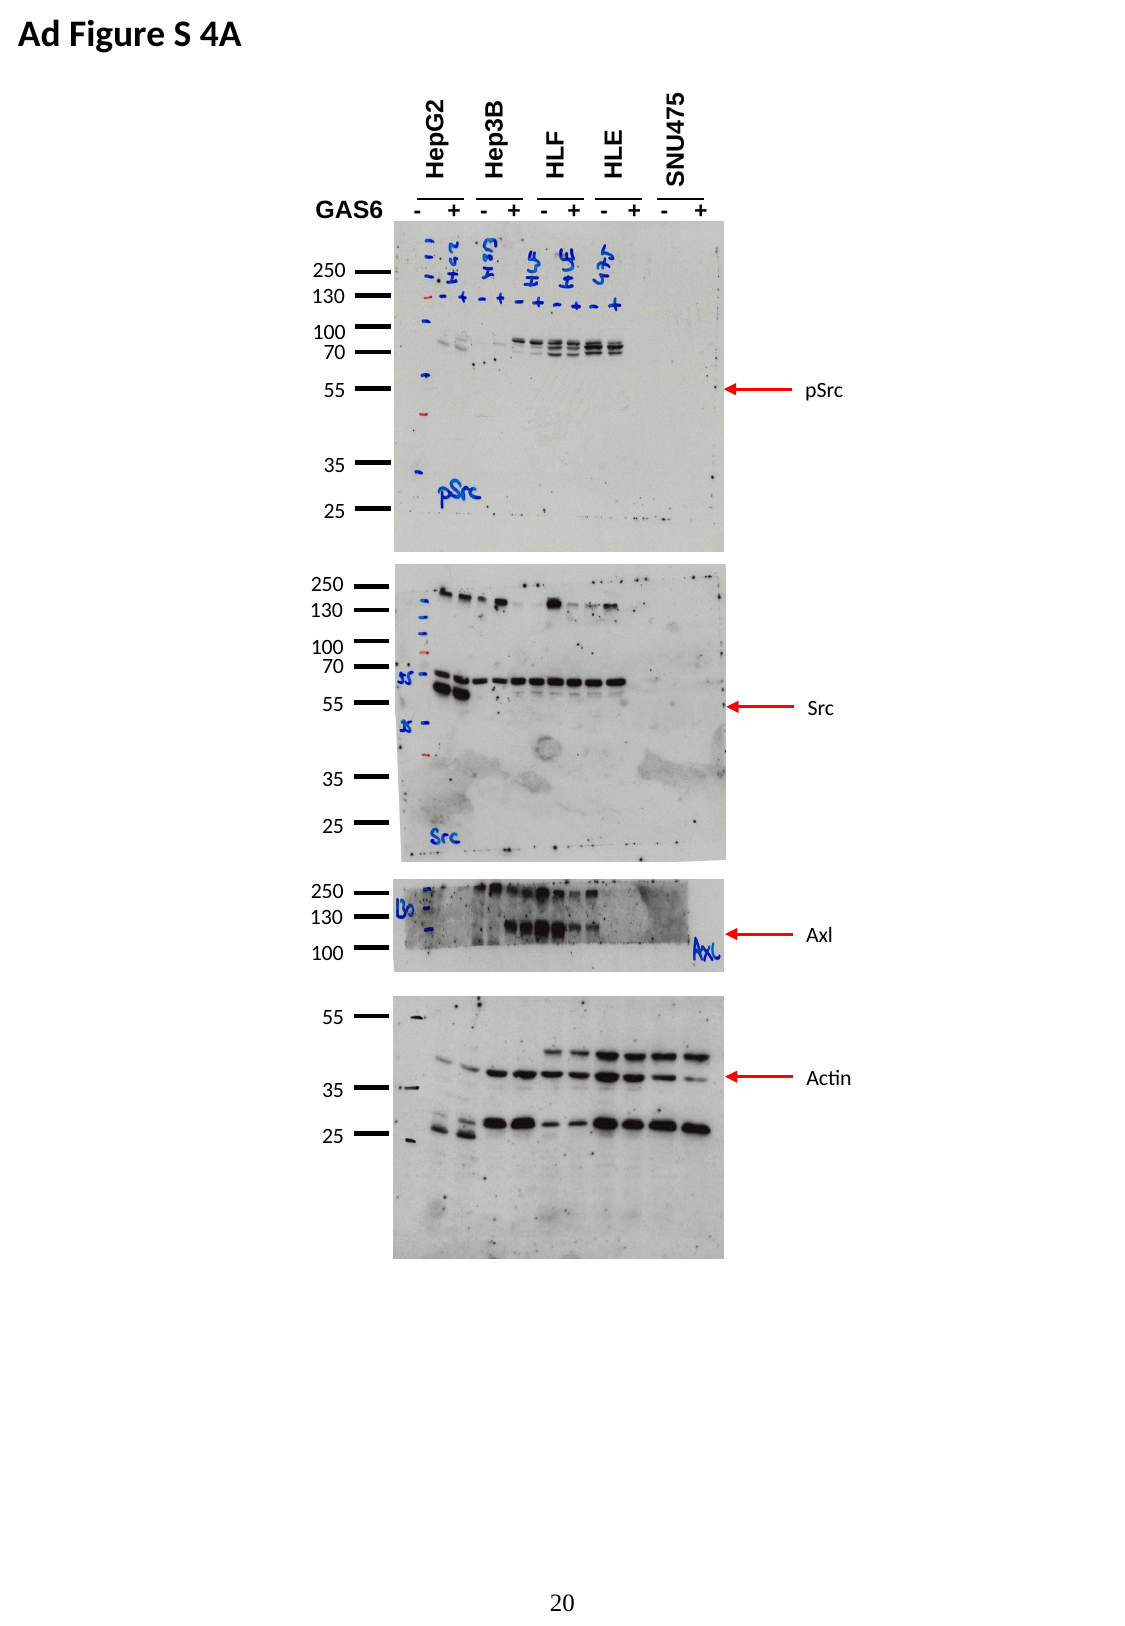

Ad Figure S 4A
SNU475
HepG2
Hep3B
HLF
HLE
GAS6
- + - + - + - + - +
250
130
100
70
55
pSrc
35
25
250
130
100
70
55
Src
35
25
250
130
Axl
100
55
Actin
35
25
20

## Slide 21
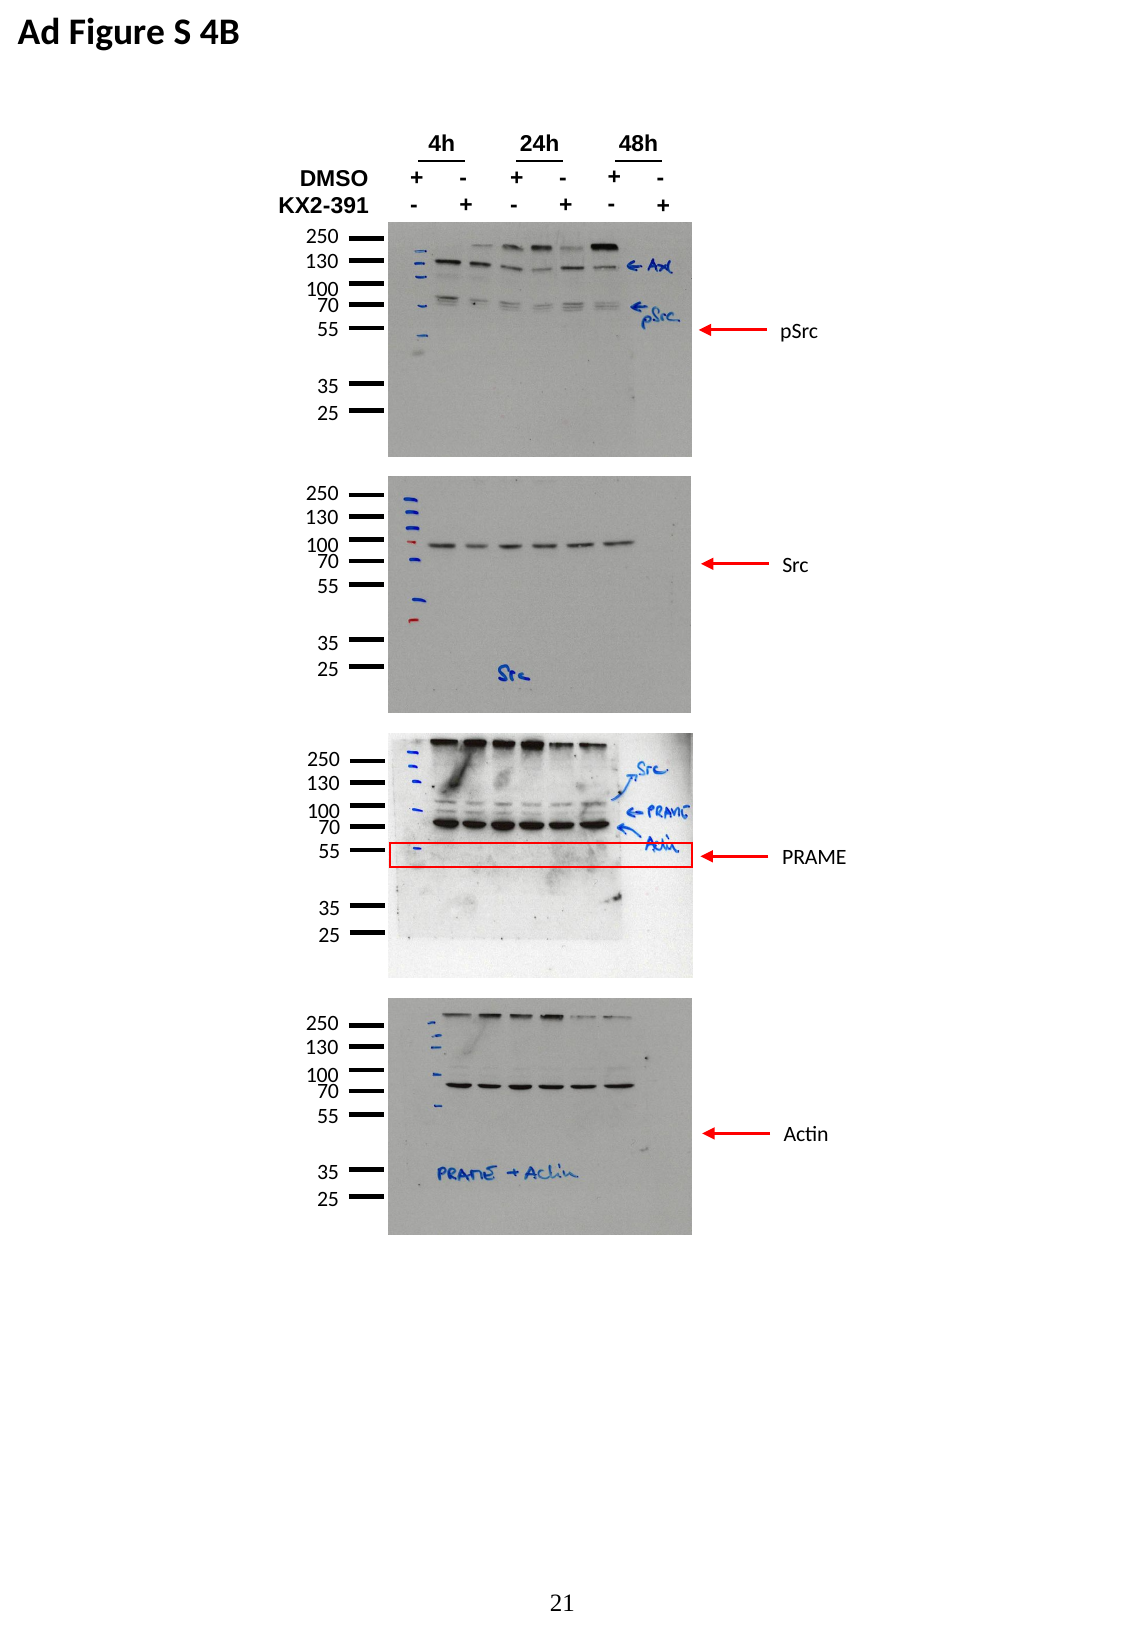

Ad Figure S 4B
4h
24h
48h
+
-
+
-
+
-
-
+
-
+
-
+
DMSO
KX2-391
250
130
100
70
55
pSrc
35
25
250
130
100
70
Src
55
35
25
250
130
100
70
55
PRAME
35
25
250
130
100
70
55
Actin
35
25
21

How the deposited data were processed for this re-analysis (not part of the article)

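RNA of 4 lines of the human HCC cell line HLF, each with 3 libraries, was sequenced by the authors after 24 h with 500 ng/mL Gas6. Libraries were assigned to lines by the submitters' labels. The submitters' processing notes name cutadapt 1.12, STAR 2.7.3a, R 4.0.0 and GRCh38.p13. The 5 deposited tables each compare 1 pair of lines and hold the authors' DESeq2 results, that is log2 fold changes with their standard errors, p-values and p-values adjusted for multiple testing, and mean normalized counts. The 6 library columns of each table are a score without a stated unit in the deposited files, whole numbers that behave as variance-stabilized values set back to a linear scale after removal of the replicate effect. The correlation between the deviations of same-numbered libraries was -0.999 in every table, since removal of a shared effect leaves equal and opposite deviations in 2 groups. The SDs of the groups therefore mirror each other, and the 3 differences between same-numbered libraries carry the information. The tables write decimal points as commas, also inside gene names, which were turned back.

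The direction of the authors' log2 fold change was settled for each table from the library columns of genes with a mean normalized count over 1000. The computations used limma 3.58.1 in R 4.3.3 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Each table was fitted on its own on log2(value + 1) with the replicate number as a block, and p-values were adjusted by Benjamini-Hochberg over all genes of the table, from 13605 to 13752. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1 in the authors' deposited table. The sequencing depth per library is not given by values of this kind, so that no counting interval was computed.

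The design written before the data were examined expected counts, or normalized values of all 12 libraries in 1 fit, and the files held neither. A fit over all 12 libraries was not run, because the tables had been normalized separately, and tests on counts were not run. The design named the preparation date as a covariate where the files give it and otherwise no covariate, and it set a replicate block taken from the library numbers only as an alternative. The labels give no dates, but the tables are named for a preparation date and number their library columns 1 to 3. The block was then made part of the reported fit and the fit without it the alternative, an exchange made after both had been seen. The block and the rule that takes the fold from the authors were settled only after fits with and without the block, with an intensity trend and with the fold of the library values had been run and the overlap of their calls with the authors' calls had been seen. The counts under each of these are given with the dependence on the processing.

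The test was checked on simulated data with the spread of each table, in which genes with a difference of 0.3 on the log2 scale of the library values were recovered at 98.5%, 95.5%, 88.1%, 100% and 98.5% for wt and Axl-KO, nick and Axl-KO, Axl-KO-wt-Axl and Axl-KO, wt and nick, and wt and Axl-KO-wt-Axl. The simulated false calls were 14, 14, 9, 7 and 12 with the block. The simulated noise was normal with moderated spreads, so genes with an outlying spread were not represented. Gene lists were tested with camera at a preset correlation of 0.01 and again with an estimated one, which rests on 2 residual degrees of freedom, and with fry. In each simulated table the 1 shifted list of 25 was called by camera with the preset correlation, and no other. The gene lists and the rule for the genes named in the text were set before the data were examined. The rule takes AXL and the 8 targets, whose values in Table S1 had been seen, and the genes of the final overlap. It adds the 10 largest log2 fold changes in each direction for each comparison with Axl-KO, and the 5 largest for each control comparison, among the called genes changed alike in all 3 replicates. From the gene lists it takes 2 to 4 members at an adjusted p under 0.05 with the largest log2 fold change between wt and Axl-KO. CPM, all members of lists with 5 or fewer changed genes, and the chromosome parts were chosen after their values were seen.

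Positions are from the Gencode v44 annotation of GRCh38, whereas the authors used an earlier Gencode release on GRCh38.p13. Chromosome blocks were described by the median of the authors' log2 fold change in bins of 10 Mb with at least 15 genes of a mean normalized count of at least 50. Binding cores near PRAME were counted in the reference sequence, within 1000 bases of the start of the canonical transcript. Alternatives tried were other pseudocounts, thresholds and low-expression filters, the fit without the block, each replicate left out, the authors' p-values, and other rules for the overlap and the gene lists.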

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

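The tests of a chance order of the genes, of a loss of Axl signaling and of DNA copy number, and the chromosome parts named here, were chosen only after the bins had been seen.

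Genes of whole chromosome parts, which the paper does not discuss, differed between Axl-KO and wt by more than any bin differed between wt and nick. In wt relative to Axl-KO the median of the authors' log2 fold change was 0.42 on chromosome 19 from 30 Mb to the end, where AXL lies, 0.47 on chromosome 21, 0.43 on chromosome 1 up to 30 Mb and -0.25 on chromosome 10 from 80 to 120 Mb, whereas in Axl-KO-wt-Axl relative to Axl-KO it was -0.08, 0.01, 0.01 and 0.07. The chromosome 19 part was not uniform in Axl-KO-wt-Axl. Its genes from 30 to 40 Mb had a median of -0.43 relative to Axl-KO, and of 1.06 in wt relative to Axl-KO-wt-Axl. Of 204 bins 25 passed the highest absolute median between wt and nick, 0.175, and 20 of these passed it in nick, which shares the Axl-KO libraries, whereas the other 5 only had the same sign there. This bound was itself part of a regional shift between wt and nick. On chromosome 10 the bins from 0 to 40 Mb had medians of -0.142, -0.150, -0.169 and -0.175. In the part of chromosome 10 from 80 to 120 Mb, the bins starting at 80 and 110 Mb, with -0.1645 and -0.1663 in wt relative to Axl-KO, did not pass. Random orders of the genes gave as many bins past the bound in 0 of 1000 cases, and 92% of the 25 bins stayed past it after a fit on GC content and length. These values argue against chance order and gene composition as the whole source. In Axl-KO-wt-Axl 48% of the 25 bins moved back. This does not settle a loss of Axl signaling, because the tags of AXL came back there only in part, with a ratio of 0.393. Whether the introduced AXL carries the native transcript end that these tags read was not tested, so the true return of AXL is unknown. A difference in DNA copy number between the Axl-KO cells and the parental cells is a hypothesis that these values leave open, since with bins chosen on every second gene 85.7% of the 524 genes left out of the choice lay on the side of their bin, but RNA alone does not separate dosage from any other change of a whole block.

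PRAME had its smallest difference in replicate 3, with a ratio of 0.357 to the mean of replicates 1 and 2 in wt relative to Axl-KO, and AGPAT3, KIF6, LITAF and POSTN also had theirs in replicate 3 in all 3 comparisons with Axl-KO. Cells with Axl in the Axl-KO library of replicate 3 would lower this ratio alike for the 100 genes that rose most, and their median ratio was 1.02 with quartiles of 0.834 and 1.26, which argues against it as the whole source. The ratio of AXL was 0.844, and a small share stays open. Counting noise at this level is argued against too, since the SD of the 3 PRAME differences, 0.385, lay at percentile 99.9 among 2546 genes of similar abundance. All 3 comparisons use the same Axl-KO libraries. The authors' standard error for PRAME was 0.72 to 0.81 relative to Axl-KO, against 0.15 between wt and nick. The spread of PRAME thus lay mostly in the Axl-KO libraries. No biological explanation was tested, since the design names none for a replicate.

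Of the 317 genes changed in Axl-KO and tested with Axl reconstituted, 300 were not called there. Of the 300 genes 17.0%, and 16.1% of all 397 that had changed, lay in the bins past the bound, against 13.0% of all genes. Genes outside the tested bins were counted as outside. A call needed an absolute log2 fold change above 1, whereas the highest bin median between wt and Axl-KO was 0.57, so high shares could hardly have arisen. These shares therefore do not decide what the blocks contributed. A partial return of AXL RNA stays open. The median recovery was 0.0524, which met the bound of 0.1 written beforehand against it, but that bound was poorly chosen, because the quartiles of -0.187 and 0.307 show genes going both ways and such a median decides little. The reading was changed after the value had been seen, from an exclusion to an undecided one.

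The mitochondrially encoded genes were lower in wt than in Axl-KO-wt-Axl, with a median log2 fold change of -0.92 in the authors' deposited table, against -0.12 between wt and nick. As a list they passed camera with the preset correlation in both comparisons (adjusted p = 3.57e-13 and 2.95e-10). With an estimated correlation they passed in neither (adjusted p = 0.770 and 0.562). In the final overlap 3 genes that the paper does not discuss stood beside its targets, KIF6 with a log2 fold change of -2.48, POSTN with -3.42 and SNX10 with 4.63 in Axl-KO-wt-Axl relative to Axl-KO in the authors' deposited table. None of the 3 stays in the overlap under the authors' p-values, with adjusted p in the authors' deposited table of 0.0558 for KIF6 in wt, 0.0579 for POSTN in nick, and 0.184 and 0.228 for SNX10 in nick and Axl-KO-wt-Axl relative to Axl-KO. COL3A1 with -2.67, CPM with 1.29, GLMP with -2.00 and TIMP3 with 1.72 in Axl-KO-wt-Axl relative to Axl-KO in the authors' deposited table differed in direction from wt, and the comparison of wt with Axl-KO-wt-Axl passed limma for all 4.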

How the results depend on the processing

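The splits, the library difference above 1, the authors' calls, the intensity trend, the counts with no fold threshold and the gene list runs over replicates, block and pseudocount were added after the data were examined. Counts are for wt and Axl-KO, nick and Axl-KO, Axl-KO-wt-Axl and Axl-KO, wt and nick, and wt and Axl-KO-wt-Axl, in this order (595, 548, 57, 15 and 775 as reported). No direction of a called named gene turned. Without the replicate block, the fit set as the main one before the data were examined and exchanged after both were seen, the counts were 1030, 984, 288, 98 and 1286, and the final overlap held 45 genes in place of 9, all 9 among them. The simulated false calls of that fit, 322, 267, 346, 334 and 269, show that it overstates calls on values with the replicate effect removed. With 1 replicate left out, which leaves 1 residual degree of freedom, every count and the overlap were 0 to 0, with no direction to give. At an unadjusted p under 0.05 limma then gave 1981 to 2465, 1824 to 2615, 586 to 1399, 554 to 618 and 2548 to 2784 genes, where chance gives 680 to 688, so that wt and nick, and Axl-KO-wt-Axl and Axl-KO without replicate 1, lie below chance. PRAME kept its direction with values of 0.63 to 1.00, 0.77 to 1.17 and 0.93 to 1.26 in wt, nick and Axl-KO-wt-Axl relative to Axl-KO, and passed in none.

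At an adjusted p under 0.01 the counts were 357, 342, 25, 6 and 539, the overlap 2 and the share of the called genes that went in the direction of wt 50% in place of 76.5%. A log2 fold change above 0.58 gave 1018, 1025, 87, 19 and 1402 and an overlap of 16, with only 7 of the 9 reported genes in it. One above 1.5 gave 34 in Axl-KO-wt-Axl and 471 in wt and Axl-KO-wt-Axl. With no fold threshold 1515, 1651, 140, 44 and 2374 passed, and with a library difference above 1 there were 16, 28, 3, 0 and 32, with an overlap of 0, as the library values are compressed. The authors' p-values and their calls both gave 5 for wt and nick. Without the exclusion of genes called between wt and Axl-KO-wt-Axl the overlap was 17. Lists passing were 6, 5 and 9 for the comparisons with Axl-KO and 0, 0 and 0 with an estimated correlation. That setting rests on 2 residual degrees of freedom and could hardly let a list pass. For nick there were 2 at a preset correlation of 0.05, 3 ranked by the authors' log2 fold change, 3 without the 8 targets, 0 without the block and 0 to 4 with a replicate left out. Beyond a count's own construction the cause was not tested. Other pseudocounts and a mean normalized count of at least 10 kept the called genes, the final overlap and the lists passing within 1.5 times, but genes called in neither comparison with Axl-KO-wt-Axl fell from 93 to 61 with that minimum. Among values of named genes 2 lost and 29 gained significance without the block, 65 lost it at 0.01, and 249 lost it with each replicate left out. With 10 splits of 6 libraries the share cannot fall under 0.1. The real splits gave 1515, 1651, 140, 44 and 2374 genes and the highest other 2, 2, 4, 2 and 0, with 1 split as large in each, and 0 among the other splits that part all 3 pairs. Depth is unknown and limits nothing that could be computed here. Tests on counts and a fit over all 12 libraries were not run.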

Differences from the paper's values

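For AGPAT3 in Axl-KO-wt-Axl and Axl-KO the paper's Table S1 gives a log2 fold change of -2.327, and the authors' deposited table 2.42 with higher AGPAT3 in Axl-KO-wt-Axl, the direction drawn in Fig. 1B. For ALDH1A1 the paper's Table S1 gives adjusted p of 1.064E-11 for nick and 6.110E-05 for Axl-KO-wt-Axl, the values it also gives for AGPAT3, and the authors' deposited tables give 2.94e-08 and 0.0277. These are values of the authors' own fit, to which none of the alternatives set before the data were examined applies.

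Between wt and nick 15 genes were called, against about 5 in Fig. 1A, read by eye. Both use an adjusted p under 0.05 and an absolute log2 fold change above 1, but the p here is from limma on the library values. Of the alternatives set before the data were examined, the authors' p-values adjusted over every gene (5) and an adjusted p under 0.01 (6) fall within 1.5 times of the paper's value. The pseudocounts, the fit without the block, each replicate left out, both other fold thresholds and the low-expression filter do not. The authors' calls in the deposited table, an alternative chosen after seeing the values, give 5 and drop none of the paper's 8 targets.

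Among the genes changed in wt and nick, 93 were called neither between Axl-KO-wt-Axl and Axl-KO nor between wt and Axl-KO-wt-Axl, against about 58 in Fig. 1A, read by eye. An adjusted p under 0.01 (57), a log2 fold change above 1.5 (69), a mean normalized count of at least 10 (61) and the authors' p-values (59) fall within 1.5 times. The pseudocounts, the fit without the block, a log2 fold change above 0.58, each replicate left out, and the rules on exclusion and direction do not. The authors' calls and an intensity trend, both chosen after seeing the values, give 58 and 84, and of the paper's 8 targets the trend drops NOL4L.

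For PRAME the paper's text gives a 5.4 to 6.0-fold increase, and the log2 fold changes of the authors' deposited tables, 2.69 to 2.99, are 6.44-fold to 7.95-fold. Multiplied by 2, these log2 fold changes are 5.37 to 5.98.

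The paper names LITAF and NOL4L among its targets, and 6 of its 8 targets were in the final overlap here. LITAF was left out with an adjusted p of 0.0598 from limma in Axl-KO-wt-Axl relative to Axl-KO, and NOL4L because it was called between wt and Axl-KO-wt-Axl. LITAF entered the overlap with a mean normalized count of at least 10, without the block, with the authors' p-values, and with an intensity trend, the last chosen after seeing the values. NOL4L entered without the exclusion of genes called between wt and Axl-KO-wt-Axl. Under the authors' calls, chosen after seeing the values, all 8 are in the overlap.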

Other observations

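Between Axl-KO-wt-Axl and Axl-KO, several gene lists held genes that passed limma. Of 19 mesenchymal genes 9 fell and 1 rose in Axl-KO-wt-Axl at an adjusted p under 0.05 from limma (11 and 2 adjusted over the list alone). POSTN had a log2 fold change of -3.42, COL3A1 of -2.67 and FN1, fibronectin, of -1.64 in the authors' deposited table, whereas THY1 rose with 3.16. Of 16 contractile genes 5 fell (11 adjusted over the list alone), among them ACTA2 with -2.28 and CNN1 with -1.27 in the authors' deposited table. Of 13 genes of hypoxia and glycolysis 3 rose (7 adjusted over the list alone), ANGPTL4 with 1.44, BNIP3 with 0.54 and ADM with 0.46 in the authors' deposited table. Both the mesenchymal list (adjusted p = 6.08e-11) and the contractile list (adjusted p = 1.32e-11) passed camera with a preset correlation of 0.01, as did hypoxia and glycolysis (adjusted p = 5.67e-07). With an estimated correlation each had an adjusted p of 0.378, and with the preset one the contractile list (adjusted p = 0.00387) and hypoxia and glycolysis (adjusted p = 7.87e-05) also passed between wt and nick. By fry hypoxia and glycolysis passed between Axl-KO-wt-Axl and Axl-KO (adjusted p = 0.0174), whereas the mesenchymal list (0.233) and the contractile list (0.367) did not. The 13 mitochondrially encoded genes had a median log2 fold change of 0.33 in Axl-KO-wt-Axl relative to Axl-KO in the authors' deposited table. As a list they were also lower in wt than in nick by camera with the preset correlation (adjusted p = 2.95e-10), though not with an estimated one (adjusted p = 0.562).

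In Axl-KO-wt-Axl relative to Axl-KO the genes of chromosome 3 from 140 Mb to the end had a median log2 fold change of 0.34 and those of chromosome 6 of -0.21 in the authors' deposited table. Between wt and Axl-KO the medians there were -0.05 and -0.01. Of 19 targets of p53, 5 fell and none rose in wt relative to Axl-KO, with PHLDA3 at -1.86 in the authors' deposited table, and the list had an adjusted p of 0.0543 from camera.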
